# Osteoblastic Swedish mutant APP expedites brain deficits by inducing endoplasmic reticulum stress-driven senescence

**DOI:** 10.1038/s42003-021-02843-2

**Published:** 2021-11-25

**Authors:** Jin-Xiu Pan, Dong Sun, Daehoon Lee, Lei Xiong, Xiao Ren, Hao-han Guo, Ling-Ling Yao, Yuyi Lu, Caroline Jung, Wen-Cheng Xiong

**Keywords:** Alzheimer's disease, Senescence

## Abstract

Patients with Alzheimer’s disease (AD) often have osteoporosis or osteopenia. However, their direct link and relationship remain largely unclear. Previous studies have detected osteoporotic deficits in young adult *Tg2576* and *TgAPP*_*swe*_^*OCN*^ mice, which express APP_swe_ (Swedish mutant) ubiquitously and selectively in osteoblast (OB)-lineage cells. This raises the question, whether osteoblastic APP_swe_ contributes to AD development. Here, we provide evidence that *TgAPP*_*swe*_^*OCN*^ mice also exhibit AD-relevant brain pathologies and behavior phenotypes. Some brain pathologies include age-dependent and regional-selective increases in glial activation and pro-inflammatory cytokines, which are accompanied by behavioral phenotypes such as anxiety, depression, and altered learning and memory. Further cellular studies suggest that APP_swe_, but not APP_wt_ or APP_lon_ (London mutant), in OB-lineage cells induces endoplasmic reticulum-stress driven senescence, driving systemic and cortex inflammation as well as behavioral changes in 6-month-old *TgAPP*_*swe*_^*OCN*^ mice. These results therefore reveal an unrecognized function of osteoblastic APP_swe_ to brain axis in AD development.

## Abstract (web summary)

Jin-Xiu Pan et al. report that an osteoblast-specific expression of Swedish mutant amyloid precursor protein (APPswe) induces ER stress-driven senescence, leading to systemic inflammation and inflammation in the cortex that drives behavioral changes. The results demonstrate a previously unrecognized function of osteoblastic APPswe to brain axis in AD development.

## Introduction

Alzheimer’s disease (AD) is the most common form of dementia. It is pathologically characterized by cortical and cerebrovascular β-amyloid (Aβ) plaques, phosphor-tau containing neurofibrillary tangles, reactive glial cell (astrocyte and microglial cell)-associated chronic brain inflammation, and neuron-loss^1,2^. Interestingly, in addition to brain pathologies, patients with AD, both early and late onset, often have osteopenia or osteoporosis^3–10^, a condition characterized by the loss of bone-mass or bone mineral density (BMD) with micro-architectural deterioration of bone tissue, and a higher rate of hip fracture. However, little is known regarding the underlying mechanisms of AD association with bone loss.

A growing list of genetic risk genes has been identified in patients with early onset and late onset AD. Intriguingly, many of the AD risk genes, such as *TREM2* (triggering receptors expressed on myeloid cells-2) and *PYK2*, are highly expressed in immune cells and bone cells, and encode proteins that regulate not only neuron synaptic functions, but also immune responses and bone homeostasis^11–15^. *APOE*, another AD risk gene, is also identified as a risk factor for osteoporosis^16–18^. Among the various risk genes for AD development, we chose Swedish mutant APP (*APP*_*swe*_) to address the question regarding AD association with bone loss for the following reasons. The Swedish mutations in the *APP* gene are initially identified in patients with early-onset (EO)AD, which promote the generation of Aβ by favoring its proteolytic cleavage performed by β- and γ-secretases^19–21^. Much research has focused on the impacts of Aβ on the brain, even though *APP* or *APP*_*swe*_ is known to be expressed not only in the brain, but also in periphery tissues, including osteoblast (OB)-lineage cells^22,23^. Although *APP*_*swe*_ is only detected in a small fraction of AD patients, it is commonly used to generate AD animal models, such as Tg2576 and 5XFAD^24,25^. *APP*_*swe*_ in these animal models (in particularly Tg2576) is expressed ubiquitously, in both the brain and periphery tissues, including OB cells^22,23^. While investigating the phenotypes of these APP_swe_–based animal models have provided valuable insights into Aβ brain pathology and impairments in mouse cognitive functions, the function of APP_swe_ in peripheral tissues, such as OBs, remains poorly understood. Previous examinations of bone structures in *Tg2576* mice have identified early-onset osteoporotic deficits, months before any brain-pathologic defect that was detected^22,23^. Knocking out *App* (in APP^−/−^ mice), or selective expressing APPswe in osteocalcin (OCN) promoter driven Cre (OCN-Cre)^+^ OB-lineage cells (in *TgAPP*_*swe*_^*OCN*^ mice) recapitulates the osteoporotic defects in *Tg2576* mice^23,26^. These observations raise an interesting question, could problems in the bone cells conversely contribute to AD pathology in the brain?

Here, we provide evidence that *TgAPP*_*swe*_^*OCN*^ mice express APP_swe_ largely in the OB-lineage cells, with little to weak expression in the dorsal dentate gyrus (dDG) of the hippocampus. These mice develop age-dependent [starting at 6-month-old (MO)] and brain-region selective pathologies, and exhibit anxiety- and depression-like behaviors, as well as altered cognitive functions. While these mice at 6-MO showed brain-pathy (including glial activations and elevated pro-inflammatory cytokines) largely in the cortex, these mice at 12-MO showed brain-pathy mainly detected in the hippocampus. Further mechanistic studies demonstrate that APP_swe,_ but not APP_wt_ or APP_lon_ (London mutant), in OB-lineage cells increases endoplasmic reticulum (ER)-stress, senescence, and SASPs (senescence associated secretory phenotypes). Inhibition of ER-stress abolishes APP_swe_-induced senescence, and suppression of senescence diminishes brain and behavioral phenotypes in 6-MO *TgAPP*_*swe*_^*OCN*^ mice. Taken together, these observations suggest that APP_swe_ in OB-lineage cells contributes to the brain-region selective inflammation and glial activation and induces anxiety- and depression-like behaviors in age-dependent manner, which are largely due to elevated OB-senescence, SASPs, and systemic inflammation. These results thus uncover a link between APP_swe_ in the OB-lineage cells and AD development.

## Results

### Selective APP_swe_ expression in OB-lineage cells in *TgAPP*_*swe*_^*OCN*^ mice

To investigate osteoblastic APP_swe_’s function in AD development, we took advantage of *TgAPP*_*swe*_^*OCN*^ mice, in which human APP_swe_ expression in *LSL-hAPP*_*swe*_ mice depends on the removal of LSL by the OCN-Cre (Fig. 1a)^23^. Although *OCN-Cre* mice express *Cre* primarily in mature/adult OB-lineage cells^27,28^, our recent study showed Cre activity in neurons of dDG hippocampus, olfactory bulb, and cerebellum^29^. Thus, it is important to verify APP_swe_’s expression in bone cells and brain tissues of *TgAPP*_*swe*_^*OCN*^ mice. Notice that the hAPP_swe_ protein was detected in the OB-lineage BMSCs (bone marrow stromal cells), but not in the hippocampus or cortex of the *TgAPP*_*swe*_^*OCN*^ mice (6-MO) (Fig. 1b, c). We then asked if this is due to hAPP_swe_’s cleavage (to produce Aβ_40_ or Aβ_42)_ in the brain tissues. ELISA measuring human Aβ_40_ and Aβ_42_ levels showed little-to-no Aβ increase in the hippocampus, cortex, or serum samples (Fig. 1d, e); but slight increases of both Aβ_40_ and Aβ_42_ in the OB-lineage cells, of *TgAPP*_*swe*_^*OCN*^ mice (6-MO), as well as in the brain tissues and serum samples of 6-MO *Tg2576* mice (Fig. 1d, e). These results eliminate the possibility of β- and γ-cleavages of hAPP_swe_ in the brain of 6-MO *TgAPP*_*swe*_^*OCN*^ mice, suggesting little hAPP_swe_ expression in the mutant brain at this age. We further tested this view by RT-PCR analysis of *hAPP*_*swe*_’s transcripts in the mutant mice. Using specific primers for human *APP*, a weak *hAPP*_*swe*_ expression (~1.5 fold over control) was detected in the *TgAPP*_*swe*_^*OCN*^ brain regions (e.g., hippocampus, olfactory bulb, and cerebellum) where *OCN-Cre* is expressed^29^, but not in the *OCN-Cre* negative cortex (Fig. 1f). Notice that the *hAPP*_*swe*_’s transcripts were much more abundant in the BMSCs (~70 fold over control) than in the brain (Fig. 1f), implying a much weaker *Cre* activity in neurons than in OB-lineage cells of the *OCN-Cre* mice. This viewpoint is consistent with the RT-PCR findings that *Cre* is expressed largely in the OB-lineage cells (~128 fold over control), weakly (~18 fold over control) in the hippocampus, and undetectable in the cortex of *OCN-Cre* mice (Fig. 1g). Taken together, these results suggest that the *hAPP*_*swe*_ is highly expressed in *OCN-Cre*^+^ OB-lineage cells, but little to weakly expressed in the *OCN-Cre*^+^ dDG, olfactory bulb, and cerebellum neurons, of *TgAPP*_*swe*_^*OCN*^ mice.

**Fig. 1:**
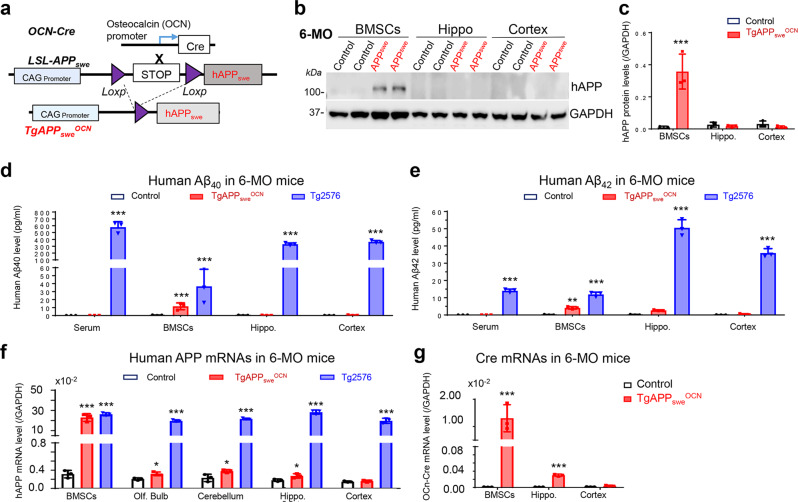
Specific expression of APP_swe_ in OB-lineage cells in *TgAPP*_*swe*_^*OCN*^ mice. **a** Illustration of the transgene and generation of the conditional transgenic mice selectively expressing human *APP*_*swe*_ in an OCN-Cre dependent manner. **b**, **c** Western blot analysis of human APP (hAPP) protein levels in BMSCs, hippocampus, and cortex of 6-MO control (*LSL-APP*_*swe*_) and *TgAPP*_*swe*_^*OCN*^ mice. **b** Representative blots; and **c** quantification. **d**, **e** ELISA analyses of human Aβ_40_(**d**) and Aβ_42_(**e**) levels in serum, BMSCs (50 μg in total protein), and brain homogenates including hippocampus and cortex (300 μg total protein) from 6-MO control, *TgAPP*_*swe*_^*OCN*^, and *Tg2576* mice. **f** RT-PCR analysis of *hAPP* gene expression in BMSCs, olfactory bulb, cerebellum, hippocampus, and cortex of 6-MO control and *TgAPP*_*swe*_^*OCN*^ mice. **g** RT-PCR analysis of *Cre* expression in BMSCs, hippocampus, and cortex of 6-MO control (*LSL-APP*_*swe*_) and *TgAPP*_*swe*_^*OCN*^ mice. All data were presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001 (*n* = 3 mice). Mann–Whitney *U* test was used in **c** and **g**, and one-way ANOVA followed by Tukey post hoc test was used in **d**–**f**.

### Age-dependent and brain region-selective elevations in reactive astrocytes, microglial cells, and inflammatory cytokines, and an impairment in DG neurogenesis in *TgAPP*_*swe*_^*OCN*^ mice

We then addressed whether *TgAPP*_*swe*_^*OCN*^ mice exhibit any brain pathology that is similar to those of APP_swe_-based AD animal models (e.g., *Tg2576*)^24,25,32–34^, by performing the following studies.

First, we measured both Aβ_40_ and Aβ_42_ levels in the bone cells and brain tissues of *TgAPP*_*swe*_^*OCN*^ mice at ages of not only 6-MO, but also 12-MO. Although little Aβ_40_ or Aβ_42_ levels were detected in 6-MO *TgAPP*_*swe*_^*OCN*^ cortex and hippocampus (Fig. 1d, e), Aβ_42_, but not Aβ_40_, was slightly elevated in 12-MO *TgAPP*_*swe*_^*OCN*^ hippocampus, but not cortex nor serum samples (Supplementary Fig. 1a, b). Additionally, little to no Aβ plaque was detected in 12-MO *TgAPP*_*swe*_^*OCN*^ bone and brain sections, in contrast from brain sections from 5XFAD mice (4.5 MO) (Supplementary Fig. 1c–e). These findings support the view for a weak hAPP_swe_/Aβ_42_ expression in 12-MO *TgAPP*_*swe*_^*OCN*^ hippocampal DG neurons.

Second, we examined neuronal distribution patterns and densities in the cortex and hippocampus of *TgAPP*_*swe*_^*OCN*^ mice (at age of ~7-MO) by conducting co-immunostaining analysis using antibodies against NeuN (a marker for all neurons) and Ctip2 (a marker for Layer V–VI neurons in the cortex and neurons in CA1-2 and DG). Little change in the NeuN^+^ and Ctip2^+^ neuron distribution patterns and densities was detected in *TgAPP*_*swe*_^*OCN*^ brains (Supplementary Fig. 2).

Third, we assessed the morphologies and densities of glial cells, including Olig2^+^ oligodendrocytes, S100β^+^ ependymal cells, GFAP^+^ astrocytes, and IBA1^+^ microglial cells, in the brain sections of control (*LSL-APP*_*swe*_) and *TgAPP*_*swe*_^*OCN*^ mice. The Olig2^+^ oligodendrocytes and S100β^+^ ependymal cells appeared to be unchanged in the *TgAPP*_*swe*_^*OCN*^ cortex or brain (Supplementary Fig. 3). Intriguingly, both GFAP^+^ astrocytes and IBA1^+^ microglial cells were increased in 6-MO *TgAPP*_*swe*_^*OCN*^ cortex, particularly in layers I–III, but not in hippocampus (Fig. 2a–d), suggesting a brain region-selective activation of these glial cells. This view was further verified through a Western blot analysis, which showed increased GFAP and IBA1 protein levels in 6-MO *TgAPP*_*swe*_^*OCN*^ cortex, but not in hippocampus (Fig. 2e, f). Because glial cell activation is often associated with increased inflammation^30,31^, we examined expressions of inflammation associated cytokines (e.g., *Il1b*, *Il6*, *Il10*, and *Tnfa*), growth factors (e.g., *Tgfb1* and *Csf2*), and proteinase (e.g., *Mmp3*) in both the cortex and hippocampus of control and *TgAPP*_*swe*_^*OCN*^ mice (at 6-MO) using RT-PCR analysis. The transcripts of *Il1b, Il10, Tnfa*, and *Mmp3* were all increased in *TgAPP*_*swe*_^*OCN*^ cortex, but not in hippocampus (Fig. 2g, h), supporting the view of cortex as a vulnerable brain region in 6-MO *TgAPP*_*swe*_^*OCN*^ mice.

**Fig. 2:**
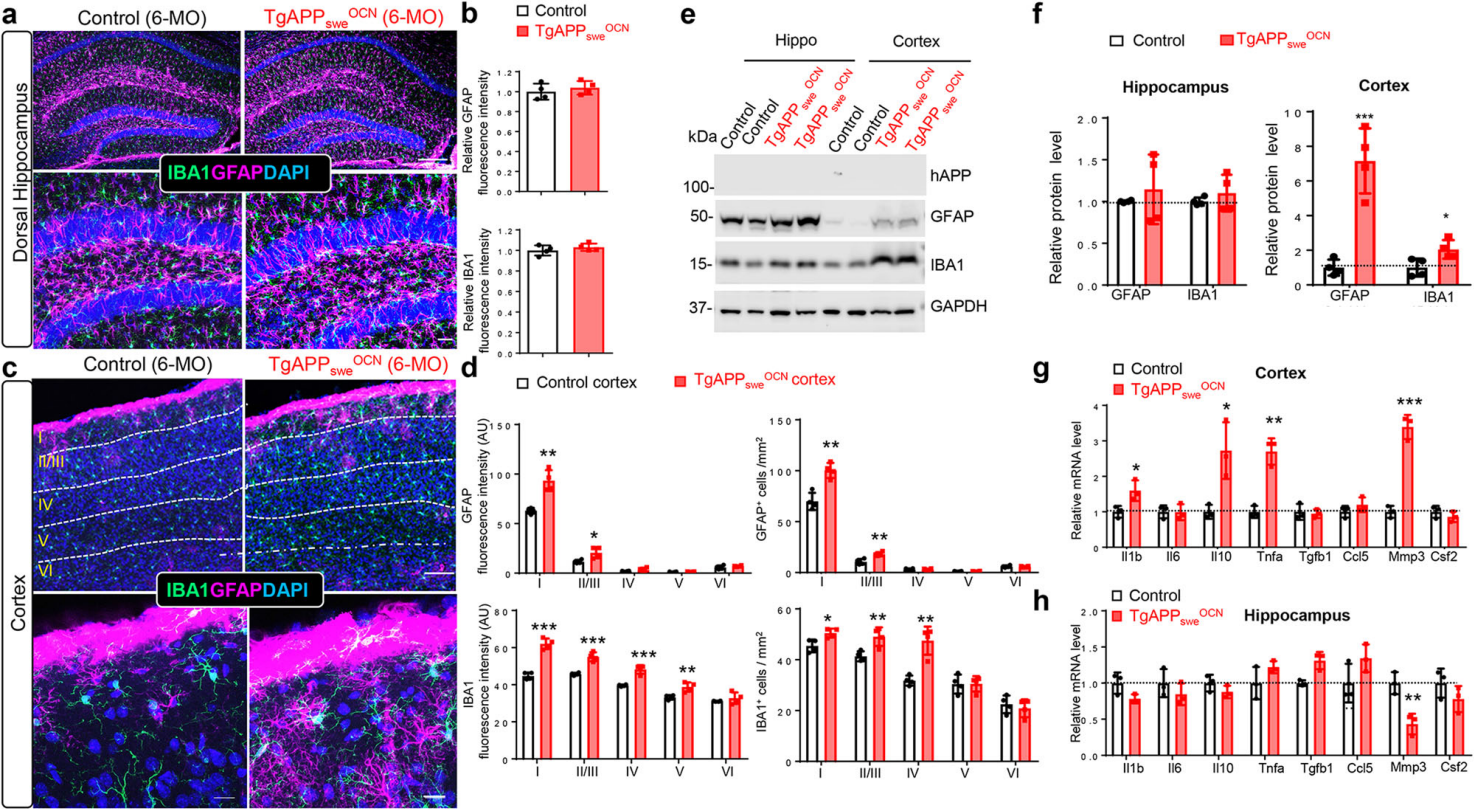
Elevated reactive astrocytes, microglial cells, and inflammatory cytokines in 6-MO *TgAPP*_*swe*_^*OCN*^ cortex, but not hippocampus. **a** Representative images of co-immunostaining with IBA1 (green), GFAP (magenta), and DAPI (blue) of hippocampal sections from 6-MO control *(LSL-APP*_*swe*_) and *TgAPP*_*swe*_^*OCN*^ mice. Scale bars: 200 µm (upper) and 20 µm (lower). **b** Quantification of data in **a**. **c** Representative images of co-immunostaining with IBA1 (green), GFAP (magenta), and DAPI (blue) of cortex sections from 6-MO control (*LSL-APP*_*swe*_) and *TgAPP*_*swe*_^*OCN*^ mice. Scale bars: 100 µm (upper) and 20 µm (lower). **d** Quantification of data in **c**. **e** Representative Western blots using antibodies against hAPP, GFAP, and IBA1 in homogenates of cortex and hippocampus of control and *TgAPP*_*swe*_^*OCN*^ mice. GAPDH was used as a loading control. **f** Quantification of the data in **e**. **g**–**h** Real-time PCR (RT-PCR) analysis of indicated gene expressions in 6-MO control (*LSL-APP*_*swe*_) and *TgAPP*_*swe*_^*OCN*^ cortex (**g**) and hippocampus (**h**). All quantification data were presented as mean ± SD (*n* = 3–4). *p < 0.05, **p < 0.01, ***p < 0.001. Student’s *t* test was used in **b**, **d**, and **f**–**h**.

Fourth, we found that the glial activation and inflammatory phenotypes in *TgAPP*_*swe*_^*OCN*^ mice were not only brain-region selective, but also age-dependent. Whereas the cortex displayed the glial activation/inflammation in 6-MO *TgAPP*_*swe*_^*OCN*^ mice, these phenotypes were not detected in 3-MO *TgAPP*_*swe*_^*OCN*^ (Supplementary Fig. 4), but evidently more obvious in 12-MO *TgAPP*_*swe*_^*OCN*^ hippocampus than the cortex (Supplementary Fig. 5), suggesting age-dependent changes in the brain-region selectivity of the glial activation/inflammation phenotypes.

Finally, we examined adult neurogenesis in hippocampal DG (dentate gyrus), which is also impaired in AD animal models^32^. EdU was injected into the mice ~12 h before sacrifice to label proliferative neural stem cells (NSCs). Hippocampal sections were co-immunostained EdU with antibodies against DCX (doublecortin) (a marker for newborn neurons derived from NSCs). While *TgAPP*_*swe*_^*OCN*^ mice at 3-MO showed no difference in EdU^+^ and DCX^+^ cell densities compared to the controls, *TgAPP*_*swe*_^*OCN*^ mice at 6-MO displayed significant reductions in EdU^+^ and DCX^+^ cell densities at both dorsal and ventral DG (Supplementary Fig. 6), demonstrating an age-dependent impairment in the hippocampal DG neurogenesis of *TgAPP*_*swe*_^*OCN*^ mice, similar to that described in AD animal models^32^.

In aggregate, *TgAPP*_*swe*_^*OCN*^ mice (starting at 6-MO) exhibit partial AD relevant brain pathologies, which include increased reactive astrocytes, microglial cells, and inflammatory cytokines in the cortex (at 6-MO)/hippocampus (at 12-MO), impaired DG neurogenesis, and elevated Aβ_42_ in 12-MO hippocampus.

### Age-dependent anxiety- and depression-like behaviors in *TgAPP*_*swe*_^*OCN*^ mice

Glial activation, brain inflammation, and decreased DG neurogenesis are often associated with depression- and/or anxiety-like behaviors^33–38^. We thus subjected *TgAPP*_*swe*_^*OCN*^ and control mice to an open field test (OFT) for evaluation of *TgAPP*_*swe*_^*OCN*^ mice’s anxiety and locomotor activity. *TgAPP*_*swe*_^*OCN*^ mice at 6- and 12-MO, but not 3-MO, showed reduced center duration time but comparable total distance traveled to the controls (Fig. 3a, b and Supplementary Fig. 7a, b), suggesting a reduced exploratory, but not locomotor, activity, in the mutant mice, and implicating anxiety and/or depression. We further examined their behaviors using elevated plus maze test (EPMT) and light/dark transition test (LDT), both tests widely used to assess anxiety-related behavior in mouse models^39,40^. Indeed, *TgAPP*_*swe*_^*OCN*^ mice, again at 6- and 12-MO, but not 3-MO, showed decreased open arm duration time and entries by EPMT (Fig. 3c, d and Supplementary Fig. 7c, d), and reduced time in light box room in the LDT (Fig. 3e and Supplementary Fig. 7e), supporting the view for anxiety-like behaviors. We then assessed their depression-like behaviors using tail suspension test (TST), force swimming test (FST), and sucrose preference test (SPT). *TgAPP*_*swe*_^*OCN*^ mice (6- and 12-MO, but not 3-MO) appeared to be depressed, exhibiting increased immobility times in both TST (Fig. 3f and Supplementary Fig. 7f) and FST (Fig. 3g and Supplementary Fig. 7g) and reduced sucrose preference (Fig. 3h and Supplementary Fig. 7h). Together, these results suggest that *TgAPP*_*swe*_^*OCN*^ mice experience age-dependent (starting at 6-MO) anxiety- and depression-like behaviors.

**Fig. 3:**
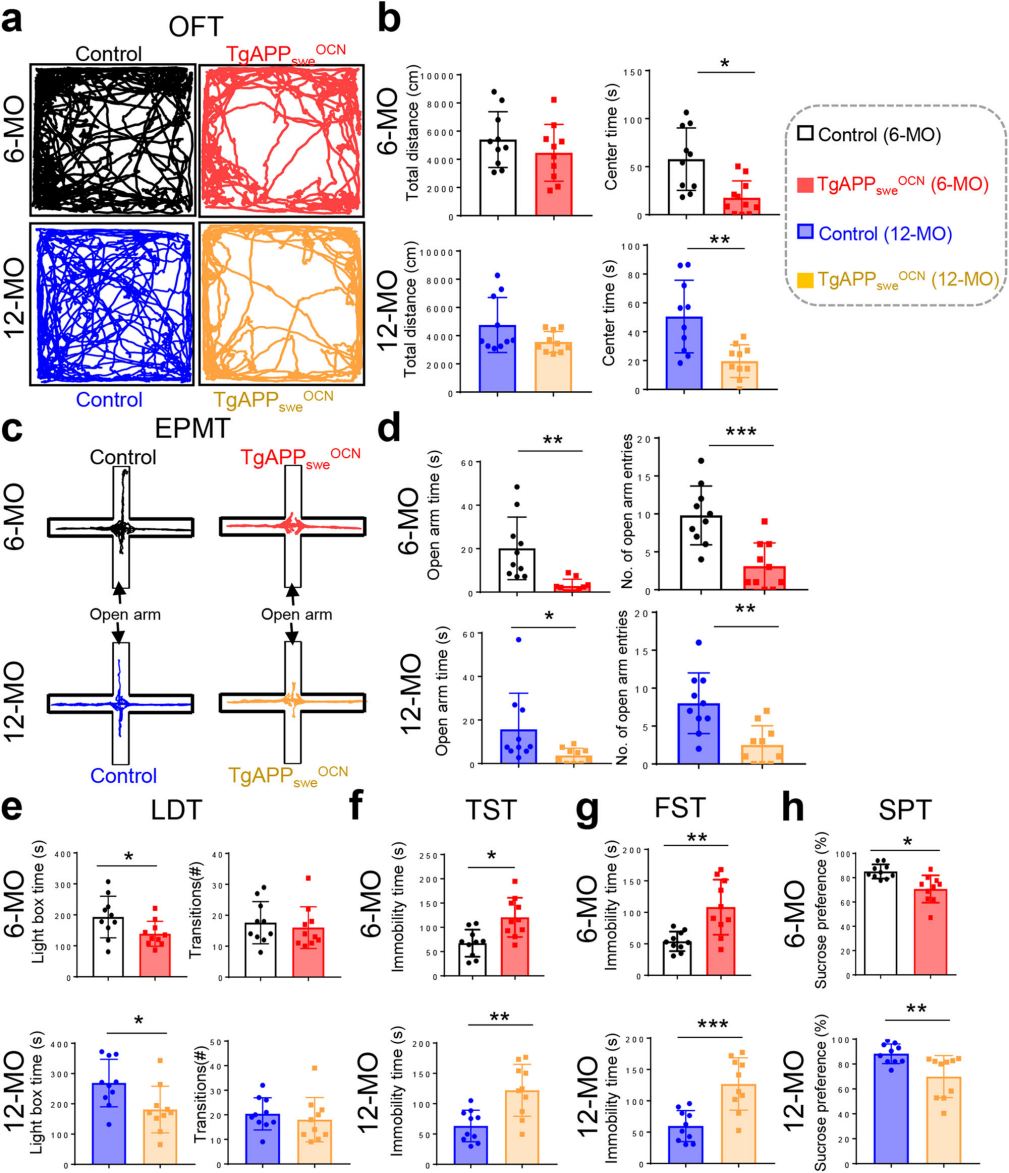
Age-dependent anxiety- and depression-like behaviors in *TgAPP*_*swe*_^*OCN*^ mice. **a**, **b** OFT: Representative tracing images (**a**), and quantifications of total distance and center duration time (**b**) were shown. **c**, **d** EPMT: Representative tracing images (**c**), and quantifications of open arm duration time and entries (**d**) were shown**. e** LDT: Quantifications of the time spent in the light room and the number of transitions into the light room. **f** TST, **g** FST, and **h** SPT. In all these behavior tests, 6-MO and 12-MO control (*LSL-APP*_*swe*_) and *TgAPP*_*swe*_^*OCN*^ mice (males) were examined. All quantification data were shown as mean ± SD (*n* = 10 mice). *p < 0.05, **p < 0.01, ***p < 0.001, Student’s *t* test.

Since *hAPP*_*swe*_ is weakly expressed in dDG neurons in *TgAPP*_*swe*_^*OCN*^ hippocampus (Fig. 1f), we wondered whether such a weak dDG expression of *APP*_*swe*_ could induce similar behavior phenotypes to that in *TgAPP*_*swe*_^*OCN*^ mice. The AAV-CamkII-Cre (Cre under the control of CamkII promotor for excitatory neuron expression) and AAV-CamkII-GFP (as control) were specifically injected into the dDGs of both sides of the hippocampus in *LSL-APP*_*swe*_ mice (at age of 4-MO); and mice at 6-MO were subjected to the behavior tests (Supplementary Fig. 8a). While dDG neurons in *LSL-APP*_*swe*_ mice were successfully infected with the viruses (indicated by the GFP, hAPP_swe_ expression, and Aβ_42_ increase) (Supplementary Fig. 8b–g), little to no differences in behavior tests using EMPT, LDT, TST, FST, and SPT were detected between Cre and GFP virus injected mice (Supplementary Fig. 8h–l), unlike the *TgAPP*_*swe*_^*OCN*^ mice. These results thus implicate that the anxiety- or depression-like behaviors in 6-MO *TgAPP*_*swe*_^*OCN*^ mice are in large due to APP_swe_’s expression in OB-lineage cells, but not dDG neurons.

### Age-dependent alterations in spatial learning and memory in *TgAPP*_*swe*_^*OCN*^ mice

Although anxiety- and depression-like behaviors are present in AD animal models (e.g., Tg2576 and 5XFAD)^41–43^ and AD patients^44–46^, a key AD relevant functional deficit is the age-dependent cognition decline^47,48^. Therefore, we subjected *TgAPP*_*swe*_^*OCN*^ and control (*LSL-APP*_*swe*_) mice to the Morris water maze (MWM) test (to access mouse spatial learning and memory function)^49^, and the novel object recognition (NOR) test (to evaluate mouse recognition memory)^50,51^. Interestingly, age-dependent changes in both MWM and NOR tests were detected in *TgAPP*_*swe*_^*OCN*^ mice. No obvious difference in MWM or NOR task performance was observed between *TgAPP*_*swe*_^*OCN*^ and control mice at 3-MO (Fig. 4a–c). Un-expectedly, at 6-MO, *TgAPP*_*swe*_^*OCN*^ mice exhibited faster learning and better long-term memory in MWM (Fig. 4d, e), but no obvious difference in NOR task performance (Fig. 4f), compared to the age-matched controls, suggesting an improvement in spatial learning and memory in 6-MO *TgAPP*_*swe*_^*OCN*^ mice. Interestingly, at ~12-MO, impairments in both MWM and NOR tasks were detected in *TgAPP*_*swe*_^*OCN*^ mice (Fig. 4g–i). These results are intriguing, demonstrating age-dependent changes in spatial and novel object learning and memory of *TgAPP*_*swe*_^*OCN*^ mice, in line with their age-dependent changes in the brain-region selectivity of the glial activation/inflammation.

**Fig. 4:**
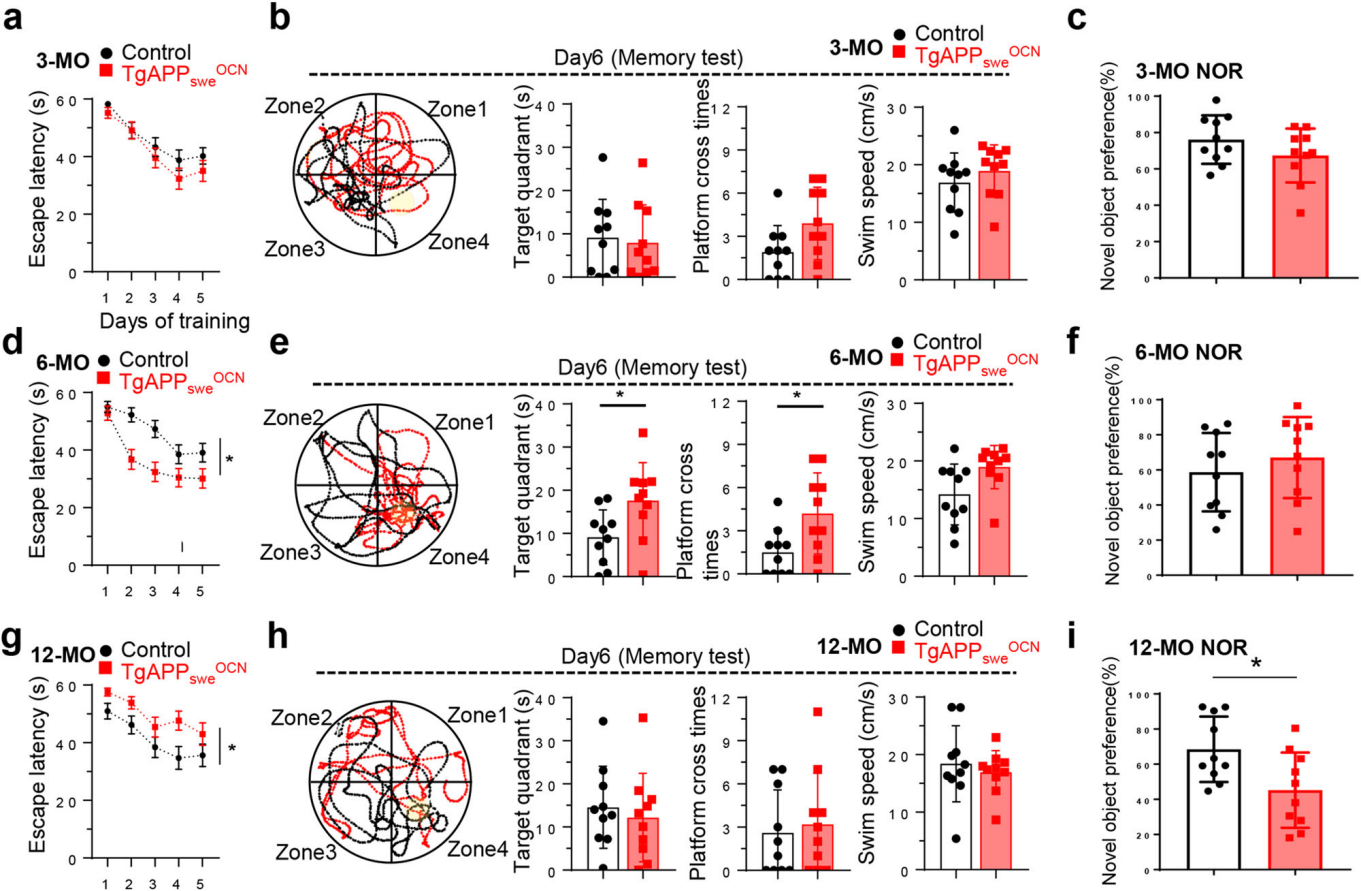
Age-dependent alterations in spatial learning and memory in *TgAPP*_*swe*_^*OCN*^ mice. **a**–**c** 3-MO control (*LSL-APP*_*swe*_) and *TgAPP*_*swe*_^*OCN*^ male mice were subject to Morris water maze (MWM) (**a**, **b**) and Novel Object Recognition (NOR) (**c**) tests. **d**–**f** 6-MO control (*LSL-APP*_*swe*_) and *TgAPP*_*swe*_^*OCN*^ male mice were subject to MWM (**d**, **e**) and NOR (**f**) tests. **g**–**i** 12-MO control (*LSL-APP*_*swe*_) and *TgAPP*_*swe*_^*OCN*^ male mice were subject to MWM (**g**, **h**) and NOR (**i**) tests. In MWM tests, the latencies to reach the hidden platform during the training period were showed in **a**, **d**, and **g**; and the representative tracing images and quantification of time spent in target quadrant, platform crossing time, and swim speed were shown in **b**, **e**, and **h**. In NOR tests, the time spent with novel object per total time with both objects as the novel object preference was quantified, shown in **c**, **f**, and **i**. All values were presented as mean ± SD (*n* = 10 mice). *p < 0.05, one-way ANOVA followed by Tukey post hoc test was used in **a**, **d**, and **g**, and Student’s *t* test was used in **b**, **c**, **e**, **f**, **h**, and **i**.

### Increased senescence and SASPs in APP_swe_^+^ OB-lineage cells

To investigate if and how APP_swe_ in OCN-Cre^+^ OB-lineage cells gives rise to the brain and behavior phenotypes, we purified OCN-Cre^+^ BMSCs (marked by tdTomato^+^, believed to be OB progenitors^28^) from both 6-MO control (*OCN-Cre; Ai9*) and *TgAPP*_*swe*_^*OCN*^*; Ai9* mice using fluorescence-activated cell sorting (FACS), and then subjected them to RNA-seq analysis (Fig. 5a). 

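OCN-Cre places Cre recombinase under the osteocalcin promoter, and Ai9 is a reporter allele that makes cells express tdTomato once Cre has acted. In TgAPPsweOCN;Ai9 mice the same Cre also removes the stop cassette (LSL) in front of human APPswe, the amyloid precursor protein with the Swedish mutation. BMSCs are the bone marrow cells that attach and grow in culture. They were cultured from femurs and tibias of 6-month-old mice, and their tdTomato+ cells were sorted for RNA-seq. The authors deposited values for 3 libraries of OCN-Cre;Ai9 (control) and 3 of TgAPPsweOCN;Ai9 OB progenitors. The paper's text does not give the number of mice behind each library. The authors mapped clean reads with HISAT2 and deposited estimated counts and FPKM (fragments mapped to a gene, scaled by its length and by all mapped fragments) for 17469 genes, each with an Entrez identifier and a symbol. Estimated counts summed to between 19340810 and 19801060 in the control libraries (median 19627510). The TgAPPsweOCN;Ai9 libraries held more, between 21677461 and 22037840 (median 21892179). The smallest level taken as detectable, 3 counts, lay between 0.136 and 0.155 CPM (counts scaled to library totals), which covers counting error only. Counts were rounded to whole numbers, normalized by the TMM method and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered the 12701 genes with enough counts for edgeR's filter. Up- and down-regulated genes had an adjusted p at or below 0.05 and a log2 fold change of at least 1 in either direction, the thresholds of the paper's methods. For the median gene, squared differences between libraries of the same genotype were 2.55 to 6.35 times those that sampling noise gives. Between genotypes they were 50.4 to 63.3 times. Libraries were scaled by their totals only here, so a shift of all genes between the genotypes adds to the second range. Marker genes of myeloid cells were abundant in the sorted cells. The median FPKM of 15 myeloid marker genes was 1214 to 1239 in the control libraries, against 5.09 to 5.91 for 15 stromal and osteoblast-lineage marker genes. Each library measured all sorted cells together, so a change cannot be assigned to 1 kind of cell among them. App (Entrez identifier 11820) had an FPKM of 279 ± 3.5 (mean ± SD, n = 3 libraries) in control and 330 ± 4.18 in TgAPPsweOCN;Ai9 OB progenitors. Its log2 fold change was 0.45 (standard error 0.0509, adjusted p = 7.87e-05 from edgeR). Each TgAPPsweOCN;Ai9 library exceeded each control library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The table has a single entry for App, so human transgene and mouse transcripts cannot be separated in it.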

917 up- and 1825 down-regulated genes were identified in APP_swe_^+^ OB progenitors (Fig. 5b). 

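With edgeR, 1130 genes were up-regulated and 1169 down-regulated in APPswe+ OB progenitors. Without the fold change threshold, the adjusted p alone was met by 8129 genes, 64% of those tested. Of these, 4122 were raised and 4007 lowered, the largest change in the number of genes up-regulated and genes down-regulated under any alternative. Scaling by library size only, without TMM factors, gave 846 up- and 1732 down-regulated genes. In every fit that left out 1 of the 6 libraries, the same 952 genes were up-regulated and the same 913 down-regulated. DESeq2 shared 1111 of the up- and 1095 of the down-regulated genes. The genes called by the authors' deposited table shared 801 up- and 1119 down-regulated genes with those from edgeR. A further 113 up- and 181 down-regulated genes of the authors' deposited table had too few counts to be tested. Among genes with at least 10 counts in every library and no overlap between the genotypes, the 5 largest rises were in Cd209f, Raver2, Slc13a3, Bcl2a1a and Lcn2. Slc13a3 rose from an FPKM of 15.3 ± 1.46 (n = 3) to 2090.2 ± 29.6, a log2 fold change of 7.31 (standard error 0.0997, adjusted p = 3.11e-09). Cd209f, Raver2 and Bcl2a1a had fractional estimated counts in some libraries. The 5 largest falls were in H2-Eb1, Ciita, Treml1, Hpgd and Slco2b1, with log2 fold changes from -3.50 to -3.17. H2-Eb1 fell from an FPKM of 84.1 ± 12.9 to 6.36 ± 2.27 (adjusted p = 4.35e-06).

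**Figure D1:**
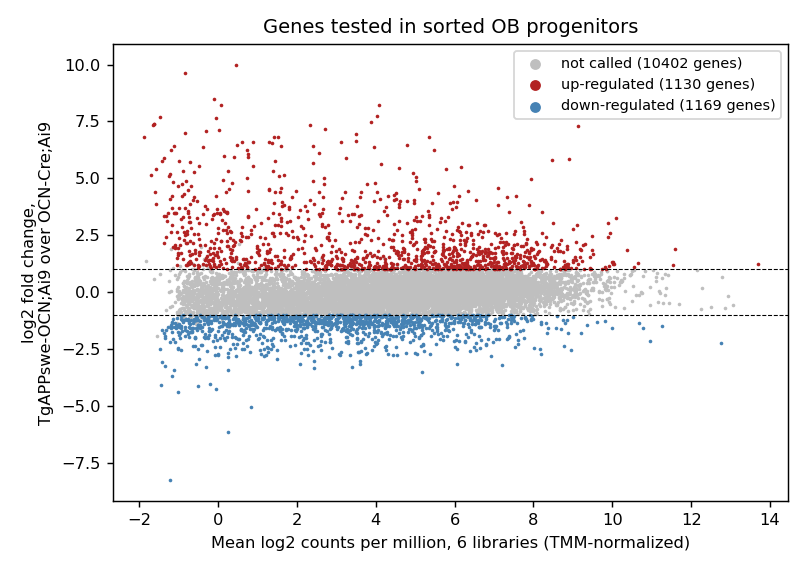
Log2 fold change of each tested gene (vertical axis, TgAPPsweOCN;Ai9 over OCN-Cre;Ai9) against its mean log2 CPM over the 6 libraries (horizontal axis), with dashed lines at log2 fold changes of 1 and -1. Each point is a gene, and the 1130 up-regulated genes reach larger changes than the 1169 down-regulated genes.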

Among these genes, 154 up- and 269 down-regulated genes encode secreted proteins (Fig. 5b). 

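Groups of genes were compared as Reactome pathways with camera, a test of whether the genes of a set changed more than the other genes tested. Gene Ontology terms were not used here. Of 8 sets fixed beforehand, Signaling by Interleukins was raised, with a median log2 fold change of 0.26 over 97 genes (adjusted p = 0.0234, Benjamini-Hochberg over the 8 sets). In it, 18 genes were up-regulated and 7 down-regulated, and 61 had a log2 fold change above 0. Estimating the correlation between genes from the data in place of the preset 0.01 moved this result most, to an adjusted p of 0.473. The set Chemokine receptors bind chemokines held 13 up- and 8 down-regulated genes among 30, with an adjusted p of 0.412. Cell Cycle, Mitotic had a median log2 fold change of -0.08 over 386 genes, 16 of them up- and 50 down-regulated, with an adjusted p of 0.412 as well. DNA Replication (98 genes, adjusted p = 0.579) and Collagen formation (51 genes, adjusted p = 0.412) were not past the threshold either. Over all 838 Reactome sets with 10 to 500 tested genes, 127 sets were raised and 38 lowered. The other splits of the libraries that also separated all 3 same-numbered pairs gave 75 to 103 sets, so many sets also pass this test in splits that mix the genotypes. The smallest adjusted p among raised sets belonged to the ER-Phagosome pathway (71 genes, median log2 fold change 0.67, adjusted p = 5.77e-10). Among lowered sets it belonged to DNA strand elongation (32 genes, median -0.60, adjusted p = 9.63e-06), followed by Chromosome Maintenance (63 genes, median -0.49, adjusted p = 2.27e-05).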

Interestingly, GO analysis showed that most up-regulated genes are involved in inflammatory response, cytokine production, and cytokine/chemokine-mediated signaling pathways; and most down-regulated genes are implicated in cell cycle, cell proliferation, and bone mineralization (Fig. 5c). Further heat map analysis illustrated the up- and down-regulated genes for bone mass regulators, cytokines and chemokines, AD risk genes, and growth factors critical for neurogenesis (Fig. 5d). 

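Of the 21 bone mass regulators shown, 14 had enough counts to be tested. The 7 that were not tested (Sox2, Msx1, Msx2, Nkx3-2, Bglap, Ihh and Tnfsf11) had mean FPKM values of at most 0.857 in either genotype. All 11 cytokines, chemokines and related genes were up-regulated. Of the 6 growth factors, 1 was down-regulated, 3 had an adjusted p at or below 0.05 with a smaller fold change and 2 did not differ by either measure. Over the 68 tested genes that the paper names or shows for these data, 54 had an adjusted p at or below 0.05. Adjusting over those 68 genes alone gave 54 as well, which shows no stability because the paper chose them from the same libraries.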

Some of these up/down regulated genes were verified by RT-PCR analyses (Fig. 5e). 

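Bmp2 (Entrez identifier 12156) fell from an FPKM of 5.41 ± 0.242 (mean ± SD, n = 3) in control to 0.837 ± 0.105 in TgAPPsweOCN;Ai9 OB progenitors. Its log2 fold change was -2.46 (standard error 0.118, adjusted p = 6.78e-07). Jun (-0.98), Sp7 (-0.78), Spp1 (-0.54), Sparc (-0.39), Ctnnb1 (-0.24) and Nfatc1 (-0.23) had lower log2 fold changes than 0 with adjusted p from 1.47e-06 to 0.0184, but none reached -1. The log2 fold change of Lrp4 was -0.28 with an adjusted p of 0.0679. Ihh had 13, 9 and 5 counts in the control libraries and 2, 0 and 1 in the TgAPPsweOCN;Ai9 libraries, too few for the test. Alpl rose by a log2 fold change of 0.57 (adjusted p = 0.00139), while Col1a1 (-0.17) and Runx2 (-0.14) did not differ beyond the spread between libraries (adjusted p of 0.261 and 0.431).
Trem2 (Entrez identifier 83433) fell from an FPKM of 783 ± 33.3 to 103 ± 15.7, a log2 fold change of -2.71 (standard error 0.0993, adjusted p = 1.83e-07). Apoe fell from 13364 ± 1480 to 2463 ± 149. The log2 fold changes of Cd33 and Sorl1 were -1.49 and -1.23, with adjusted p of 2.12e-06 and 4.38e-05. Psen2 (0.49) and Vps35 (0.44) were raised by less than the fold change threshold, and Ptk2b (-0.26) was lowered by less. Igf1 fell from 105.5 ± 5.71 to 16 ± 2.11 FPKM, a log2 fold change of -2.51 (adjusted p = 1.82e-07). Of the myeloid marker genes, Mrc1 (-2.38), Csf1r (-1.49) and Cd68 (-1.26) were down-regulated too, while Adgre1, Aif1, Fcer1g and Itgam were up-regulated. A change among myeloid cells in the sorted libraries therefore cannot be ruled out for the falls of Trem2, Apoe, Cd33, Sorl1 and Igf1. Bdnf was near the lower end of detection, at 0.507 ± 0.0321 FPKM in control and 0.243 ± 0.0493 in TgAPPsweOCN;Ai9 OB progenitors. Its log2 fold change was -0.87 (standard error 0.245, adjusted p = 0.0133), and -1.08 with scaling by library size only.

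**Figure D2:**
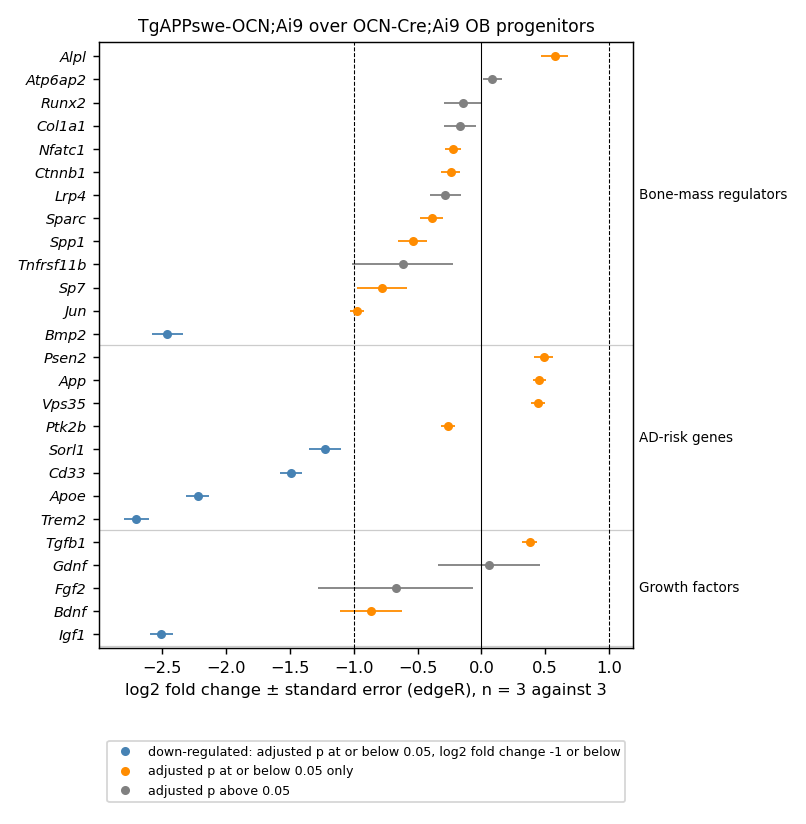
Log2 fold change (horizontal axis, TgAPPsweOCN;Ai9 over OCN-Cre;Ai9, n = 3 against 3) of bone-mass regulators, AD-risk genes and growth factors. Points are edgeR estimates, bars are standard errors and dashed lines mark 1 and -1, and Bmp2, Trem2 and Igf1 lie below -2.4.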

Notice that transcription factors (e.g., *Sp7, Nfatc1, Satb2, Spp1, Sparc*, and *Jun*) for OB-lineage cell proliferation, differentiation, or mineralization, and bone-mass regulators (e.g., *Bmp2, Ihh, Lrp4*, and *Ctnnb1*) were down regulated in APP_swe_^+^ OB progenitors (Fig. 5d, e), in line with our previous report^23^; and some of the AD-risk genes including *Trem2, ApoE, Cd33, Sorl1, Vps35, Ptk2b*, and *Psen1/2* were altered in APP_swe_^+^ OB progenitors, and growth factors including brain-derived neurotrophic factor (*Bdnf*) and insulin-like growth factor 1 (*Igf1*) were decreased in APP_swe_^+^ OB progenitors (Fig. 5d, e).

**Fig. 5:**
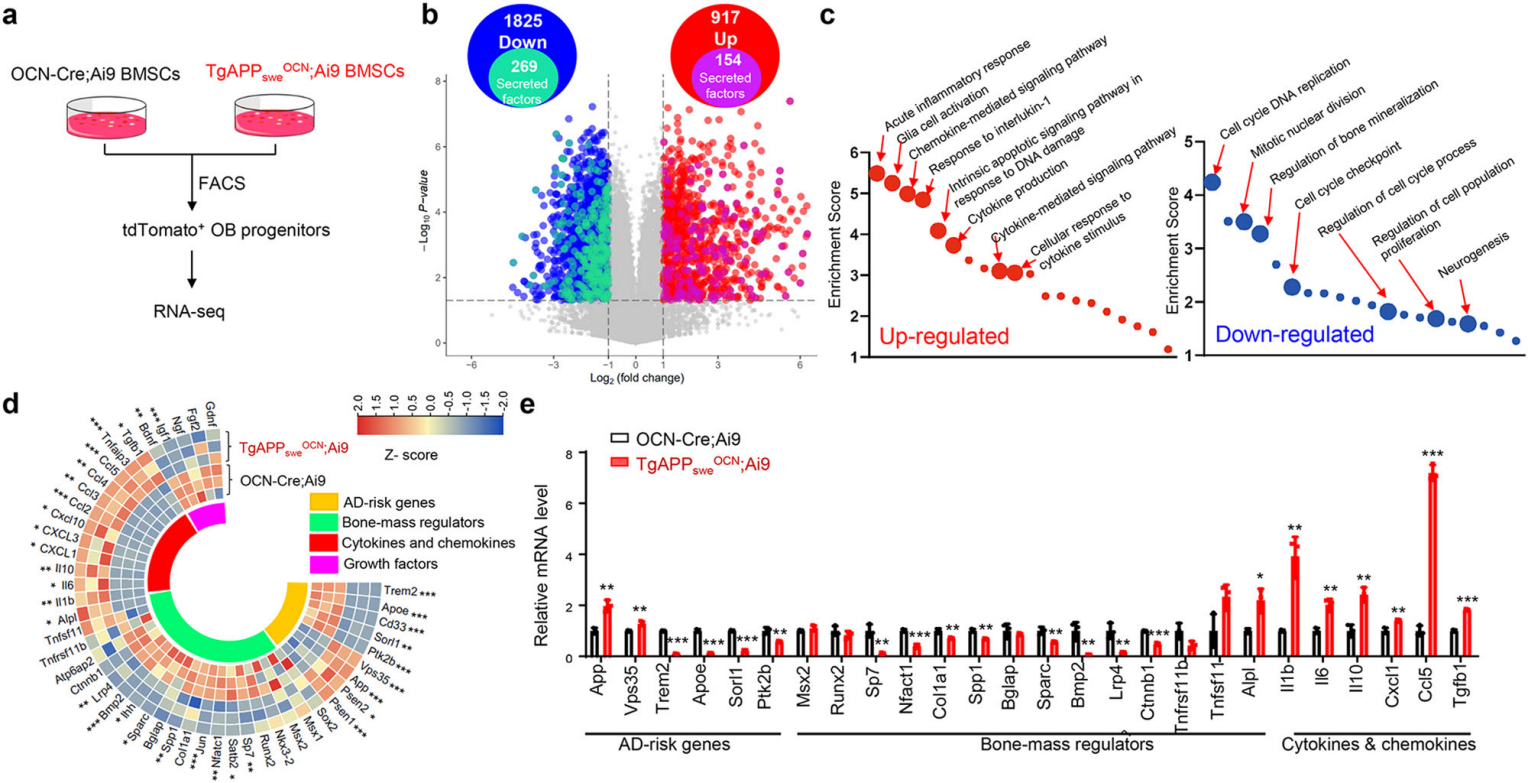
Increased cytokines and chemokines in APP_swe_^+^ OB-progenitor cells. **a** Schematic of purification and RNA-seq of Tdtomato^+^ (Td^+^) OB progenitors from control (*OCN-Cre; Ai9*) and *TgAPP*_*swe*_^*OCN*^*; Ai9* mice. **b**–**d** Volcano plots (**b**), GO analysis of up/down-regulated genes (**c**), and heat map (**d**) of differentially expressed genes identified by RNA-seq. **e** RT-PCR analysis of AD risk gene *App, Vps35, Trem2, Apoe, Ptk2b*, and *Sorl1*; bone-mass regulator *Sp7, Nfatc1, Col1a1, Spp1, Sparc, Bmp2, Lrp4*, and *Ctnnb1*; cytokine *Il1b, Il6*, and *Il10;* chemokine *Ccl5* and *Cxcl1*, growth factor *Tgfb1* gene expression in purified Td^+^ OB progenitors from 6-MO control (*OCN-Cre; Ai9*) and *TgAPP*_*swe*_^*OCN*^*; Ai9* mice. All values were presented as mean ± SD (*n* = 3 mice). *p < 0.05, **p < 0.01, and ***p < 0.001, by Mann–Whitney *U* test.

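Il6 (Entrez identifier 16193) had the largest rise among the cytokines and chemokines of the heat map, from an FPKM of 0.163 ± 0.1 (mean ± SD, n = 3) to 13.5 ± 6.66. Its log2 fold change was 6.58 (standard error 0.575, adjusted p = 1.83e-05), from only 1 to 5 counts in the control libraries. Il6 and Cxcl3 were not tested when at least 10 counts in every library were required. Cxcl3 rose by a log2 fold change of 4.55, Ccl5 by 3.51, Cxcl1 by 3.46, Il1b by 3.08 and Ccl3 by 3.04. The smallest rise was that of Il10, from an FPKM of 8.46 ± 0.56 to 35.5 ± 5.95, a log2 fold change of 2.28 with a standard error of 0.119. Adjusted p values of the 11 genes ran from 3.8e-07 for Ccl2 to 0.000364 for Cxcl3. Each of the 11 had higher values in all TgAPPsweOCN;Ai9 libraries than in any control library. The Reactome set Senescence-Associated Secretory Phenotype (SASP) was not past the threshold. Its 45 tested genes had a median log2 fold change of -0.03 (adjusted p = 0.74 from camera), with 2 genes up-regulated and 5 down-regulated. All 11 genes above were up-regulated, so at most 2 of them can belong to this set. Its median therefore cannot tell whether the raised cytokines and chemokines have SASP features.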

Interestingly, the increased cytokines and chemokines exhibits features of SASPs^52,53^. We thus asked if APP_swe_^+^ OB-progenitors undergo senescence. Indeed, senescence marker proteins, such as SA-β-gal (senescence associated β-galactosidase), P16^Ink4a^, P21, and P53^54,55^, were all elevated in APP_swe_^+^ OB-progenitors (derived from 3- and 6-MO mice) (Fig. 6), suggesting that APP_swe_ induces OB-senescence. We also detected reductions in tdTomato^+^ (Td^+^) or OCN-Cre^+^ OB progenitors (Supplementary Fig. 9a, b) and in EdU^+^ proliferative cells in OB-progenitor cultures from *TgAPP*_*swe*_^*OCN*^*; Ai9* mice (Supplementary Fig. 9c–e), indicating a growth arrest of these cells, another feature of cellular senescence in APP_swe_^+^ OB-progenitors.

**Fig. 6:**
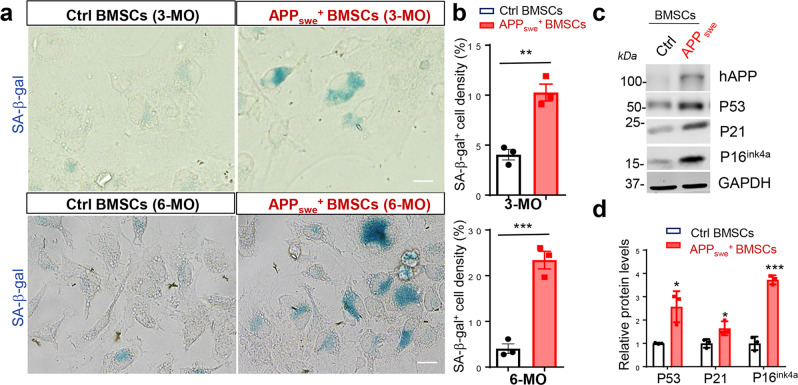
Increased cellular senescence in APP_swe_^+^ OB-lineage cells. **a** SA-β-gal staining of 3-MO and 6-MO BMSCs from control (*LSL-APP*_*swe*_) and *TgAPP*_*swe*_^*OCN*^ mice. Scale bar, 20 µm. **b** Quantification of SA-β-gal^+^ cell densities (mean ± SD; *n* = 3 independent experiments). **p < 0.01, ***p < 0.001. **c** Western blot analysis of indicated protein expression in BMSCs from mice with indicated genotypes (at 6-MO). GAPDH was used as a loading control. **d** Quantification analyses of the data in **c**, *p < 0.05, ***p < 0.001. mean ± SD *n* = 3. Mann–Whitney *U* test.

Finally, we wondered whether other tissues in *TgAPP*_*swe*_^*OCN*^ mice develop senescence-like phenotypes. The mRNAs from various tissues [including cortex, hippocampus, TA (Tibialis anterior) muscles, kidneys, and livers] of 6-MO control and *TgAPP*_*swe*_^*OCN*^ mice were subjected to RT-PCR analyses with *P16*^*Ink4a*^ and *P53* transcripts––both markers of senescence. Interestingly, both *P16*^*Ink4a*^ and *P53* were increased in the cortex and TA muscles, but not kidney or liver, of 6-MO *TgAPP*_*swe*_^*OCN*^ mice (Supplementary Fig. 10a–e). These results suggest brain-region and tissue selective senescence-like phenotypes in *TgAPP*_*swe*_^*OCN*^ mice.

### Diminished behavior phenotypes and brain pathology in *TgAPP*_*swe*_^*OCN*^ mice treated with senescence inhibitor

To determine if the increased senescence and SASPs in *TgAPP*_*swe*_^*OCN*^ mice contribute to the brain and behavior deficits, we treated *TgAPP*_*swe*_^*OCN*^ mice with Dasatinib (D) + Quercetin (Q), or Veh control (10% PEG 400), because the combination of D + Q is a well examined effective senolytic drug in animal studies^56,57^. We first treated cultured OB progenitors (BMSCs) from *TgAPP*_*swe*_^*OCN*^ mice with D + Q. As expected, the senescence markers (SA-β-gal, P53, and P16^Ink4a^) and the SASP-like factors (e.g., *Il1b, Il6, Cxcl1, Ccl5*, and *Tgfb1*) were all decreased in D + Q treated APP_swe_^+^ OB-progenitors (Supplementary Fig. 11), verifying D + Q’s inhibitory effects on OB-senescence. We then administered D + Q to *TgAPP*_*swe*_^*OCN*^ mice as illustrated in Fig. 7a. Remarkably, nearly all the behavior phenotypes, including depression (by TST, FST, and SPT), anxiety (by OFT and EPMT), and improved spatial learning and memory (by MWM) in *TgAPP*_*swe*_^*OCN*^ mice (at 6-MO) were all diminished by D + Q treatments (Fig. 7b–i), providing evidence for senescence as a potential pathological mechanism for these behavior changes. Notice that D + Q treatments had little effect on the anxiety-like behavior assessed by LDT (Fig. 7d), implicating additional mechanism(s) underlying this event.

**Fig. 7:**
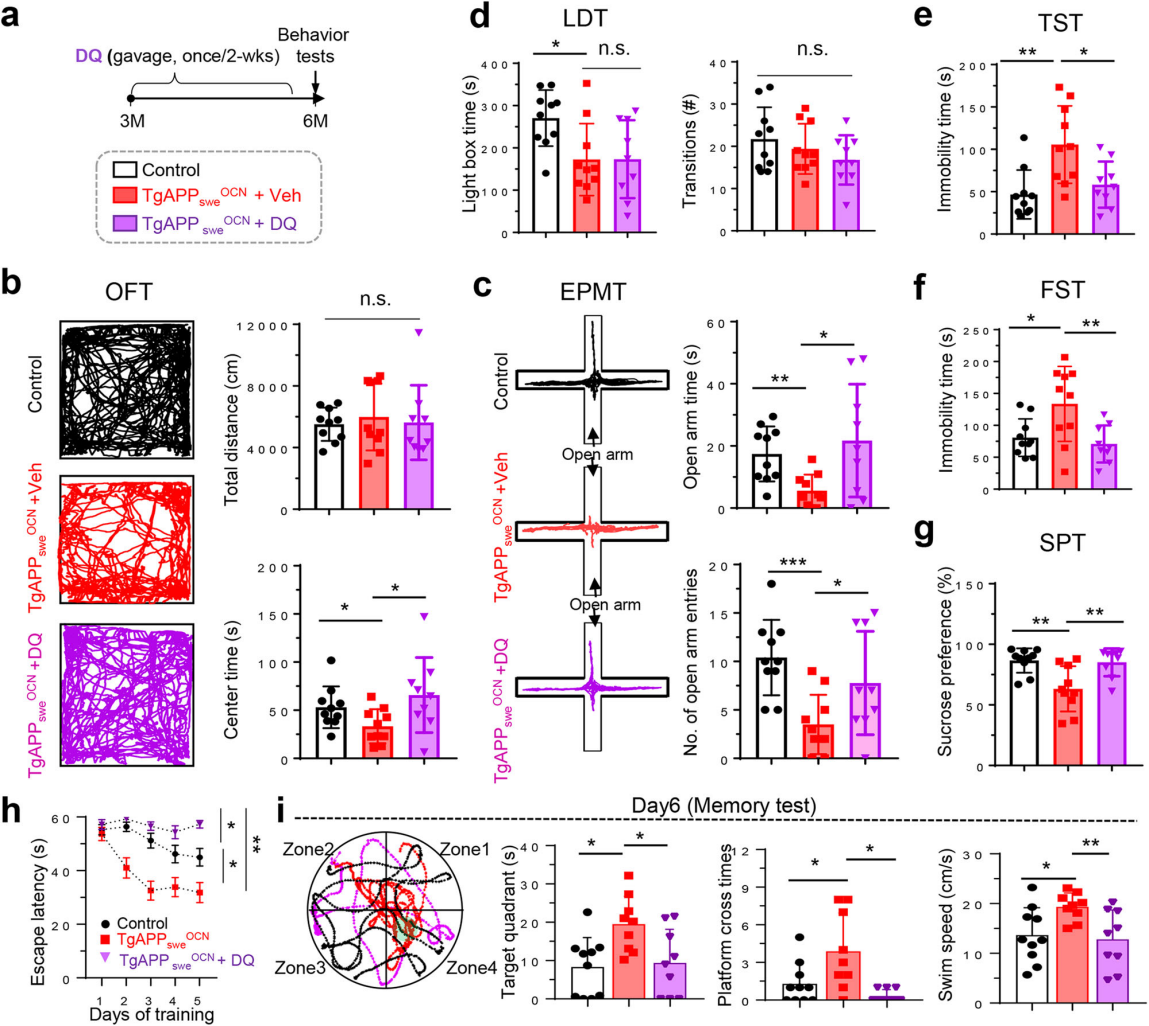
Diminished behavior phenotypes in *TgAPP*_*swe*_^*OCN*^ mice treated with senescence inhibitors. **a** Schematic diagram of experimental design. 6-MO control (*LSL-APP*_*swe*,_ *n* = 10 males) and *TgAPP*_*swe*_^*OCN*^ mice were treated with Veh (10%PEG 400) (*n* = 10 males) or DQ (D 5 mg/kg, Q 50 mg/kg, dissolved in 10% PEG 400, once per two weeks) (*n* = 9 males), starting at age of 3-MO, and then subjected to indicated behavior tests at 6-MO. **b** OFT: Representative tracing images and quantifications of the total distance and the center duration time were shown. n.s. not significant, *p < 0.05. **c** EPMT: Representative tracing images and quantifications of the open arm duration time and entries were shown. *p < 0.05, **p < 0.01, ***p < 0.001. **d** LDT: Quantifications of the time spent in the light room and the number of transitions into the light room were shown. n.s. not significant, *p < 0.05. **e** TST, **f** FST, and **g** SPT were shown. *p < 0.05, **p < 0.01. **h**–**i** MWM: the latency to reach the hidden platform during the training period (**h**), and representative tracing image and quantification of the time spent in the target quadrant, platform crossing time and swim speed (**i**) were shown. *p < 0.05, **p < 0.01. One-way ANOVA followed by Tukey post hoc test. All data were presented as mean ± SD.

Moreover, the GFAP^+^ reactive astrocytes, IBA1^+^ cells, and SASP-like factors (e.g., *Il1b, Tnfa*, but not *Il10* or *Mmp3*) in *TgAPP*_*swe*_^*OCN*^ cortex were attenuated (Supplementary Fig. 12a–c), and the impaired hippocampal DG neurogenesis in *TgAPP*_*swe*_^*OCN*^ mice was restored (Supplementary Fig. 12d, e) by D + Q treatments. In aggregates, these results suggest that APP_swe_-induced senescence and SASPs are likely to prompt cortical brain inflammation and glial activation, which may underlie the behavioral phenotypes in 6-MO *TgAPP*_*swe*_^*OCN*^ mice.

### Systemic inflammation in *TgAPP*_*swe*_^*OCN*^ mice likely due to APP_swe_-induced OB-senescence and SASPs

To further understand how APP_swe_-induced OB-senescence and SASPs contribute to the brain pathology and behavior changes in *TgAPP*_*swe*_^*OCN*^ mice, we speculate that APP_swe_ induced OB-senescence and SASPs contribute to systemic inflammation, which promotes brain inflammation and behavior changes. To test this speculation, we addressed the following questions.

First, are the increased SASPs (such as cytokines and chemokines) in APP_swe_^+^ OB progenitors released and traveled through the circulation system of *TgAPP*_*swe*_^*OCN*^ mice to induce the systemic inflammation? Using multiplexed antibody-based arrays to screen for altered serum/plasma proteins in *TgAPP*_*swe*_^*OCN*^ mice (~7-MO) compared to their litter-mate control mice (*LSL-APP*_*swe*_), increases in chemokines (CCL2, 5, 9, 11, 22, CXCL1, 2, 10, 13, 16), cytokines (IL1β, 2, 3, 4, 5, 6, 7, 9, 10, 15, 16, 17, 20, 23, 25, 31), and cytokine modulators (HMGB1, MTOR, CDH5) in the serum samples of *TgAPP*_*swe*_^*OCN*^ mice (Fig. 8a–c), indicating a systemic inflammation. The increases in serum IL1β and IL6 levels in *TgAPP*_*swe*_^*OCN*^ mice were verified by ELISA analyses (Fig. 8d). 

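Serum proteins from the paper's antibody array (Supplementary Data 1) were matched to the genes tested in the sorted OB progenitors. The serum came from other mice, with LSL-APPswe littermates as controls. By the paper's array values, 51 of the 90 proteins were raised. Of the 90, 55 had a tested gene, and 29 of these 55 were raised and 5 lowered. The other raised proteins, among them Il2, Il4, Il17a and Ifng, had no tested gene in the sorted cells. Among the 29 raised proteins with a tested gene, 11 had an up-regulated gene: Ccl2, Ccl5, Csf3, Cxcl1, Cxcl10, Cxcl13, Cxcl2, Il10, Il1b, Il6 and Mmp3. Of the 26 other tested proteins, 10 had an up-regulated gene. The shares did not differ (Fisher's exact test, two-sided p = 1). Dropping the fold change threshold moved the number of raised proteins most, from 11 to 15. The log2 fold change of Csf3 was 8.23 (adjusted p = 0.000194) and that of Mmp3 was 5.67 (adjusted p = 2.48e-05). Over the 29 raised proteins, the gene's log2 fold change was positive for 18 and negative for 11. Hgf and Tnfsf12 were down-regulated, both with a log2 fold change of -1.02. Of the 5 lowered proteins, Vegfb fell from an FPKM of 28.9 ± 3.62 (n = 3) to 10.6 ± 1.56 and Pf4 fell from 565 ± 60.5 to 184 ± 75.6, and both were down-regulated. Ccl3 was up-regulated (adjusted p = 6.78e-07) although its protein was lowered on the array.

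**Figure D3:**
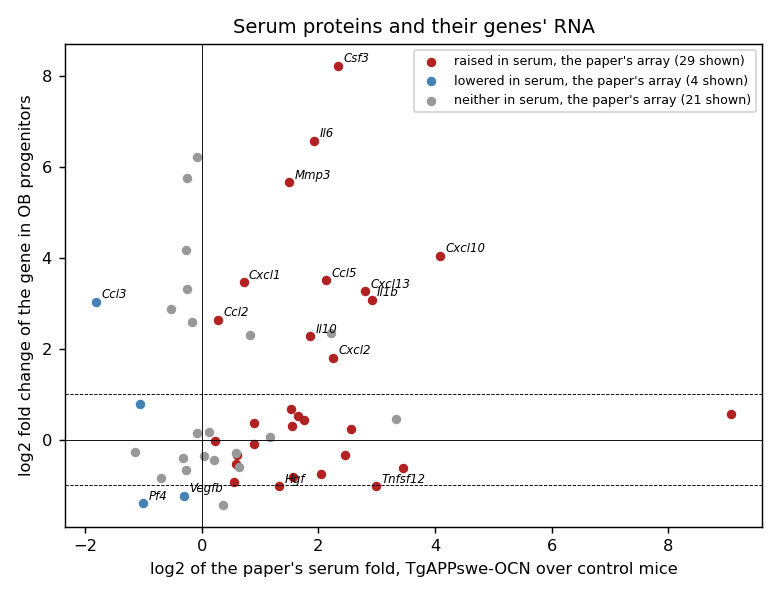
Log2 fold change of each gene in OB progenitors (vertical axis, TgAPPsweOCN;Ai9 over OCN-Cre;Ai9) against log2 of the paper's serum fold of its protein (horizontal axis, TgAPPsweOCN over control mice), for array proteins with a tested gene. Points are proteins colored by the paper's array result, dashed lines mark log2 fold changes of 1 and -1, and 11 of the 29 raised proteins lie above 1 with an adjusted p at or below 0.05.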

Notice that 8 up-regulated proteins (IL1β, 6, 10; CCL2, 5; CXCL1, 10 and MMP3) and 2 down-regulated proteins (VEGFB and PF4) were identified not only by the serum antibody array assay, but also by the RNA-seq analysis of OB progenitors (Fig. 8e), suggesting that many of the serum cytokines come from the APP_swe_-induced OB-derived SASPs.

**Fig. 8:**
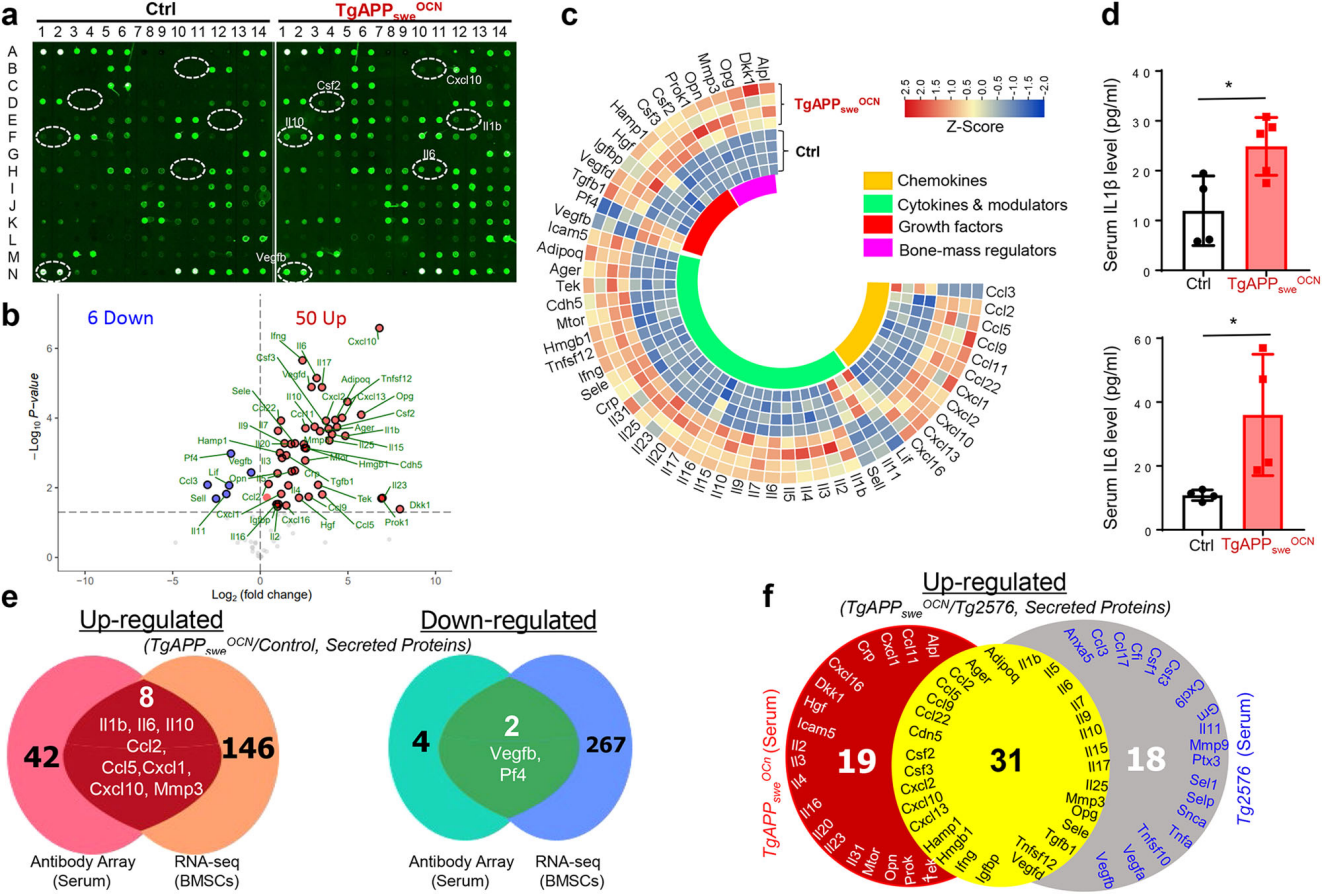
Increased cytokines and chemokines in *TgAPP*_*swe*_^*OCN*^ serum samples. **a** Representative images of serum L-Series label-multiplex antibody arrays of ~7-MO control and *TgAPP*_*swe*_^*OCN*^ mice. **b** Volcano plots analysis of **a**. **c** Heat map of data in **a**. *n* = 4, significant difference was set at *p* < 0.05. **d** Elisa assays of serum IL1β and IL6 levels in ~7-MO control and *TgAPP*_*swe*_^*OCN*^ mice. The data were presented as mean ± SD (*n* = 4 mice). *p < 0.05 by Student’s *t* test. **e** Comparison between this antibody array with secreted factors by RNA-seq of purified Tdtomato^+^ BMSCs. **f** Comparison of the changes (upregulated secreted proteins in Tg2576 over control mice) to those detected in *TgAPP*_*swe*_^*OCN*^ mice.

Second, is APP_swe_ in OCN-Cre^+^ cells a key contributor to the systemic inflammation? Although APP_swe_ is largely expressed in OB-lineage cells of TgAPP_swe_^OCN^ mice (Fig. 1), we cannot rule out the potential contribution of APP_swe_’s weak expression in the hippocampal dDG to systemic inflammation. To this end, we examined the serum inflammatory cytokines and chemokines in mice (*LSL-APP*_*swe*_) injected with AAV-CaMKII-Cre or AAV-GFP into their dDGs; and the Cre-injected mice exhibited similar levels of APP_swe_/Aβ42 in the hippocampus compared to 12-MO *TgAPP*_*swe*_^*Ocn*^ mice (Supplementary Fig. 8g). Using a small-scale antibody array containing antibodies against multiple SASP-like pro-inflammatory cytokines and chemokines (Supplementary Fig. 13a), little to no change was detected between the serum samples from the Cre and GFP injected mice (Supplementary Fig. 13a, b). These results thus eliminate the possibility of dDG APP_swe_/Aβ_42_ contribution to the systematic inflammation, supporting APP_swe_ in OCN-Cre^+^ OB-lineage cells as a major contributor of systemic inflammation. We also measured serum inflammatory factors in Tg2576 mice, a well-studied AD animal model that expresses *APP*_*swe*_ ubiquitously^24^, using multiplexed antibody-based arrays, and compared the changes (upregulated secreted proteins in Tg2576 over control mice) with *TgAPP*_*swe*_^*OCN*^ mice. Among 49 upregulated secreted proteins in Tg2576 mice, 31 (~63%) were increased in TgAPP_swe_^OCN^ mice (Fig. 8f), providing additional support for the view.

Third, is the systemic inflammation results from the APP_swe_ induced-senescence and SASPs? Measuring serum SASP-like cytokines and chemokines in *TgAPP*_*swe*_^*OCN*^ mice treated with and without D + Q, as illustrated in Fig. 7a, demonstrate that many cytokines (IL1β, 2, 23, 27) and chemokines (CCL2, 11 and CXCL1, 2) were increased in serum samples of *TgAPP*_*swe*_^*OCN*^ mice treated with Veh, but decreased in the mice with D + Q treatments (Supplementary Fig. 13c, d). Together, these results suggest that the systemic inflammation in *TgAPP*_*swe*_^*OCN*^ mice is likely in large due to the APP_swe_-induced OB-senescence and SASPs.

### Induction of ER stress-driven OB-senescence by expression of APP_swe_, but not APP_wt_ or APP_lon_

To understand how APP_swe_ in OB-lineage cells induces senescence, we re-analyzed the RNA-seq data (APP_swe_^+^ vs control OB progenitors) and found that, in addition to the increases in mRNAs of senescence genes, the transcripts of ER stress genes (e.g., *Grp78*, *Atf6*, and *Hsp90*) were elevated in APP_swe_^+^ OB-progenitor cells (Fig. 9a, b). 

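Hspa5, which encodes GRP78, rose from an FPKM of 265.5 ± 5.52 (mean ± SD, n = 3) to 375 ± 31.2. Its log2 fold change was 0.71 (standard error 0.0779, adjusted p = 6.75e-05). Atf6 rose by 0.96 on the log2 scale (standard error 0.147, adjusted p = 0.000477). Over the alternatives its rise ran from 0.70 in limma on log2(FPKM + 1) to 1.12 without TgAPPsweOCN replicate 1. Of the HSP90 genes, Hsp90aa1 was up-regulated (log2 fold change 1.20, adjusted p = 8.47e-07), while Hsp90ab1 (0.60) and Hsp90b1 (0.44) rose by less. P4hb (1.03) and Hspa2 (1.46) were the other up-regulated genes of Fig. 9a. Scaling by library size only brought Hsp90aa1 to 0.98 and P4hb to 0.81, below the fold change threshold, and limma on log2(FPKM + 1) brought Hspa2 to 0.98. In the PERK group, Ddit3 (0.90), Atf3 (0.65) and Atf4 (0.23) rose and Eif2ak3 (-0.36) fell. Atf4 reversed to -0.012 in limma on log2(FPKM + 1). Xbp1, Eif2a, Ppp1r15a and Ern1 had adjusted p from 0.0675 to 0.702, and the estimates of Xbp1, Eif2a and Ppp1r15a changed sign with library size only. The anti-stress genes Sirt3 (-0.70), Nfe2l2 (-0.45) and Sirt4 (-0.34) fell, and Sirt2 had an adjusted p of 0.0654. Both Sirt2 (0.000483 to 0.19) and Sirt4 (0.00234 to 0.117) lay on either side of an adjusted p of 0.05 over the alternatives.
Among the genes of the senescence markers, Cdkn1a, which encodes P21, rose from an FPKM of 75.5 ± 10.9 to 235 ± 23, a log2 fold change of 1.85 (adjusted p = 2.05e-06). Trp53 fell by 0.30 on the log2 scale (adjusted p = 0.00182). Cdkn2a, whose products include P16Ink4a, and Glb1, which encodes lysosomal β-galactosidase, did not differ beyond the spread between libraries (adjusted p of 0.827 and 0.583). The Reactome set Unfolded Protein Response (UPR) had a median log2 fold change of 0.22 over 15 genes. Cellular Senescence had one of -0.13 over 105 genes, and both sets had an adjusted p of 0.214. Earlier, the paper reasons from the SASP features of the raised cytokines and chemokines to its question whether APPswe+ OB progenitors undergo senescence. It answers with SA-β-gal staining and Western blots of P16Ink4a, P21 and P53 in BMSCs, all raised, and with fewer EdU+ cells. Those are measures of protein, staining and proliferation, which the RNA values here do not test. To ask how APPswe induces senescence, the paper returns to these data and states that ER stress transcripts were raised in addition to mRNAs of senescence genes.

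**Figure D4:**
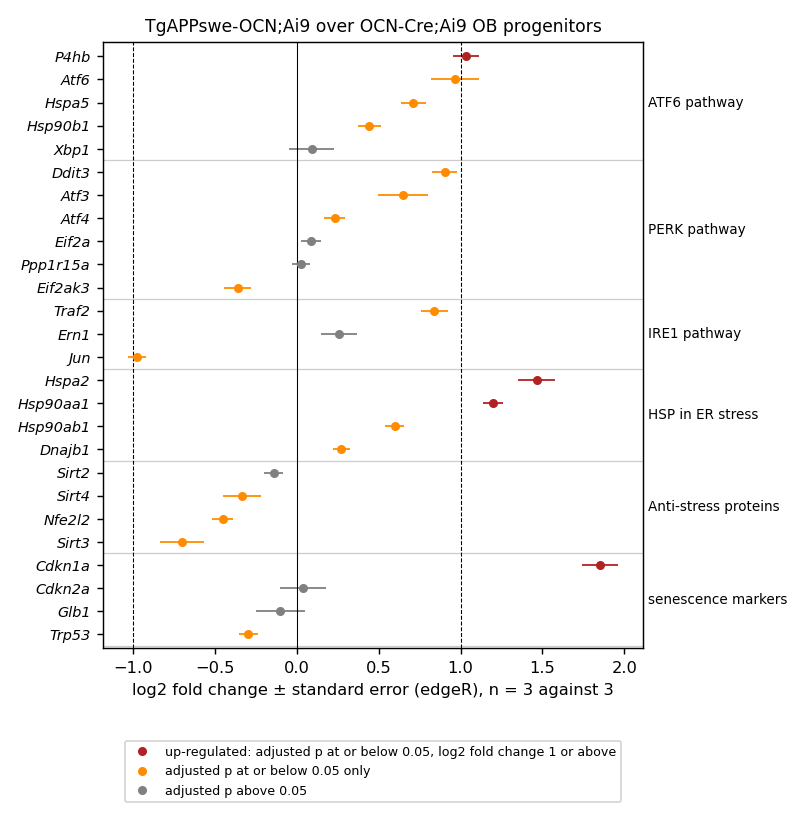
Log2 fold change (horizontal axis, TgAPPsweOCN;Ai9 over OCN-Cre;Ai9, n = 3 against 3) of the genes of the ER stress heat map and of 4 senescence markers. Points are edgeR estimates, bars are standard errors and dashed lines mark 1 and -1, and P4hb, Hspa2, Hsp90aa1 and Cdkn1a are the genes at or above 1.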

The increase in ER stress proteins (e.g, GRP78 and ATF6) were further verified by Western blot (Fig. 9c, d). To investigate the relationship between APP_swe_-induced ER stress and senescence, we treated APP_swe_^+^ OB-progenitors with 4-PBA (4-Phenylbutyric acid), an inhibitor of ER stress^58^. 4-PBA treatments abolished the increases of the senescence marker proteins P16^Ink4a^, P53, and SA-β-gal (Fig. 9e–h), suggesting that APP_swe_ likely increases OB-senescence by inducing ER stress.

**Fig. 9:**
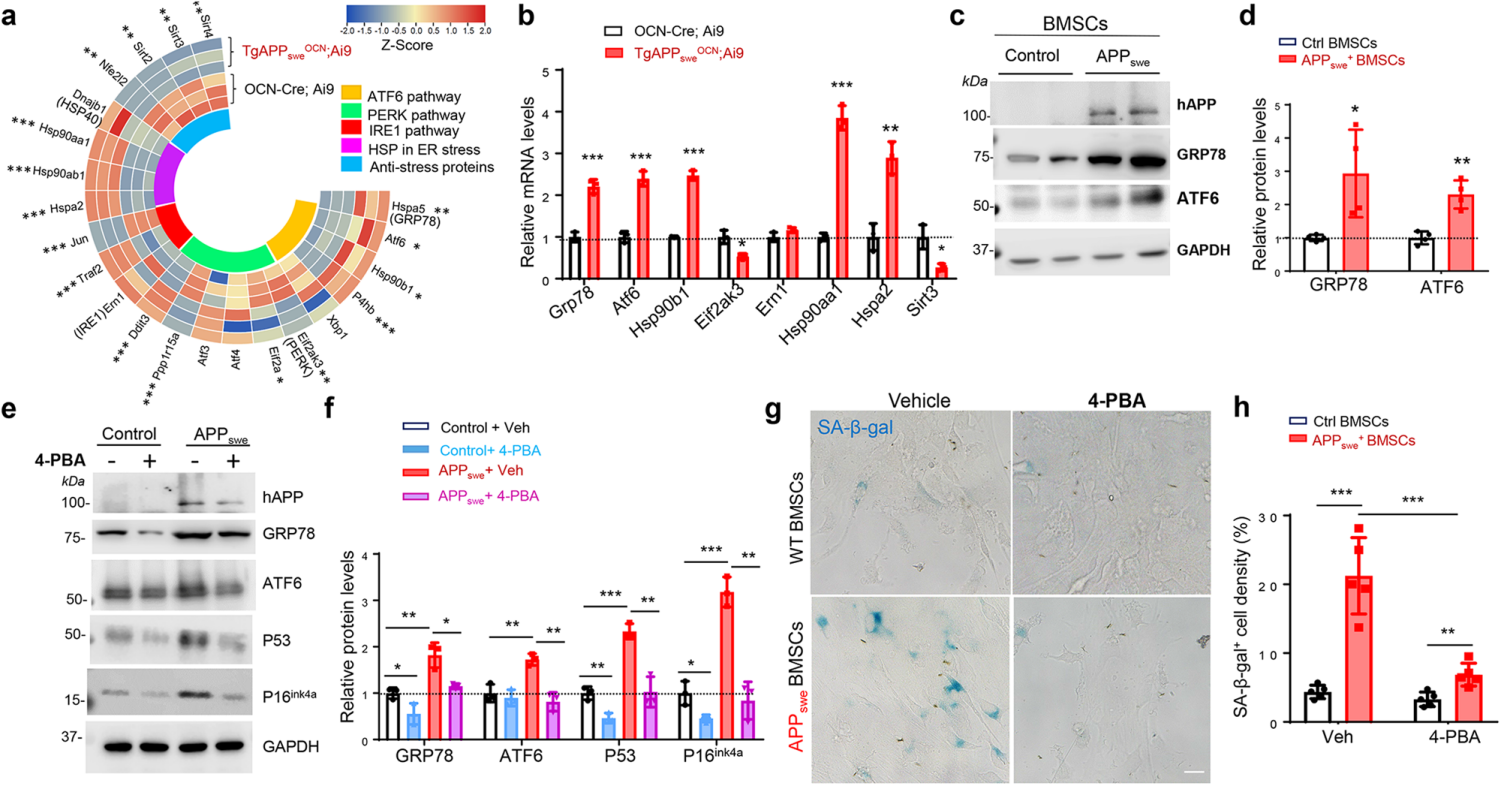
APP_swe_ induction of OB-senescence via ER stress. **a** Heat map of differentially expressed ER stress or anti-stress related genes identified by RNA-seq in control (*OCN-Cre; Ai9*) and *TgAPP*_*swe*_^*OCN*^*; Ai9* Td^+^ OB-progenitors (detail analysis was described in Methods). **b** RT-PCR analysis of ER stress-related genes *Grp78, Atf6, Hsp90b1*, *Eif2ak3, Ern1, Hsp90aa1*, and *Hspa2* and anti-stress related gene *Sirt3* gene expression in purified Td^+^ BMSCs from 6-MO control (*OCN-Cre; Ai9*) and *TgAPP*_*swe*_^*OCN*^*; Ai9* mice, *p < 0.05, **p < 0.01, ***p < 0.001, mean ± SD, *n* = 3, Mann–Whitney U test. **c** Western blot analysis of indicated protein expression in BMSCs from mice with indicated genotypes (at 6-MO). GAPDH was used as a loading control. **d** Quantification of data in **c**, *p < 0.05, **p < 0.01. mean ± SD, *n* = 4, Student’s *t* test. **e** Western blot analysis of indicated protein expression in BMSCs from 6-MO control and *TgAPP*_*swe*_^*OCN*^ with or without 0.25 mM 4-PBA (4-Phenylbutyric acid) treatment. **f** Quantification analyses of the data in **e**, *p < 0.05, *n* = 3. **g** SA-β-gal staining of 6-MO control and *TgAPP*_*swe*_^*OCN*^ BMSCs *with* vehicle (Veh)(PBS) and 4-PBA treatment, respectively, scale bar, 20 µm. **h** Quantification of SA-β-gal^+^ cell densities in **g** (mean ± SD; *n* = 5, **p < 0.01, ***p < 0.001). Two-way analysis of variance test was used in **f** and **h**.

Notice that ER stress can be induced by the overexpression of membranous proteins^59^. It thus is necessary to determine if the increased ER stress in APP_swe_^+^ cells results from its over expression. To this end, MC3T3 cells (an OB cell line) expressing APP_wt_-YFP (wild type), APP_swe_-YFP, and APP_lon_-YFP were examined. MC3T3 cells expressing APP_swe_-YFP, but not APP_wt_-YFP or APP_lon_-YFP, showed an obvious increase in GRP78 (an ER stress sensor) (Supplementary Fig. 14a, b), indicating a more dramatic effect on ER stress by APP_swe_-YFP and demonstrating its specificity. Additionally, a more prominent co-localization of GRP78 with APP_swe_-YFP than those with APP_wt_-YFP or APP_lon_-YFP was observed (Supplementary Fig. 14a, c). Moreover, APP_swe_-YFP had an increased co-localization with EEA1, an early endosome marker, but decreased co-location with GM130, a marker for Trans-Golgi, compared with those of APP_wt_-YFP or APP_lon_-YFP (Supplementary Fig. 14d–g). These results demonstrate APP_swe_’s distinctive cellular features in its increase of GRP78 and its subcellular localizations. Finally, the senescence marker, SA-β-gal, was selectively increased in MC3T3 cells expressing APP_swe_-YFP, but not APP_wt_ nor APP_lon_ (Supplementary Fig. 14h–i), providing additional support for the specificality of the detrimental effects by APP_swe_, but not by the overexpression of APP_wt_ or APP_lon_.

## Discussion

Patients with AD often have osteopenia or osteoporosis^3–10^. The lower bone mineral density is often reported in the earliest clinical stages of AD patients (both men and women) and associated with their brain atrophy and memory decline^8^. However, it remains unclear if the AD patients carrying the Swedish mutations have osteoporosis-like deficit. Here, using *TgAPP*_*swe*_^*OCN*^ mouse model that selectively expresses APP_swe_ largely in the OB-lineage cells, we found that APP_swe_ in OB-lineage cells induces senescence and SASPs, which appear to be a key contributor of systemic inflammation, and thus promote anxiety- and depression-like behaviors in *TgAPP*_*swe*_^*OCN*^ mice. Our studies also suggest that the senescence may be insufficient to induce the cognitive decline detected in 12-MO *TgAPP*_*swe*_^*OCN*^ mice, which may be associated with a weak expression of APP_swe_/Aβ_42_ in the dDG neurons of the hippocampus. These observations, summarized in Fig. 10a, lead to a working hypothesis depicted in Fig. 10b, and opens a box of additional questions for future investigations.

**Fig. 10:**
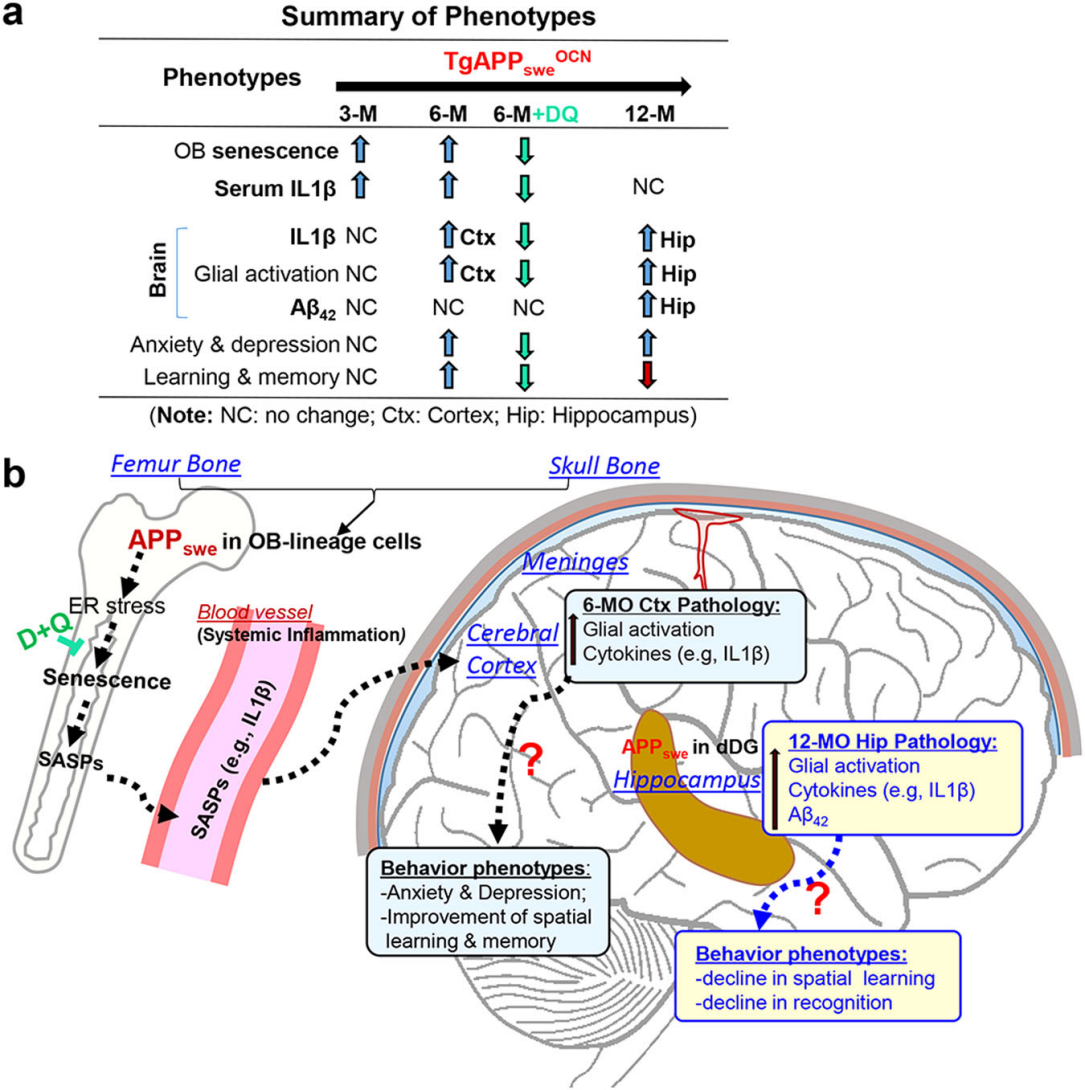
Summary and working hypothesis for APP_swe_ in OB-lineage cells to regulate brain-pathology and behavior changes. **a** Summary of phenotypes detected in *TgAPP*_*swe*_^*OCN*^ mice at indicated ages. **b** Illustration of the working model.

A prerequisite to a better understanding of the mechanisms of *TgAPP*_*swe*_^*OCN*^ mice’ brain/behavior phenotypes is to reveal where exactly the APP_swe_ is expressed. *TgAPP*_*swe*_^*OCN*^ mice are generated by crossing *OCN-Cre* with the *LSL-hAPP*_*swe*_ mice, and thus the *APP*_*swe*_ expression is controlled not only by the CAG promoter in *LSL-hAPP*_*swe*_ mice (for its mRNA expression), and but also by the *OCN-Cre* dependent removal of LSL (for *hAPP*_*swe*_ protein expression)^23^. Although *OCN-Cre* mice express Cre largely in OB-lineage cells^60^, our recent study demonstrates the Cre activity in neurons at the dDG, olfactory bulb, and cerebellum of the brain in *OCN-Cre* mice^29^. Our further studies in this paper lead us to conclude that *hAPP*_*swe*_ or *OCN-Cre* is largely expressed in the OB-lineage cells, but weakly expressed in the dDG neurons, in 12-MO *TgAPP*_*swe*_^*OCN*^ mice (Fig. 1b–g). We thus believe that the cortical brain and behavior phenotypes in 6-MO *TgAPP*_*swe*_^*OCN*^ mice are likely induced by the APP_swe_ in OB-lineage cells. However, it is possible that the weak APP_swe_/Aβ_42_ expression in aged (12-MO) dDG hippocampal neurons contributes to the inflammation phenotypes in the mutant hippocampus and the cognitive decline (Fig. 10b).

How does APP_swe_ in OB-lineage cells induce brain pathology? Several lines of evidence support the hypothesis that APP_swe_-induced OB-senescence and SASPs may underlie its effects on the brain, particularly the cortex, via systemic inflammation (Fig. 10b). Many SASP-like proteins were induced in cultured APP_swe_^+^ OB progenitors and increased in serum samples of *TgAPP*_*swe*_^*OCN*^ mice (Figs. 5 and 8). Cultured APP_swe_^+^ OB progenitors and MC3T3 cells showed increased senescence cells (Fig. 6 and Supplementary Fig. 14h–i)^52,61^. While the OB-senescence phenotypes were temporally associated with APP_swe_-induced bone-deficits^23^, they occurred earlier than brain deficits, in *TgAPP*_*swe*_^*OCN*^ mice (Fig. 6). The inhibition of senescence in *TgAPP*_*swe*_^*OCN*^ mice diminished nearly all the brain and behavior phenotypes (Fig. 7 and Supplementary Fig. 12). In line with this hypothesis are the multiple literature reports that demonstrate cellular senescence as tightly linked to skeleton and brain aging and various degenerative diseases, including AD^62–67^, and the use of senolytic drugs to attenuate the disease process has been shown in several animal models of AD^68,69^.

In terms of the systemic inflammation, while it can be induced by deficits in multiple organs, our results suggest that APP_swe_ -induced senescence and SASPs in OB-lineage cells appear to be a key contributor to this event. Many (31 over 49, ~63%) upregulated SASP-like factors detected in serum samples of TgAPP_swe_^OCN^ mice were also detected in Tg2576 mice (Fig. 8f). Although APP_swe_ is weakly expressed in the dDG neurons of TgAPP_swe_^OCN^ mice (Fig. 1), examining the serum inflammatory cytokines and chemokines in mice (*LSL-APP*_*swe*_) injected with AAV-CaMKII-Cre or AAV-GFP into their dDGs showed an increase in APP_swe_/Aβ42 in the hippocampus of Cre injected mice (Supplementary Fig. 8g), but a comparable level of serum cytokines and chemokines between Cre and GFP injected mice (Supplementary Fig. 13a, b). Treatments with senescence inhibitors (D + Q) abolished nearly all the increased inflammatory cytokines in the serum samples of TgAPP_swe_^Ocn^ mice (Supplementary Fig. 13c, d). These results thus eliminate the possible contribution of the APP_swe_/Aβ_42_ at the dDG to systematic inflammation, and support the view.

How does APP_swe_ in OB-lineage cells induce senescence and SASPs? We believe that APP_swe_-induced ER stress may underlie this process for the following reasons. First, expressing APP_wt_, APP_swe_, or APP_lon_ in osteoblastic cell line, MC3T3 cells, results in an increased of β-gal^+^ SnCs specifically in APP_swe_^+^, but not APP_wt_^+^ or APP_lon_^+^, cells (Supplementary Fig. 14h–i), although APP or Aβ levels were increased in all three types of cells. These results not only suggest the specificity of APP_swe_ in the induction of the senescence, but also implicate Aβ’s insufficiency or independency to this event. Second, APP_swe_, compared to APP_wt_ or APP_lon_, exhibited distinctive features in its subcellular localizations and its induction of ER-stress, in addition to senescence (Supplementary Fig. 14a–g), revealing an association between the selective induction of the ER stress and senescence by APP_swe_, but not APP_wt_ or APP_lon_, in line with the view that APP_swe_ is processed by β-secretase or BACE1 in Golgi-derived vesicles, and APP_wt_ is cleaved in the endosomes^70^. Third, both RNA-seq and Western blot analyses showed that APP_swe_^+^ OB progenitors have increased expressions of not only senescence associated genes, but also ER stress genes (e.g., *Grp78, Atf6*, and *Hsp90*) (Fig. 9a–d); and treatment of APP_swe_^+^ OB progenitors with an ER stress inhibitor 4-PBA abolished the increase of senescence marker proteins P16^Ink4a^, P53, and β-gal^+^ SnCs (Fig. 9e–h), supporting the view for ER stress as an driver of senescence. Notice that Hashimoto et al. report an absence of ER stress responses in *App*^NL-G-F^ (App knock-in mice harboring Swedish mutation) brain^59^. We thus speculate that this event may be cell type/tissue specific, and OB-lineage cells may be more sensitive to APP_swe_ than neurons in its induction of ER stress.

Are senescence and SASPs induced by osteoblastic APP_swe_ involved in the behavior changes observed in TgAPP_swe_^OCN^ mice? Our results suggest that they are likely contributors to anxiety and depression, but insufficient to cause cognitive decline. In addition to the temporal association between the increased SASPs and the behavior changes, inhibition of senescence and SASPs by D + Q diminishes nearly all the behavior changes in TgAPP_swe_^OCN^ mice at 6-MO (Fig. 7). Among the SASPs induced by APP_swe_, IL-1β is noteworthy, because IL-1β is found to mediate bi-functions in regulating spatial learning and memory^71–73^. Expressing IL-1β in the brain (in particular, the cortex) exhibits enhanced spatial learning and memory in young adult, but not aged, mice^74^, a similar behavioral phenotype examined in the *TgAPP*_*swe*_^*OCN*^ mice (Figs. 2g and 4 and Supplementary Fig. 5g). This IL-1β’s function is also in agreement with numerous reports, that IL-1β is upregulated by long term potentiation (LTP) (an event critical for learning and memory)^75–77^. The overexpression of IL-1ra, an endogenous IL-1R antagonist or IL-1R KO (knock-out), blocks spatial memory^78,79^ as well as LTP^73,80^. In the light of these reports, we speculate that the osteoblastic APP_swe_, via increasing IL-1β, a key SASP, may improve hippocampal/cortex-dependent spatial learning and memory function in an age-dependent manner. We are also aware of controversial reports, which claim that IL-1β plays a detrimental role in regulating learning and memory^81,82^. While IL-1β plays a role in modulating learning and memory, its precise function appears to strongly depend on the site of IL-1β injection/increase, timing, and dosage^73,79^. Notice that *Il1b* was increased in the hippocampus but not the cortex of 12-MO *TgAPP*_*swe*_^*OCN*^ mice (Supplementary Fig. 5g–h); and such IL-1β increase was accompanied by elevated Aβ_42_ and glial activation in the hippocampus, and cognitive decline behaviors (Supplementary Figs. 1b and 5 and Fig. 4g–i). We thus speculate that the hippocampal inflammation phenotype may be induced by the weak APP_swe_/Aβ_42_ expression in dDG hippocampal neurons, which may also impair cognitive function in 12-MO *TgAPP*_*swe*_^*OCN*^ mice (Fig. 10b). It would be of interest to further test this view in future experiments.

Finally, it is highly possible that complex mechanisms underlie APP_swe_ regulation of brain and behavior phenotypes in *TgAPP*_*swe*_^*OCN*^ mice. In addition to IL-1β and TNFα, other SASPs and growth factors may also contribute to the brain pathology. In addition to senescence and SASPs, the weak expression of APP_swe_/Aβ_42_ in the OCN-Cre^+^ dDG neurons may be exacerbated by systemic inflammation and be responsible for the hippocampal pathology and cognitive decline in aged (e.g., 12-MO) *TgAPP*_*swe*_^*OCN*^ mice. It is also noteworthy that while chronic inflammation is believed to be one of the environmental risk factors for AD development^30,83^, our studies suggest that the chronic systemic inflammation associated with AD patients (either EOAD or LOAD) may be induced by a combination of AD genetic risk gene(s), a primary hit, and environmental risk factors (e.g., aging, infection), a secondary hit, in line with the two-hit hypothesis^84^. Further investigations that address how chronic inflammation is induced, how it promotes the brain pathology and behavior changes, and what is the function/contribution of APP_swe_/Aβ_42_ in dDG neurons to the AD development may gain more insights into the two-hit hypothesis and AD pathogenesis.

## Methods

### Mice

The *LSL-APP*_*swe*_ mice were generated using the pCCALL2 plasmid as described previously^23^. In brief, the transcription of *hAPP*_*swe*_ in *LSL-APP*_*swe*_ mice is controlled by the CAG promoter, but its translation is blocked by a loxP-stop-loxP sequence^23^. Thus, the expression of hAPP_swe_ is controlled by both the CAG promoter and the Cre-dependent removal of LSL. The *OCN–Cre* mice were kindly provided by Tom Clemens (Johns Hopkins Medical School). *OCN-Cre; Ai9* and *TgAPP*_*swe*_^*OCN*^*; Ai9* mice were generated by crossing *Ai9* mice (from the Jackson Laboratory, donated by Dr. Hongkui Zeng, Allen Institute for Brain Science) with *OCn-Cre* and *TgAPP*_*swe*_^*OCN*^ mice, respectively. *Ai9* mice have a loxP-flanked STOP cassette preventing the translation of a CAG promoter-driven red fluorescent protein variant (tdTomato). Thus, tdTomato is expressed following Cre-mediated recombination. The *Tg2576* mice were purchased from Taconic, Hudson, NY, USA, which express human *APP695* with Swedish double mutations at KM670/671NL (*APP*_*swe*_) under the control of a hamster prion promoter^24^. *5xFAD* transgenic mice were obtained from The Jackson Laboratory (MMRRC stock #34 840-JAX)^25^ which express human *APP* and *PSEN*1 transgenes with five AD-linked mutations (the Swedish [K670N/M671L], Florida [I716V], and London [V717I] mutation in *APP*, and the M146L and L286V mutation in *PSEN1*) under the control of mouse *Thy*1 promoter. All mouse lines were backcrossed into *C57BL/6* background and housed in a room with a 12 h light/dark cycle and ad libitum access to water and rodent chow diet (Harlan Tekled S-2335). Control littermates were used in parallel for each experiment. All experimental procedures were approved by the Institutional Animal Care and Use Committee at Case Western Reserve University (IACUC, 2017–0121), according to the United States National Institutes of Health guidelines.

### Antibodies and chemicals

The following primary antibodies were used and purchased as indicated below: Anti-hAPP (6E10, 803001, mouse) and anti-6E10 (Alexa Fluor^®^ 647 anti-β-Amyloid, 1-16 Antibody, cat#803021) from biolegend (San Diego, California, USA); Anti-Amyloid Fibrils OC antibody (AB2286, rabbit) from EMD Millipore (Temecula, California, USA); Anti-DCX (SC-8066, goat) from Santa Cruz Biotech (Santa Cruz, California, USA); Anti-Ctip2 (ab18465, Rat), anti-IBA1 (ab178846, rabbit and ab5076, goat), anti-P16^ink4a^ (ab211542, rabbit), and anti-P53 (ab26, mouse) from Abcam (Cambridge, Massachusetts, USA); Anti-S100β (287004, Guinea pig) from Synaptic System (Göttingen, Germany); Anti-Olig2 (p21954, rabbit), anti-GRP78 (PA1-014A, rabbit) and anti-EEA1 (PA1-063A, rabbit) from Invitrogen (Carlsbad, California, USA); Anti-ATF6 (NBP1-40256, mouse) from Novus biologicals (Centennial, CO, USA); anti-GM130 (610822, mouse) from BD biosciences (San Jose, CA, USA) and Anti-P21 (2947S, rabbit), anti-NEUN) (12943S, rabbit), anti-GFAP (12389S, rabbit), and anti-GAPDH (97166S, mouse) from cell signaling (Danvers, Massachusetts, USA). Secondary antibodies were purchased from Jackson ImmunoResearch Laboratories (West Grove, Pennsylvania, USA). Dasatinib was from LC Laboratories (Woburn, MA, USA). Quercetin, polyethylene glycol 400, 4-PBA, DMSO, DAPI, and d 5-ethynyl-2’-deoxyuridine (EdU, a modified thymidine analogue that is incorporated into the DNA of dividing cells) were from Sigma Aldrich (St. Louis, MO, USA). All chemicals and reagents used in this study were of analytical grade.

### Immunofluorescence staining and image analysis

Immunostaining was performed as described previously^29^. In brief, mice were anesthetized with isoflurane and were transcardially perfused with PBS (50 mL) followed by 4% (w/v) paraformaldehyde (PFA) in phosphate buffer (PBS) (pH 7.4) (50 ml) to remove intravascular plasma proteins. The dissected brains were post-fixed in 4% PFA at 4 °C overnight. Coronal sections (40 μm) were washed 3 times with PBS (10 min each) and treated with blocking reagent (10% Donkey Serum + 0.5% Triton 100×) for 1 h, then incubated overnight at 4 °C with the primary antibody. Sections were washed 3 times and incubated with corresponding conjugated secondary antibody for 1 h. DAPI was used for nucleus counter staining. Stained sections were imaged by confocal microscope at room temperature. Fluorescent quantification was performed using ZEN software according to the manufacturer’s instructions (Carl Zeiss).

### Western blotting

Western blotting was performed as described previously^85^. Brain tissues and cultured BMSCs were homogenized in modified RIPA buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1 mM EDTA,) containing 0.5% sodium deoxycholate, 0.1% SDS, 1 mM PMSF, 1 mM Na3VO4, 1 mM NaF, 1 mM DTT, and protease inhibitor cocktail (Millipore, 539134). Lysates were centrifuged at 10,000 x *g* for 10 min at 4 °C to remove debris and to obtain homogenates. Samples were resolved by SDS-PAGE and transferred to a nitrocellulose membrane (1620112, Bio-Rad Laboratories). After incubation with 5% milk in TBST (10 mM Tris, 150 mM NaCl, and 0.5% Tween 20, pH 8.0) for 1 h, membranes were immunoblotted with indicated antibodies overnight at 4 °C. Membranes were washed with TBST three times and incubated with a 1:2000 dilution of horseradish peroxidase–conjugated anti–mouse or anti–rabbit antibodies for 1 h. Blots were washed with TBST three times and immunoreactive bands were visualized using the LI-COR Odyssey infrared imaging system. Intensity of immunoreactive bands were quantitated by using ImageJ (NIH).

### EdU injection and labeling

Control (*LSL-APPswe*) and *TgAPP*_*swe*_^*OCN*^ mice were given four intraperitoneal injections of EdU (50 mg/kg/time, 1 time/4 h) within 12 h. 12 hours after their last injection, mice were euthanized and transcardially perfused first with 50 ml of cold PBS and then with 50 ml of 4% PFA. The dissected brains were post-fixed in 4% PFA at 4 °C overnight. Coronal sections (40 μm) were obtained for staining. Cultured BMSCs were incubated with 10 µM EdU for 2 hours, and then cells were fixed with 4%PFA for 10 min. EdU staining was performed using a Clik-iT EdU imaging kit with Alexa-Fluor 488 (Invitrogen) following the manufacturer’s instructions.

### Behavioral tests

Mice (male) at ages of 3-, 6- or 12-MO (month old) were subjected to behavioral studies. Behavioral tests were done blind to genotypes or treatments. For all behavioral experiments, mice were transferred to the testing room 4 h before any test to acclimate to the environment. All behavioral instruments were cleaned with 70% ethanol prior to each trial.

Open field test (OFT), Elevated plus maze test (EPMT), and Light/dark transition test (LDT) were performed as described previously^29^. In brief, for OFT, each mouse was placed in a chamber (*L* × *W* × *H* = 50 × 50 × 20 cm) and its movement was monitored for 10 min using an overhead camera. Light intensity was about 150 lux. The video was analyzed by a tracking software (Etho Vision, Noldus). The total distance and center (25 × 25 cm) duration time were quantified. For elevated plus maze test (EPMT), the EPM was placed 50 cm above the ground. Each mouse was initially placed in the center square facing one of the open arms (*L* × *W* = 60 × 5 cm). Light intensity was about 100 lux. Mice movement was recorded for 5 min using an overhead camera and tracking software (Etho Vision, Noldus). The time spent in the open arms and the number of open arm entries were quantified. For light/dark transition test (LDT), mouse was firstly placed in the dark compartment, overhead camera was turned on, and the door between lit and dark chambers was opened. Light intensity was about 200 lux in the lit chamber. 10 min of movement was recorded using a tracking software ((Etho Vision, Noldus). The time spent in the lit chamber and the number of transitions were quantified.

The tail suspension test (TST), forced swimming test (FST), and sucrose preference test (SPT) were performed as described previously^86^. For the TST and FST, the last 4-min of a 6-min test were analyzed, and the immobility time was measured directly. The sucrose preference test was carried out using a two-bottle choice procedure. Single housed mice were habituated to drink 2% (wt/vol) sucrose solution (dissolved in water) for 3 days, then mice were given access to the two pre-weighed bottles, one containing water and the other containing 2% sucrose solution. Bottle positions were changed every day and water and sucrose solution consumption was assessed daily for 4 days. The consuming ratio of sucrose over total solution consumed was used for measuring the sucrose preference.

The Morris water maze (MWM) was performed as previously described^87^. Specifically, a 120 cm pool and 10 cm platform were used for water maze and nontoxic bright white gel (Soft Gel Paste Food Color, AmeriColor) was added to the water to make the surface opaque and to hide the escape platform (1 cm below the surface). Mice were trained for 5 days, four trials per day with 20 min interval between trials and 60 s per trial to locate the hidden platform. Eight spatial cues were placed on the pool wall, visible for mice to find the hidden platform. On the 6^th^ day, the platform was removed, and mice were placed into the pool at a new starting position. The time spent in each platform quadrant and the number of platform-crossing within 60 s were analyzed. The swim speed and the amount of time spent in each quadrant were quantified using the video tracking system (Noldus). The investigators were blind to genotype during data acquisition and analysis.

The Novel Object Recognition Task (NOR) was based on a previous published procedure^88^. It consists of a *habituation phase* followed by a *testing phase*. During the *habituation phase*, each mouse was allowed to freely explore the empty arena over two days. On the third day, the testing phase begun. Habituation consisted of one ten-minute session administered one per day. The *testing phase* consisted of a (1) *familiarization trial* followed by a (2) *test trial*. During the *familiarization trial*, a single mouse was placed in the arena containing two identical objects and released against the center of the opposite wall with its back to the objects. This was done to prevent coercion to explore the objects. Object interaction is defined as entrance into the object-containing zone resulting in direct or nearly direct object contact with the nose or whiskers. The test trials were administered after delays of 1-hour post-familiarization. The *test trial* was administered in the aforementioned way except that one sample object from the familiarization trial and one novel object were presented. During the test trials, time spent with novel object per total time with both objects as the novel object preference was quantified.

### AAV virus injection

AAV9-CamkII-GFP (105541-AAV9) and AAV9-CamkII-Cre (105551-AAV9) were purchased from Addgene. Virus injection was performed as described previously^29^. In brief, male *LSL-APPswe* mice (4-month-old) were anesthetized with Ketamine/Xylazine (HENRY SCHEIN #056344), and the head was fixed in a stereotaxic device (David Kopf Instruments). After the antiseptic treatment, the skull was exposed and cleaned using 1% H_2_O_2_. Holes were drilled into the skull and viruses were bilaterally injected into DG at the coordinates relative to bregma: caudal: −2.06 mm; lateral:±1.3 mm; ventral: −1.75 mm. After injection, the needle was left in place for 5 min to allow for diffusion of injected viruses before being slowly withdrawn. For the following 5 days, mice were daily injected with Meloxicam to reduce pain. Injection locations were validated in each mouse after experiments.

### In vitro primary OB-progenitor (BMSCs) cultures

OB-progenitor (BMSCs) culture was carried out following a standard protocol as described previously^28,85^. In brief, the whole bone marrow cells flushed out from long bones of mice with DMEM were filtered through a 70-mm filter mesh, washed, re-suspended, and then plated in 100-mm dishes with growth medium (DMEM plus 10% FBS), which were incubated at 37°C with 5% CO_2_. 3 days later, the non-adherent cells were removed. The attached bone marrow cells were cultured with the growth medium for 7 days. These cells were passaged and cultured for another 3–6 days with the same growth medium. These cells, so called BMSCs, were used for Western blot, RT-PCR, and SA-β-gal staining.

### Flow cytometry analysis

Flow cytometry analysis was done as previously described^28^. BMSCs were flushed from femurs and tibias of 6-MO *OCN-Cre; Ai9* and *TgAPPswe*^*OCN*^*; Ai9* mice, the attached bone marrow cells were cultured with the growth medium for 7 days. These cells were passaged and cultured for another 3 days with the same growth medium. Then cell media were removed from culture dishes and cells were rinsed with PBS. Trypsin solution was added to incubate at 37 °C for 2 min. The detached adherent cells were centrifuged, and the pellet cells were washed with 1 ml cold PBS, and finally resuspended in 0.5 ml PBS with 1% FBS for flow cytometry analysis. Flow cytometric analysis was performed by use of a flow cytometer in CWRU core facility. Acquisition and analysis were performed by using FACSDiva 8.0.1 software (BD).

### Generation of plasmids of APP_WT_-YFP, APP_swe_-YFP, and APP_lon_-YFP

YFP-APPswe mutation (K670N/M671L, AAG ATG - AAC TTG) and YFP-APP-London point mutation (V717I, GTC - ATC) from the YFP-APP_WT_ construct by using the Q5 Site-Directed Mutagenesis Kit (E0554S, New England Biolabs, Inc). The primers ‘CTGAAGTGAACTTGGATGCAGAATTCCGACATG’ and ‘AGATCTCCTCCGTCTTGATATTTG’ were used to generate the K670N/M671L mutation, and the primers ‘CATCACCTTGGTGATGCTGAAG’ and ‘ATGATCACTGTCGCTATGACAAC’ were used to generate the V717I point mutation.

### MC3T3 cell culture and transfections of YFP, APP_WT_-YFP, APP_swe_-YFP, and APP_lon_-YFP plasmids

MC3T3-E1 cells were grown in DMEM containing 10% (vol/vol) FBS, and 50 units/ml penicillin and streptomycin. Cells plated at 1 × 10^4^/well onto 12-wells coverslips the day before transfection. Cells were transfected with control-YFP Vector, APP_WT_-YFP, APP_swe_-YFP, and APP_lon_-YFP by Lipofectamine 3000 (Invitrogen). Forty-eight hours after transfection, cells were subjected to SA-β-gal staining and immunofluorescence staining.

### SA-β -gal staining

Cultured OB progenitors and MC3T3 cells SA-β-gal staining was performed as previously reported^85^. SA-β-gal staining was performed using a SA-β-gal staining kit (Cell Signaling, #9860) according to the manufacturer’s instructions.

### Elisa assay for IL1β, IL6, human Aβ_40_, and human Aβ_42_

Blood samples were collected, allowed to clot for 30 min, and centrifuged for 10 min at 3000 rpm. Serum was frozen and aliquot at −80 °C until use. Serum IL1β was measured with Mouse IL-1 beta ELISA Kit (KE10003, Proteintech), following the manufacturers’ instruction. Serum IL-6 was measured with mouse IL-6 ELISA kit (550950, BD Biosciences), following the manufacturers’ instruction. Serum, Brain and BMSCs homogenization was obtained for human Aβ_40/42_ Elisa assay. Brain tissues were homogenized as previously described^87^. Human Aβ40 and Aβ42 level in serum, brain (300 µg in total protein) and BMSCs (50 µg in total protein) homogenates were measured by the Aβ_40_ human ELISA kit (Invitrogen, catalog #KHB3481) and the Aβ_42_ human ELISA kit (Millipore, catalog #EZHS42), respectively. Their concentrations were determined by comparing readings against their standard curves.

### L-Series label-multiplex antibody arrays

Mice blood samples were collected and allowed to clot for 30 min at room temperature and centrifuged for 15 min at 3000 rpm. Serum was frozen and aliquot at −80 °C until use. The antibody arrays were performed using an L-Series Glass Slide antibody arrays kit (AAM-SERV-LG, Raybiotech, USA) according to the manufacturer’s instructions. In brief, the serum was dialyzed before the biotin-labeling step. The primary amine of the proteins in the sample was biotinylated, followed by dialysis to remove free biotin. The newly biotinylated sample was added onto the glass slide and incubated at room temperature. After incubation with Fluorescent Dye-Strepavidin, the signals were visualized by fluorescence.

### Mouse cytokine array

Serum samples were collected as described above. Cytokines were measured with Mouse Cytokine Array Panel A (ARY006, R&D Systems). In Brief, the serum was mixed with a cocktail of biotinylated detection antibodies. The sample/antibody mixture was then incubated with the Mouse Cytokine Array membrane. Any cytokine/detection antibody complex present was bound by its cognate immobilized capture antibody on the membrane. Following a wash to remove unbound material, streptavidin–horseradish peroxidase and chemiluminescent detection reagents were added sequentially. Light was produced at each spot in proportion to the amount of cytokine bound.

### RNA isolation and qPCR

Total RNA was isolated from brain tissues and BMSCs by using the RNeasy Mini Kit (QIAGEN, Cat No. 74104), and purified RNA (1–5 μg) was used for cDNA synthesis with the Revert Aid First Strand cDNA Synthesis Kit (Thermo Scientific, # K1621). cDNA products were subjected for subsequent quantitative PCR (qPCR) using the QuantiFast SYBR Green PCR Kit (204057; QIAGEN) with a qPCR System (StepOne Plus). Primers used were as follows: hAPP, 5′-GCCCTTCTCGTTCCTGAC-3′ and 5′-TCGCAAACATCCATCCTC-3′; OCN-Cre, 5′-CAAATAGCCCTGGCAGATTC-3′ and 5′-TGATACAAGGGACATCTTCC-3′; mAPP, 5′-TCCGTGTGATCTACGAGCGCAT-3′ and 5′-GCCAAGACATCGTCGGAGTAGT-3′; Vps35, 5′-GACTTCGCTGATGAACAGAGCC-3′ and 5′-CAGTGTGAAGCGAATCCGCTGA-3′; Trem2, 5′-CTACCAGTGTCAGAGTCTCCGA-3′ and 5′-CCTCGAAACTCGATGACTCCTC-3′; Apoe, 5′-GAACCGCTTCTGGGATTACCTG-3′ and 5′-GCCTTTACTTCCGTCATAGTGTC-3′; Sorl1, 5′-GAACACCTGTCTCCGAAACCAG-3′ and 5′-CGGAACTGAGTGTCTGCATCAC-3′; Ptk2b, 5′-CTGGAGAGCATCAACTGTGTGC-3′ and 5′-GATGGGTAGACGTGTCACAGAG-3′; Msx2, 5′-AAGACGGAGCACCGTGGATACA-3′ and 5′-CGGTTGGTCTTGTGTTTCCTCAG-3′; Runx2, 5′- CCTGAACTCTGCACCAAGTCCT-3′ and 5′- TCATCTGGCTCAGATAGGAGGG-3′; Sp7 (Osterix), 5′- GGCTTTTCTGCGGCAAGAGGTT-3′ and 5′- CGCTGATGTTTGCTCAAGTGGTC-3′; Nfatc1, 5′- GGTGCCTTTTGCGAGCAGTATC-3′ and 5′- CGTATGGACCAGAATGTGACGG-3′; Col1a1, 5′- CCTCAGGGTATTGCTGGACAAC-3′ and 5′- CAGAAGGACCTTGTTTGCCAGG-3′; Spp1 (Osteopontin), 5′- GCTTGGCTTATGGACTGAGGTC-3′ and 5′- CCTTAGACTCACCGCTCTTCATG-3′; Bglap (Osteocalcin), 5′- GCAATAAGGTAGTGAACAGACTCC-3′ and 5′- CCATAGATGCGTTTGTAGGCGG-3′; Sparc (Osteonectin), 5′- CACCTGGACTACATCGGACCAT-3′ and 5′- CTGCTTCTCAGTGAGGAGGTTG-3′; Bmp2, 5′- TGTGAGGATTAGCAGGTCTTTGC-3′ and 5′- CTCGTTTGTGGAGCGGATGT-3′; Lrp4, 5′- GTGTGGCAGAACCTTGACAGTC-3′ and 5′- TACGGTCTGAGCCATCCATTCC-3′; Ctnnb1(beta-catenin), 5′- GTTCGCCTTCATTATGGACTGCC-3′ and 5′- ATAGCACCCTGTTCCCGCAAAG-3′; Tnfsf11 (Rankl), 5′-ATCCCATCGGGTTCCCATAA-3′ and 5′-TCCGTTGCTTAACGTCATGTTAG-3′; Tnfrsf11b (Opg), 5′-GGCCTGATGTATGCCCTCAA-3′ and 5′-GTGCAGGAACCTCATGGTCTTC-3′; Alpl, 5′- CCAGAAAGACACCTTGACTGTGG-3′ and 5′- TCTTGTCCGTGTCGCTCACCAT-3′; Il1b, 5′- TGGACCTTCCAGGATGAGGACA-3′ and 5′- GTTCATCTCGGAGCCTGTAGTG-3′; Il6, 5′- CTTGGGACTGATGCTGGTG-3′ and 5′- TTGGGAGTGGTATCCTCTGTGA-3′; Il10, 5′- CGGGAAGACAATAACTGCACCC-3′ and 5′- CGGTTAGCAGTATGTTGTCCAGC-3′; Tnfa, 5′- GGCGGTGCCTATGTCTCA-3′ and 5′- CCTCCACTTGGTGGTTTGT-3′; Cxcl1, 5′- TCCAGAGCTTGAAGGTGTTGCC-3′ and 5′- AACCAAGGGAGCTTCAGGGTCA-3′; Ccl5, 5′- ACCACTCCCTGCTGCTTT-3′ and 5′- ACACTTGGCGGTTCCTTC-3′; Tgfb1, 5′-ACCGCAACAACGCCATCT-3′ and 5′-GGGCACTGCTTCCCGAAT-3′; Csf2, 5′- AACCTCCTGGATGACATGCCTG-3′ and 5′- AAATTGCCCCGTAGACCCTGCT-3′; Mmp3, 5′- CTCTGGAACCTGAGACATCACC-3′ and 5′- AGGAGTCCTGAGAGATTTGCGC-3′; Grp78, 5’-TGTCTTCTCAGCATCAAGCAAGG-3’ and 5’-CCAACACTTCCTGGACAGGCTT-3’; Atf6, 5’-GTCCAAAGCGAAGAGCTGTCTG-3’ and 5’-AGAGATGCCTCCTCTGATTGGC-3’; Hsp90b1, 5’-GTTTCCCGTGAGACTCTTCAGC-3’ and 5’-ATTCGTGCCGAACTCCTTCCAG-3’; Eif2ak3, 5’-CCGATGTCAGTGACAACAGCTG-3’ and 5’-AAGACAACGCCAAAGCCACCAC-3’; Ern1, 5’-GGCTACCATTATCCTGAGCACC-3’ and 5’-CTCCTTCTGGAACTGTTGGTGC-3’; Hsp90aa1, 5’-GCTTTCAGAGCTGTTGCGGTAC-3’ and 5’-AAAGGCGGAGTTAGCAACCTGG-3’; Hspa2, 5’-GCACCTTCGATGTGTCCATCCT-3’ and 5’-TGGCTGACCATACGGTTGTCGA-3’; Sirt3, 5’-GCTACATGCACGGTCTGTCGAA-3’ and 5’-CAATGTCGGGTTTCACAACGCC-3’; GAPDH, 5′-AAGGTCATCCCAGAGCTGAA-3′ and 5′-CTGCTTCACCACCTTCTTGA-3′. Each sample was repeated at least 3 times, and the mRNA level was normalized to GAPDH using the 2-△△Ct method.

### Bulk RNA-sequencing

Total RNAs were extracted from purified Td^+^ OB-progenitor cells from OCN-Cre; Ai9 and *TgAPPswe*^*OCN*^; Ai9 mice by flow cytometer. RNA Integrity Number (RIN) was accessed for every sample, and the samples were considered qualified with RIN > 2. These RNA samples were then subjected to RNA-seq analyses by BGI America (Cambridge, MA) using the DNBseq platform. Firstly, we removed the reads mapped to rRNA and obtained the raw data with 52.47 Mb reads. After filtering low-quality, adaptor-polluted and high content of unknown base reads in the sequencing reads, 51.9 Mb clean reads were obtained per sample on average. Then clean reads were mapped to reference genome using HISAT2. On average 92.91% reads were mapped and the uniformity of the mapping result for each sample suggests that the samples were comparable. Comparisons to RNAseq were normalized to fpkm values. DEseq2 was used and the PossionDis algorithms detected the differential expression genes (DEGs). The Benjamini and Hochberg (BH) correction was applied to adjust *p*-value. DEGs were determined with adj.P.value ≤ 0.05 and |Log2 fold change | ≥ 1. Normalized RNA-seq data were provided in Supplementary Data 1. Heatmap was generated by TBtools software. Gene expression profiles were Z-transferred. Secreted protein database was obtained from http://proteomics.ysu.edu/secretomes/animal/index.php. Gene Ontology (GO) enrichment analysis was performed by GO database (http://www.geneontology.org/). GO terms with *p*-value ≤ 0.05 were defined as significantly enriched.

### Statistics and reproducibility

All data were expressed as means ± SD. For in vivo studies, three to ten male mice per genotype per assay were used. For in vitro cell biological and biochemical studies, each experiment was repeated at least three times. Statistical analyses were performed using GraphPad Prism 7.0. Mann–Whitney *U* test or unpaired Student’s *t* test was used to compare data from two groups. For multiple comparisons of three or more groups of samples, ANOVA was used. The significance level was set at *P* < 0.05 (*P < 0.05, **P < 0.01, ***P < 0.001).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Source data of figures are provided in Supplementary Data 1. Sequencing data that support the findings in this study have been assigned Gene Expression Omnibus accession number GSE186827. The uncropped Western blots are provided in Supplementary Figs. 15–22. The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Osteoblastic Swedish mutant APP expedites brain deficits by inducing endoplasmic reticulum stress-driven senescence
**Source:** Commun Biol. 2021 Nov 25;4:1326. doi: 10.1038/s42003-021-02843-2
**Supplement:** Supplementary file 2 — Supplementary Information

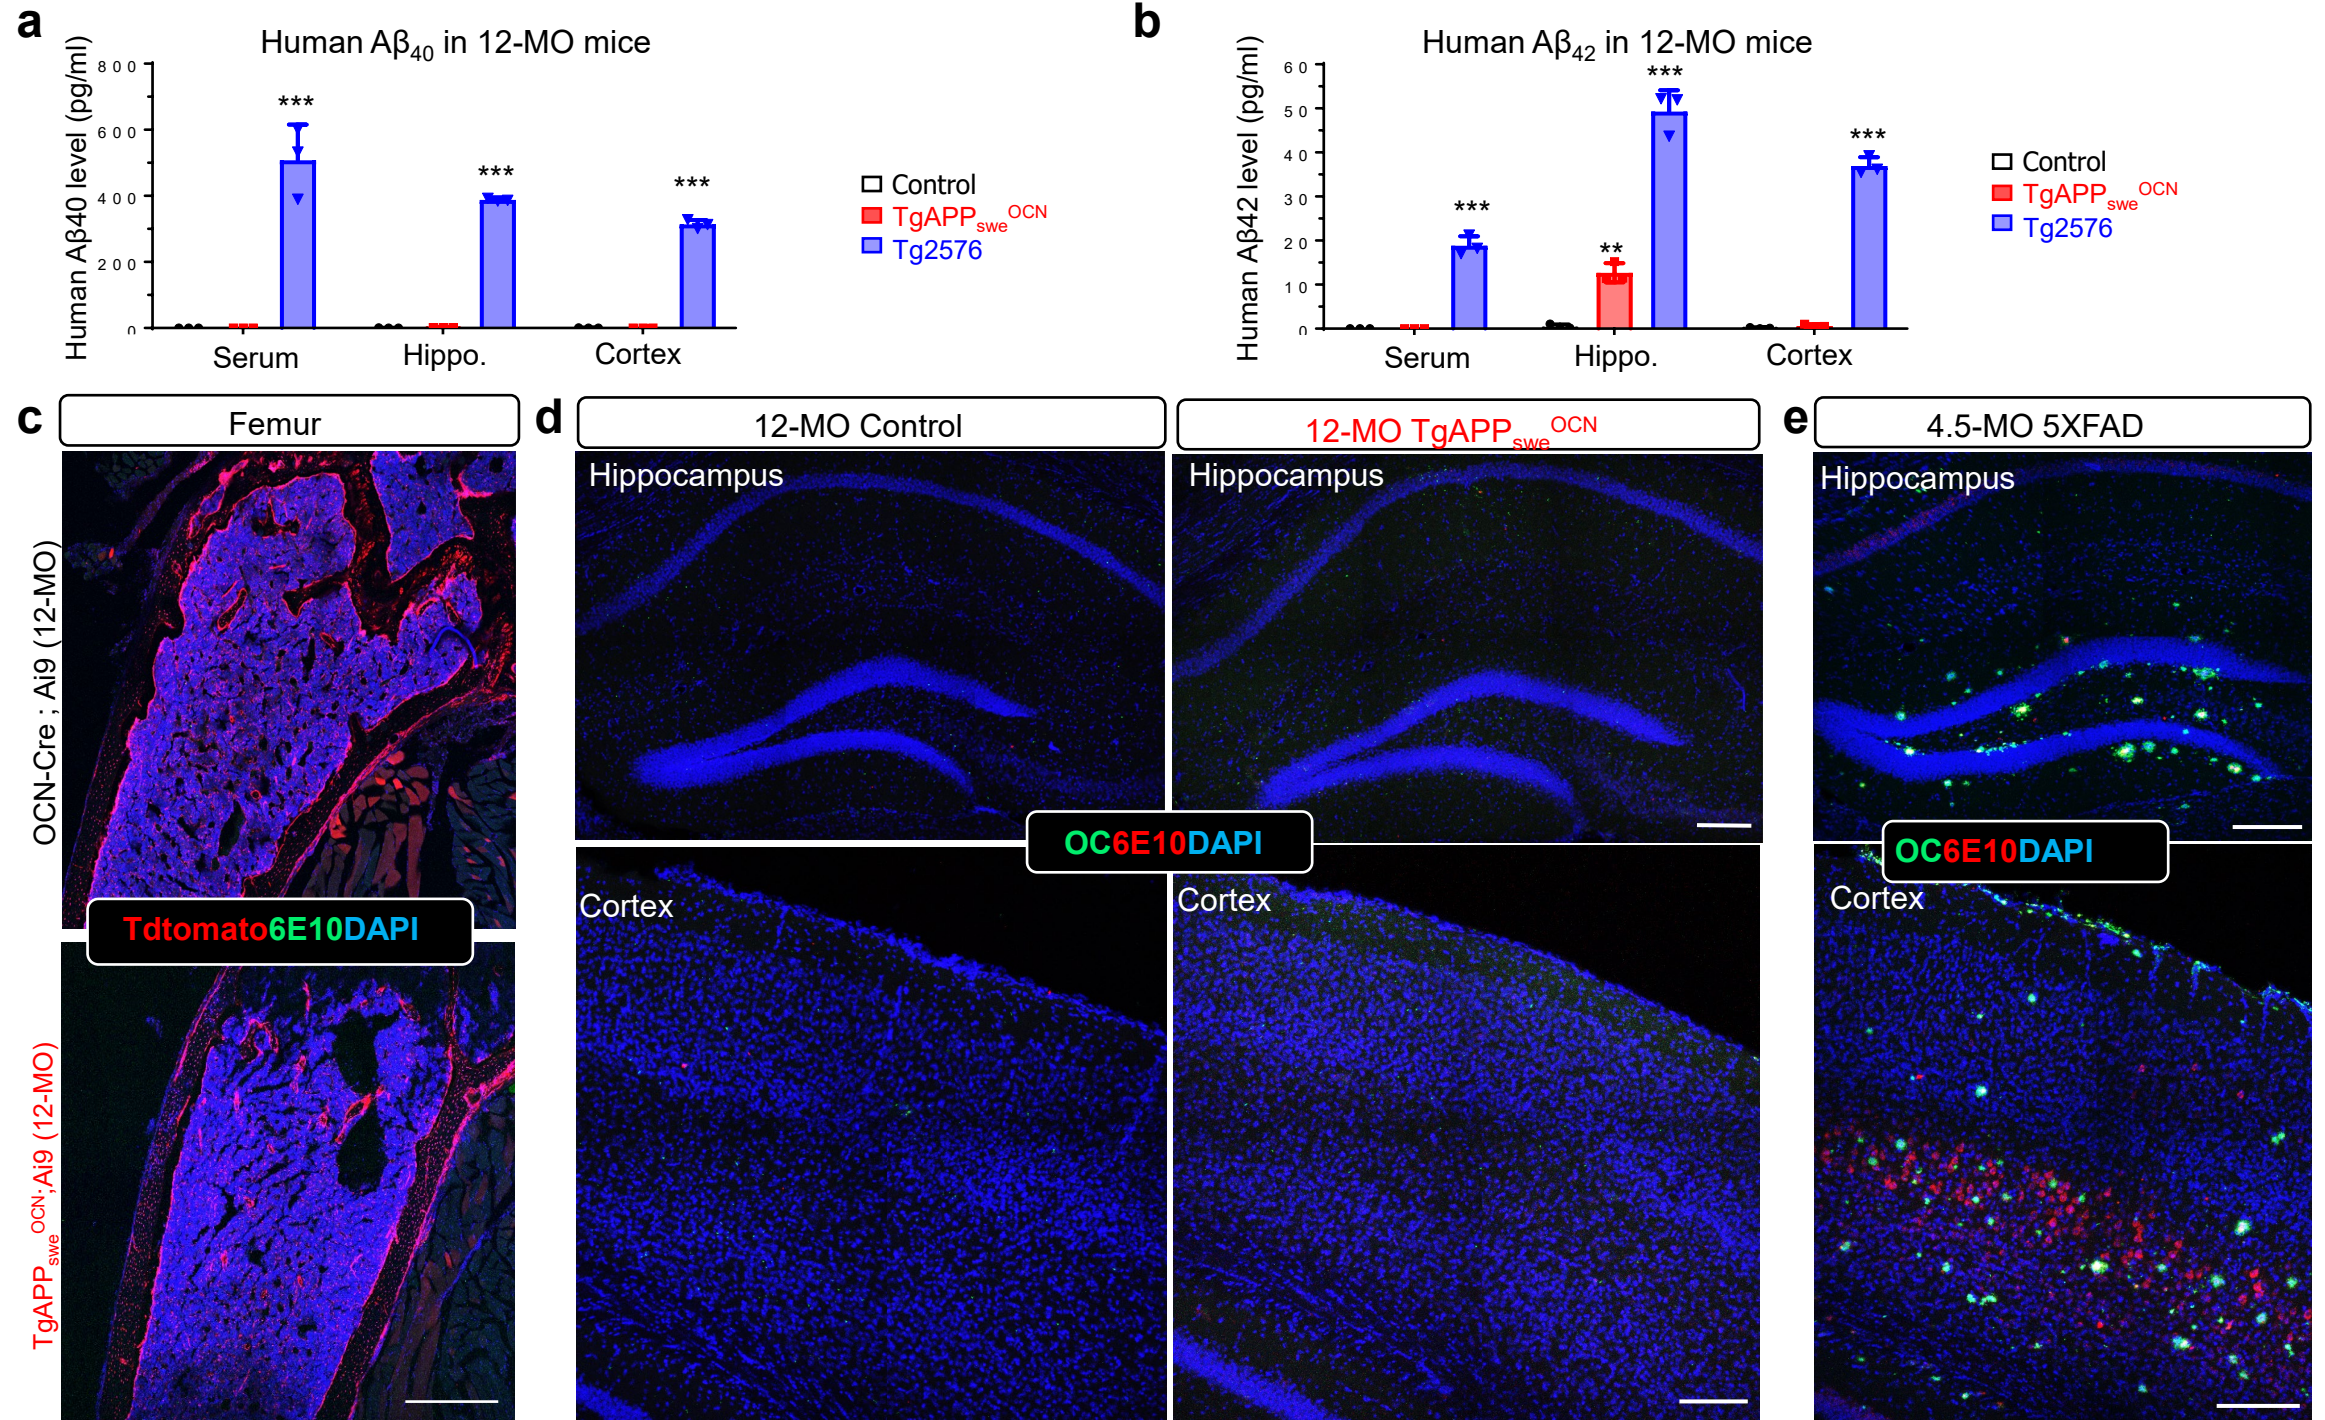

**Supplementary Fig. 1: A slight increase of A $\beta$ 42, but little to no A $\beta$ 40 or A $\beta$  plaque in 12-MO *TgAPP<sub>swe</sub><sup>OCN</sup>* hippocampus.**

**(a-b)** Measurement of human A $\beta$ 40(**a**) and A $\beta$ 42(**b**) levels in serum, hippocampus, and cortex (300 $\mu$ g in total protein) of 12-MO control, *TgAPP<sub>swe</sub><sup>OCN</sup>*, and *Tg2576* mice by Elisa assay. **(c)** Representative images of bone sections from 12-MO control (*OCN-Cre; Ai9*) and *TgAPP<sub>swe</sub><sup>OCN</sup>; Ai9* mice coimmunostained with 6E10 (green) and DAPI (blue). Scale bar, 500 $\mu$ m. **(d)** Representative images of hippocampal and cortical brain sections from 12-MO control (*LSL-APP<sub>swe</sub>*) and *TgAPP<sub>swe</sub><sup>OCN</sup>* coimmunostained with 6E10 (red), anti-amyloid fibrils OC (green), and DAPI (blue). Scale bars, 200 $\mu$ m. **(e)** Representative images of hippocampal and cortical brain sections from 4.5-MO 5XFAD coimmunostained with 6E10 (red), anti-amyloid fibrils OC (green), and DAPI (blue). Scale bars, 200 $\mu$ m. In (a-b) all values were presented as mean  $\pm$  SD. n=3 mice in each group. \*\*p < 0.01, \*\*\*p < 0.001. One-way ANOVA followed by Tukey post hoc test.

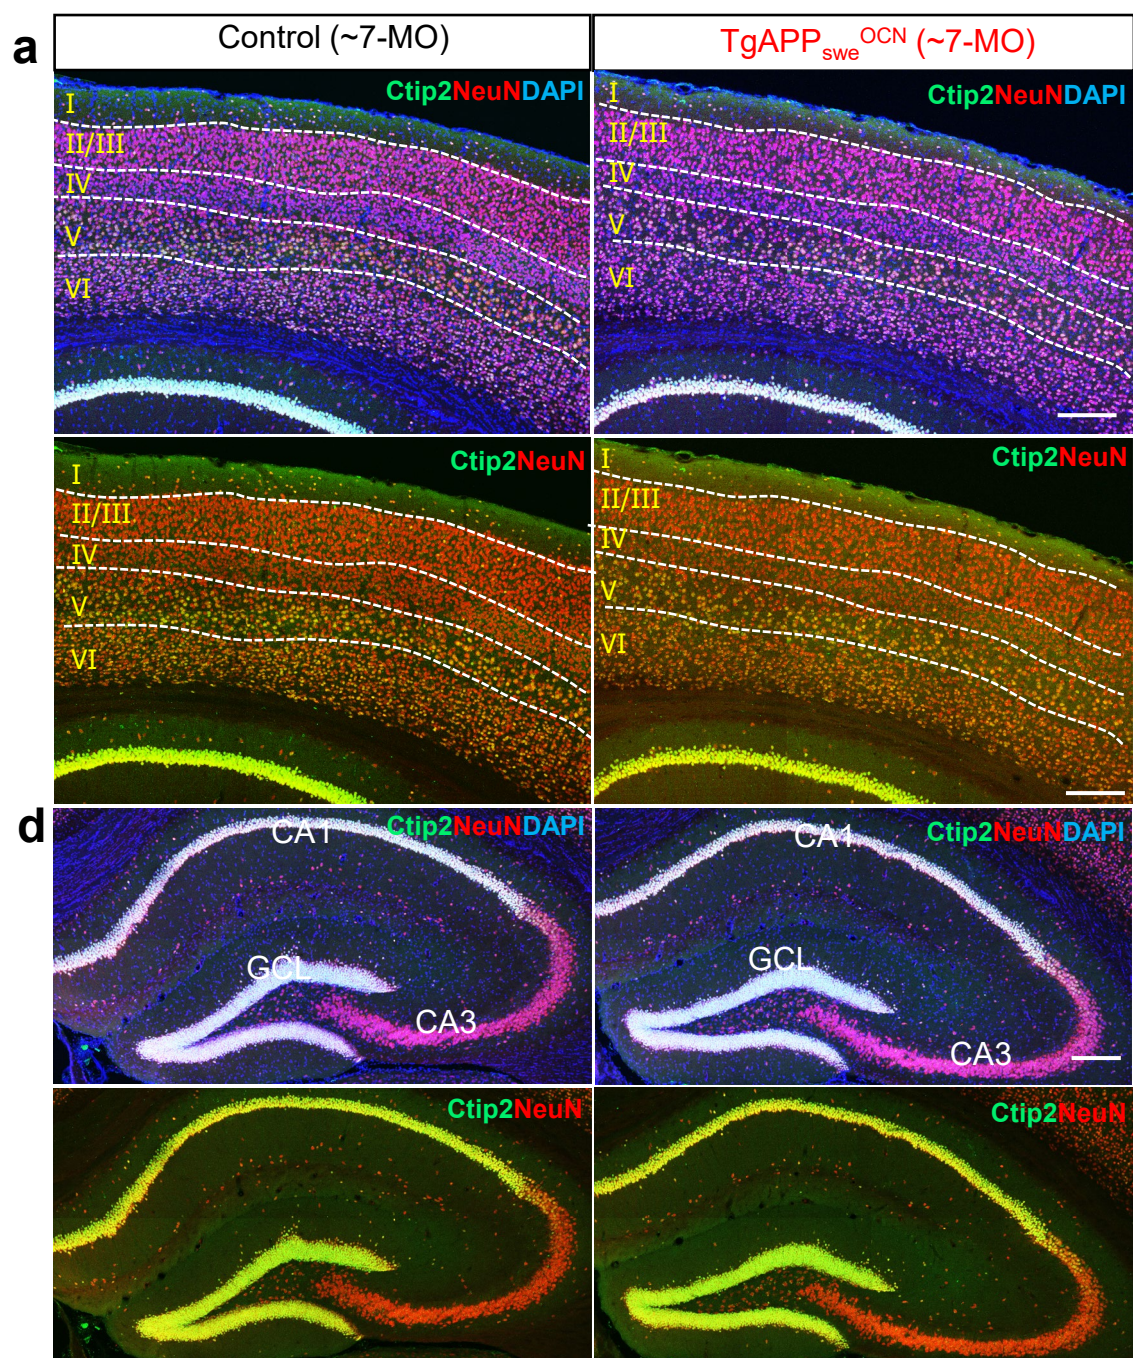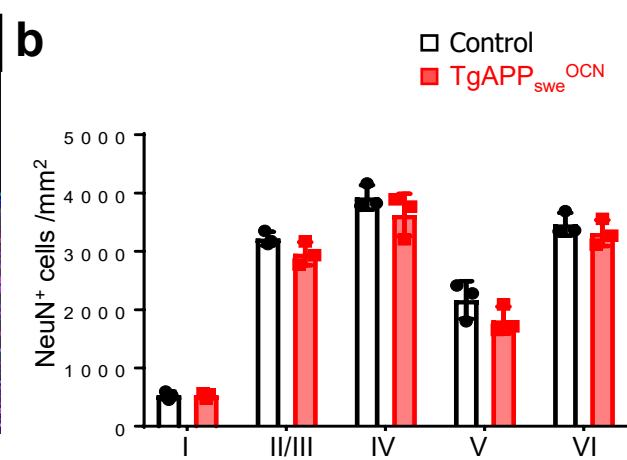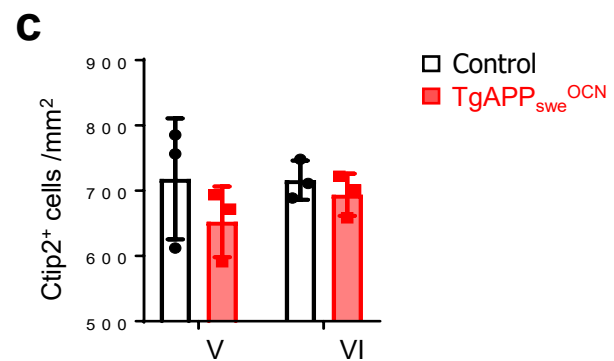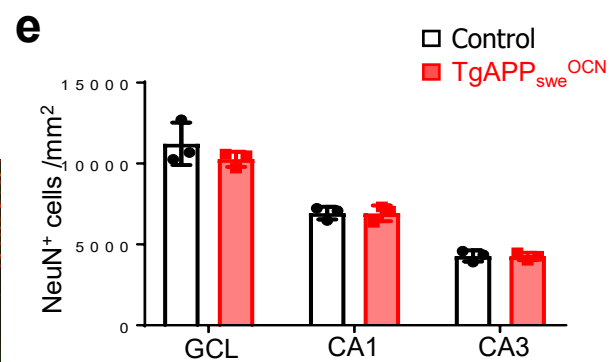

**Supplementary Fig. 2: Normal neuron distribution pattern and densities in the cortex and hippocampus of *TgAPP<sub>swe</sub><sup>OCN</sup>* mice.**

**(a)** Representative images of cortical brain sections from ~7-MO control and *TgAPP<sub>swe</sub><sup>OCN</sup>* coimmunostained with Ctip2 (green), NeuN (red), and DAPI (blue). Scale bar, 200 $\mu$ m. **(b-c)** Quantification analyses of NeuN cell densities in different cortical layers **(b)** and Ctip2 cell densities in V and VI layer **(c)** in **a**. **(d)** Representative images of dorsal hippocampal sections from ~7-MO Control and *TgAPP<sub>swe</sub><sup>OCN</sup>* coimmunostained with Ctip2 (green), NeuN (red), and DAPI (blue). Scale bar, 200 $\mu$ m. **(e)** Quantification analyses of NeuN cell densities in GCL, CA1, CA3 in **d**. All data were presented as mean  $\pm$  SD (n=3), and no significant difference was detected by Mann-Whitney U test.

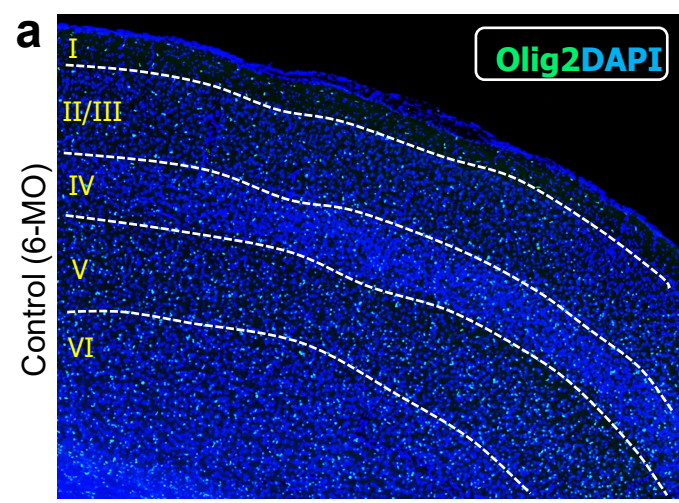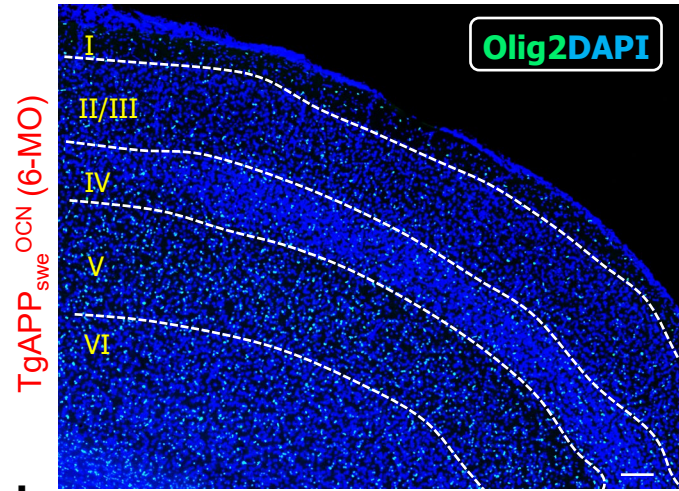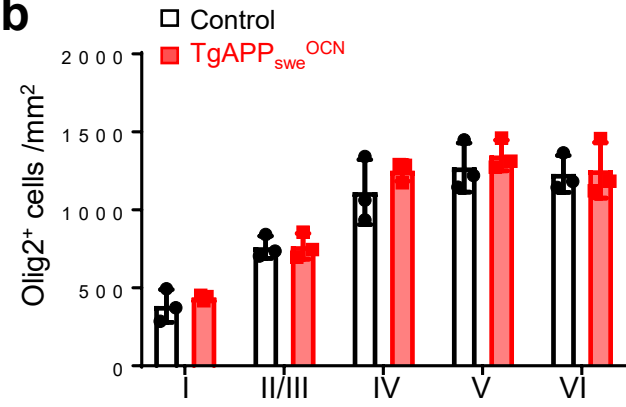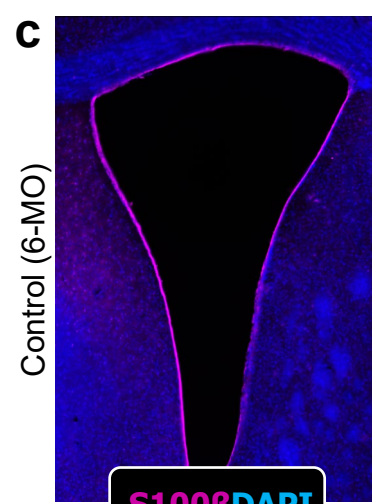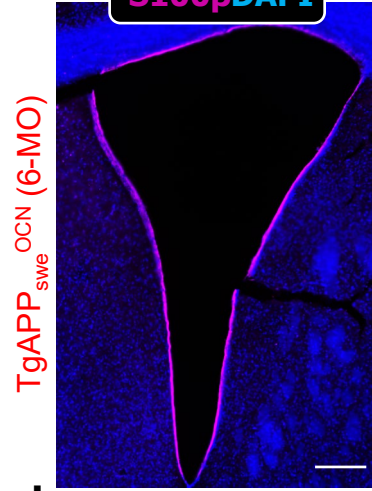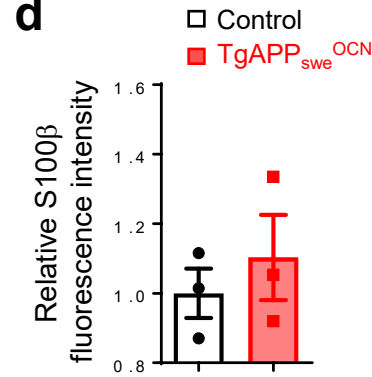

**Supplementary Fig. 3: Normal Olig2<sup>+</sup> oligodrocytes and S100β<sup>+</sup> ependymal cells in 6-MO *TgAPP<sub>swe</sub><sup>OCN</sup>* mice.**

**(a)** Representative images of cortical brain sections from 6-MO control and *TgAPP<sub>swe</sub><sup>OCN</sup>* mice coimmunostained with Olig2 (green) and DAPI (blue). Scale bar, 100μm. **(b)** Quantification analyses of cortical Olig2<sup>+</sup> cell densities in **a**. **(c)** Representative images of subventricular zone sections from 6-MO control and *TgAPP<sub>swe</sub><sup>OCN</sup>* mice coimmunostained with S100β (magenta), and DAPI (blue). Scale bar, 100μm. **(d)** Quantification analyses of S100β<sup>+</sup> fluorescence intensity in **c**. All data were presented as mean ± SD (n = 3), and no significant difference was detected, by Mann-Whitney U test.

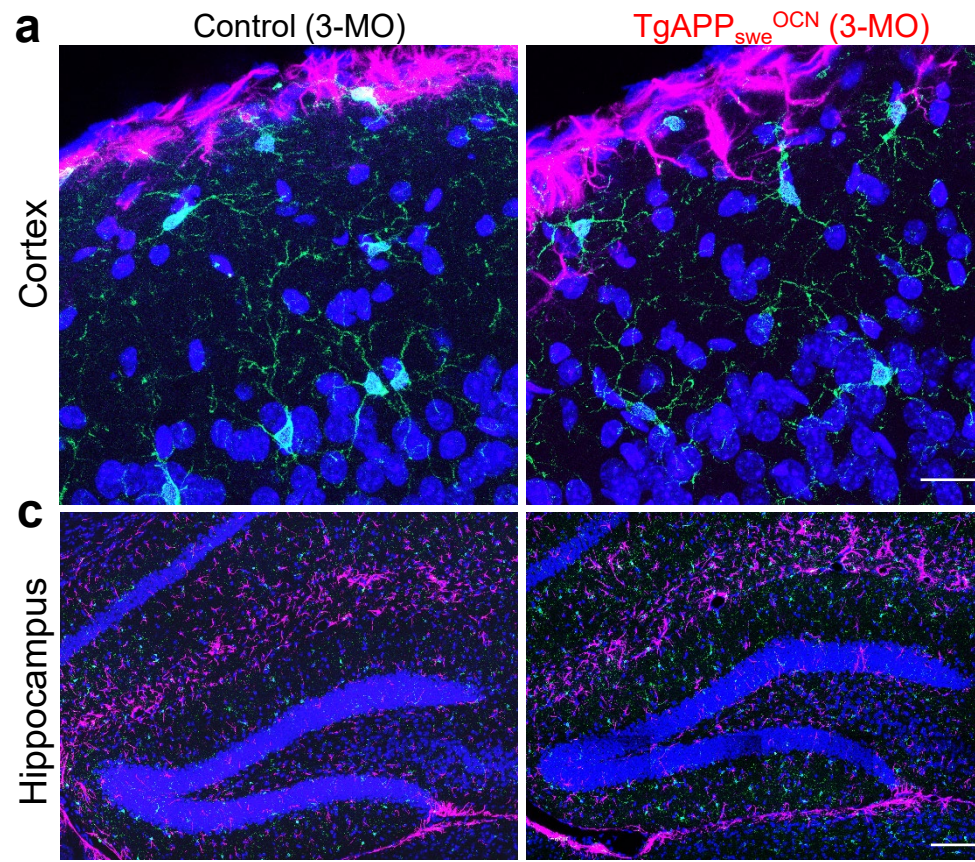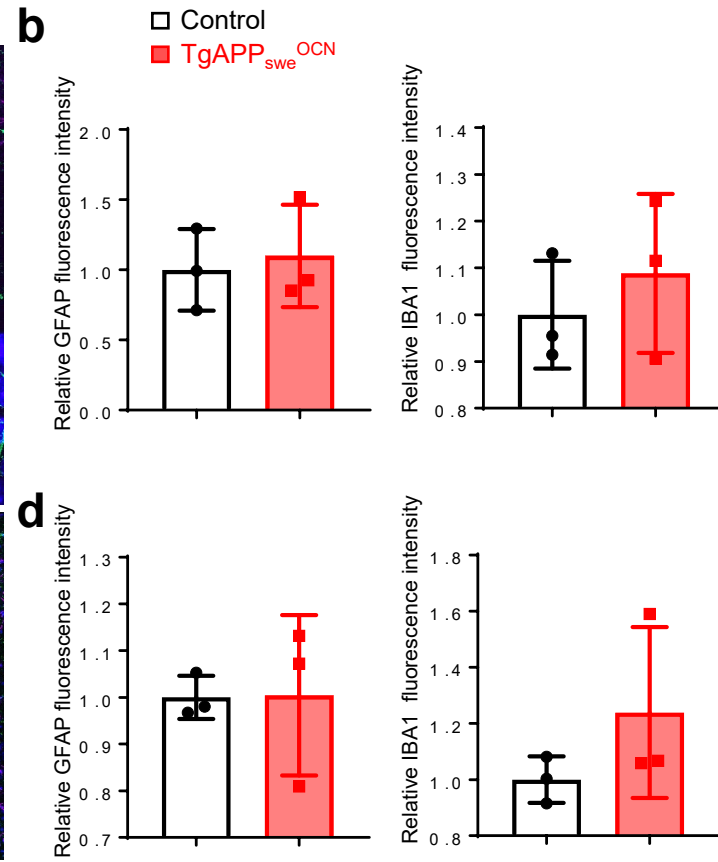

**Supplementary Fig. 4: Normal GFAP<sup>+</sup> astrocytes and IBA1<sup>+</sup> microglial cells in 3-MO *TgAPP<sub>swe</sub><sup>OCN</sup>* mice.**

(a) Representative images of cortical brain sections from 3-MO control and *TgAPP<sub>swe</sub><sup>OCN</sup>* mice coimmunostained with IBA1 (green), GFAP (magenta), and DAPI (blue). Scale bar, 20 $\mu$ m. (b) Quantification analyses of cortical GFAP and IBA1 fluorescence intensity data in a. (c) Representative images of hippocampal sections from 3-MO control and *TgAPP<sub>swe</sub><sup>OCN</sup>* mice coimmunostained with IBA1 (green), GFAP (magenta), and DAPI (blue). Scale bar, 100 $\mu$ m. (d) Quantification analyses of hippocampal GFAP and IBA1 fluorescence intensity data in c. All the data were presented as mean  $\pm$  SD (n = 3 mice per genotype group), and no significant difference was detected by Mann-Whitney U test.

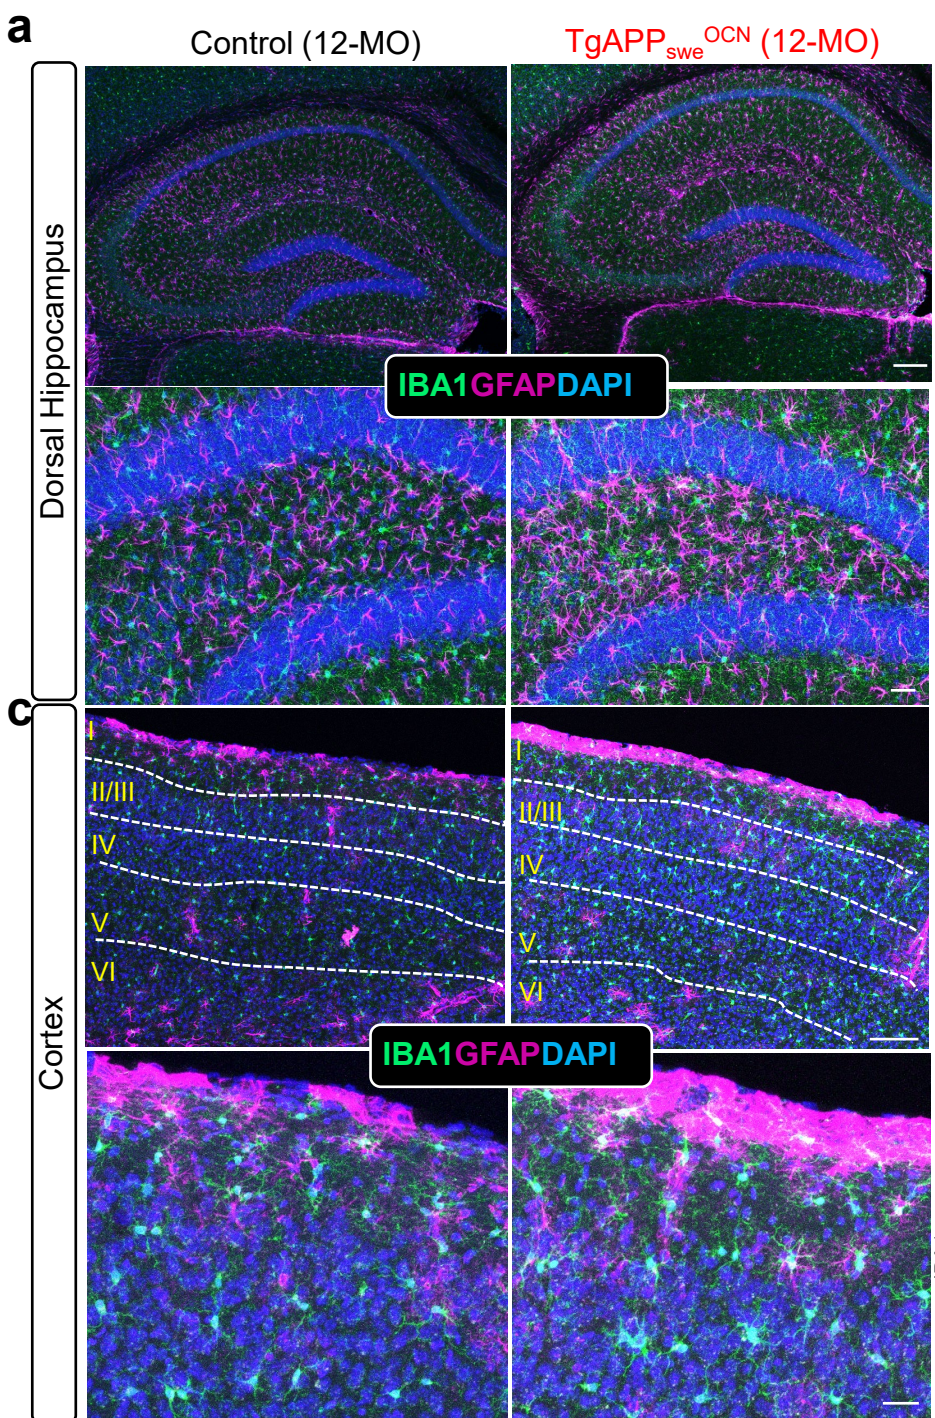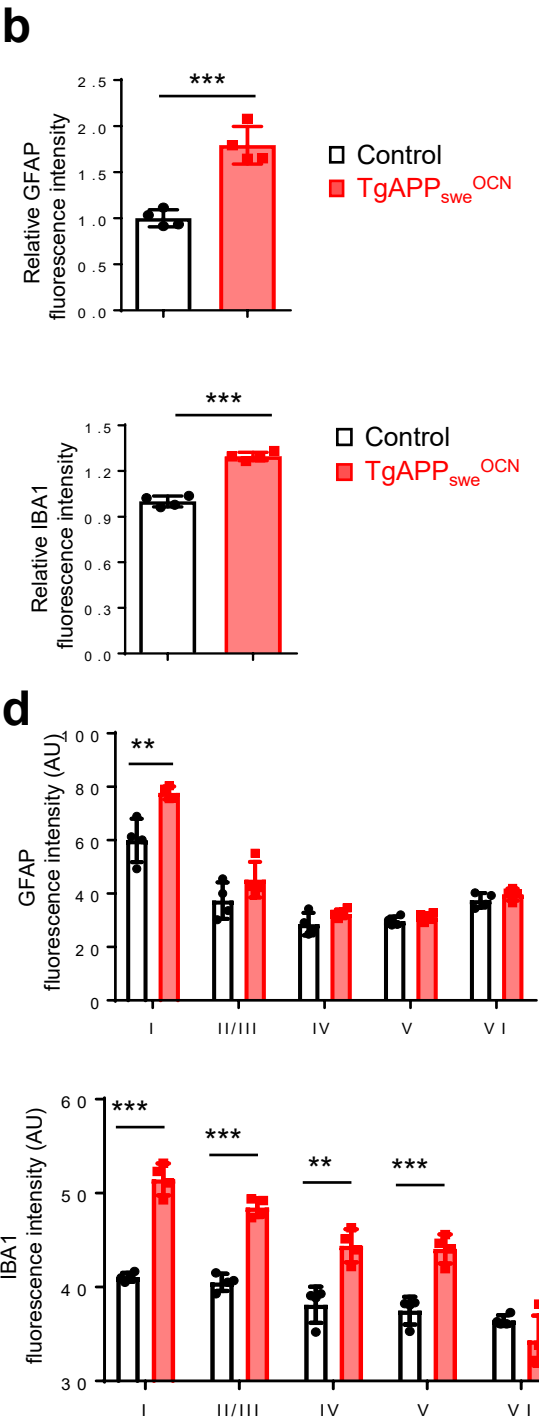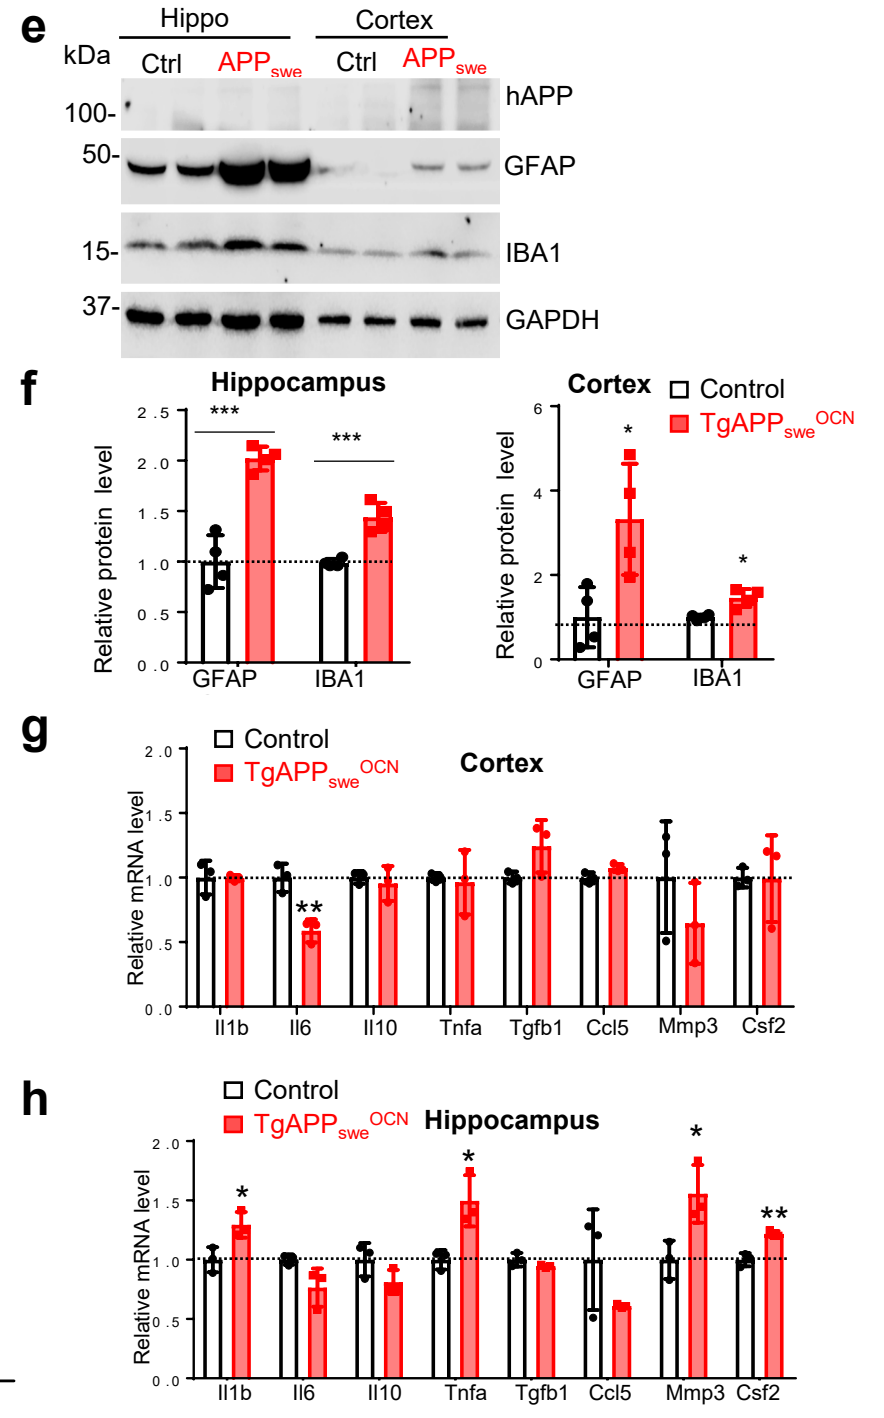

**Supplementary Fig.5: Elevated reactive astrocytes, microglial cells, and inflammatory cytokines in 12-MO  $TgAPP_{swe}^{OCN}$  hippocampus.**

**(a, c)** Representative images of hippocampal **(a)** and cortical **(c)** brain sections from 12-MO control ( $LSL-APP_{swe}$ ) and  $TgAPP_{swe}^{OCN}$  coimmunostained with IBA1 (green), GFAP (magenta), and DAPI (blue). Scale bars: 200 $\mu$ m (upper) and 20 $\mu$ m (lower). **(b, d)** Quantification analyses of GFAP and IBA1 fluorescence intensity data in **a** and **c**, respectively. **(e)** Western blot analysis of GFAP and IBA1 protein expression in cortex and hippocampus from 12-MO Control and  $TgAPP_{swe}^{OCN}$  mice. GAPDH was used as a loading control. **(f)** Quantification analysis of the data in **e**. **(g-h)** Real-time PCR (RT-PCR) analysis of indicated gene expression in 12-MO control ( $LSL-APP_{swe}$ ) and  $TgAPP_{swe}^{OCN}$  cortex and hippocampus. All quantification data were presented as mean  $\pm$  SD (n = 4 for **b, d, f**, and n= 3 for **g-h**). \*p<0.05, \*\*p<0.01, and \*\*\*p < 0.001. Student's t test was used in **b, d** and **f**, and Mann-Whitney U test was used in **g** and **h**.

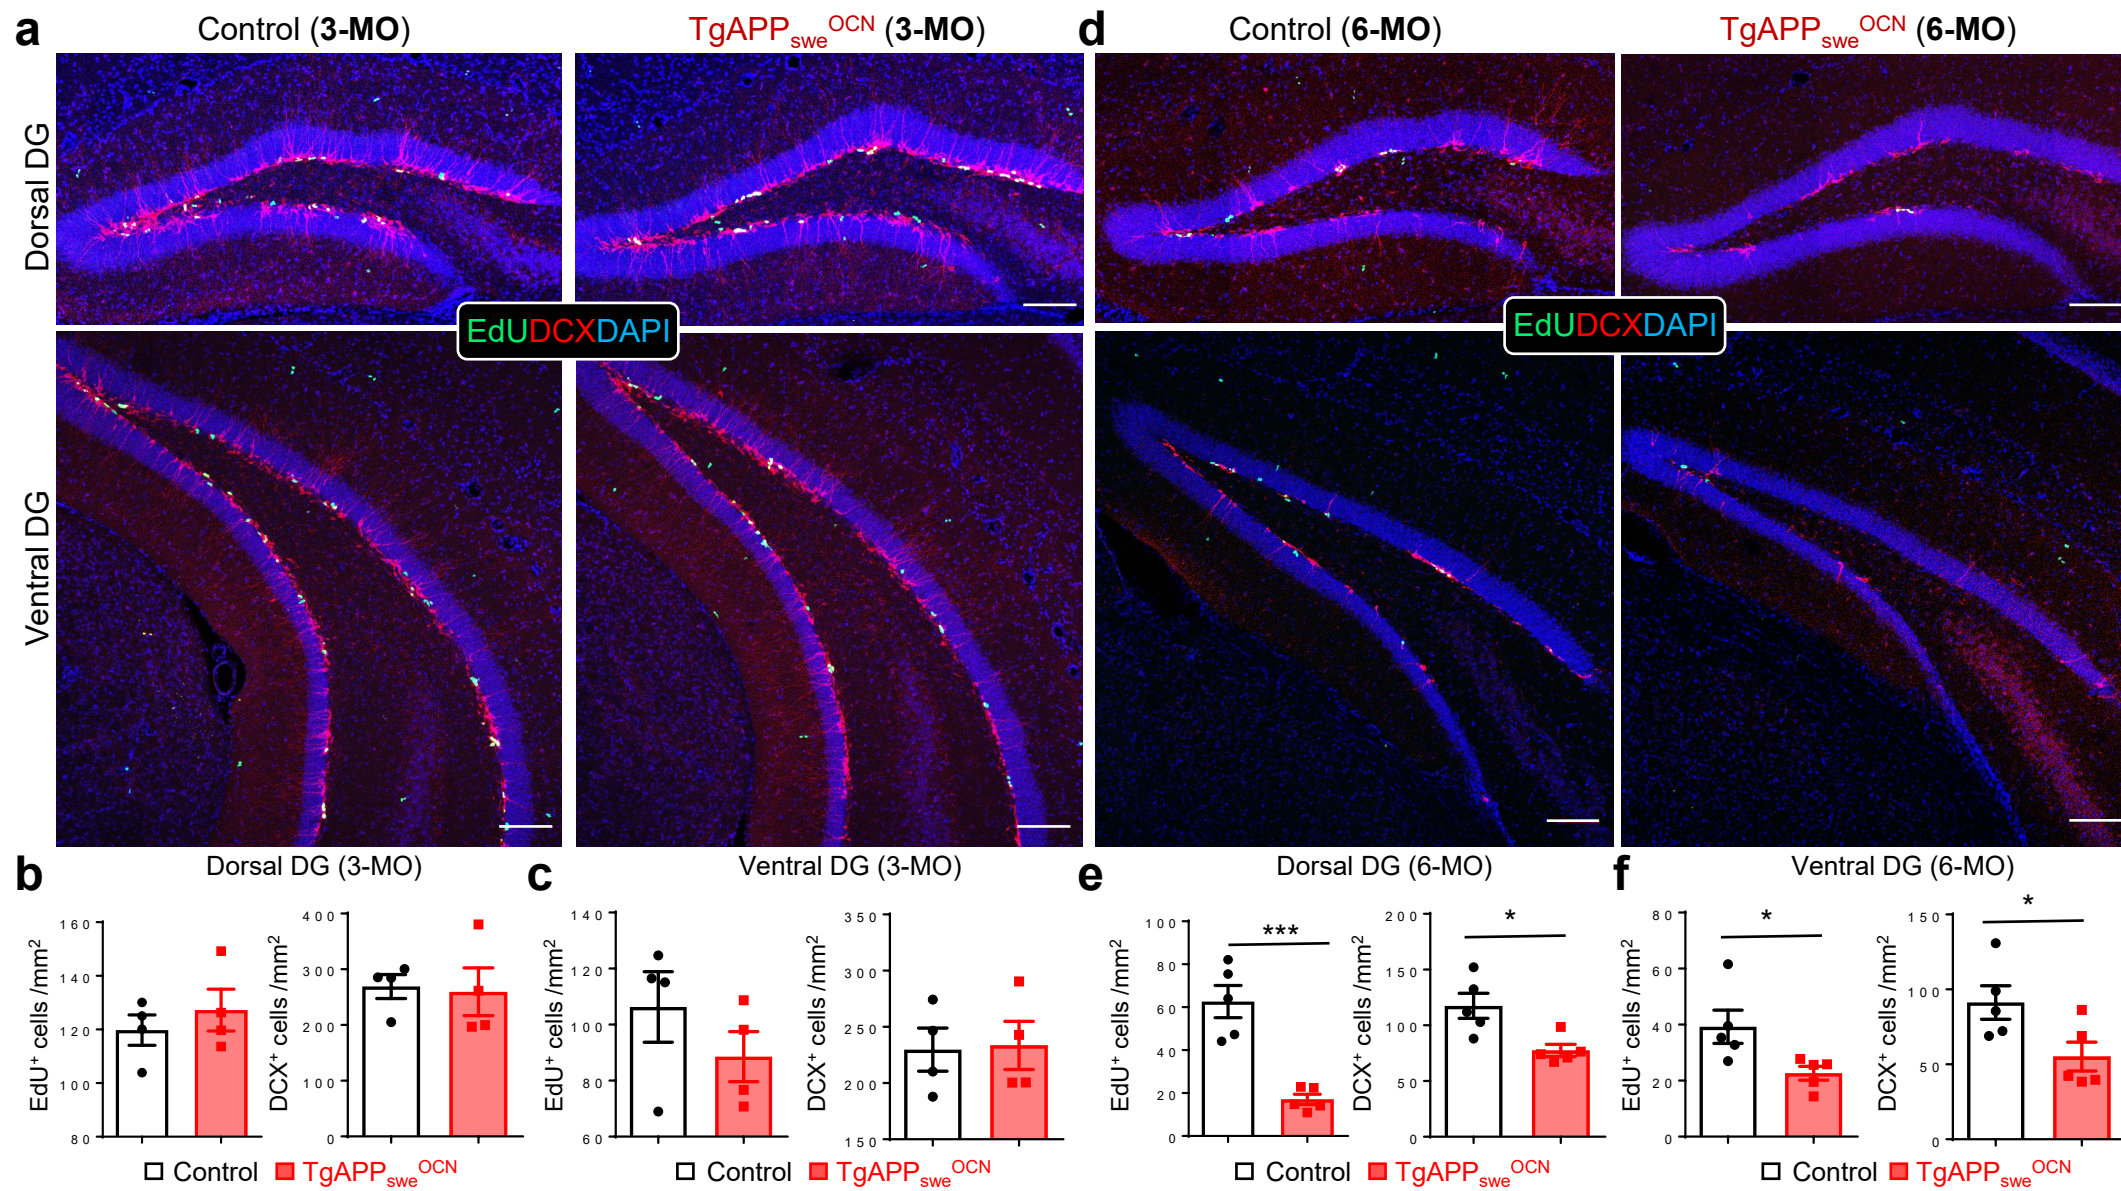

**Supplementary Fig. 6: Age-dependent impairment of hippocampus DG neurogenesis in  $TgAPP_{swe}^{OCN}$  mice.**

3- and 6-MO control ( $LSL-APP_{swe}$ ) and  $TgAPP_{swe}^{OCN}$  mice were given four intraperitoneal injections of EdU (50 mg/kg/time, 1 time/4 h) within 12 h, and 12 hours after the last injection, mice were euthanized, and brain sections were subjected for co-immunostaining analyses using indicated antibodies. **(a)** Representative images of dorsal and ventral DG from 3-MO control and  $TgAPP_{swe}^{OCN}$  mice. Scale bar, 100 $\mu$ m. **(b-c)** Quantification analyses of EdU<sup>+</sup> and DCX<sup>+</sup> cell densities in dorsal **(b)** and ventral DG **(c)** of data in **a**. **(d)** Representative images of dorsal and ventral DG from 6-MO control and  $TgAPP_{swe}^{OCN}$  mice. Scale bar, 100 $\mu$ m. **(e-f)** Quantification analyses of EdU<sup>+</sup> and DCX<sup>+</sup> cell densities in dorsal **(e)** and ventral DG **(f)** of data in **d**. All data were presented as mean  $\pm$  SD (n =4-5 mice per genotype group). \*p<0.05, \*\*\*p < 0.001. Student's t test.

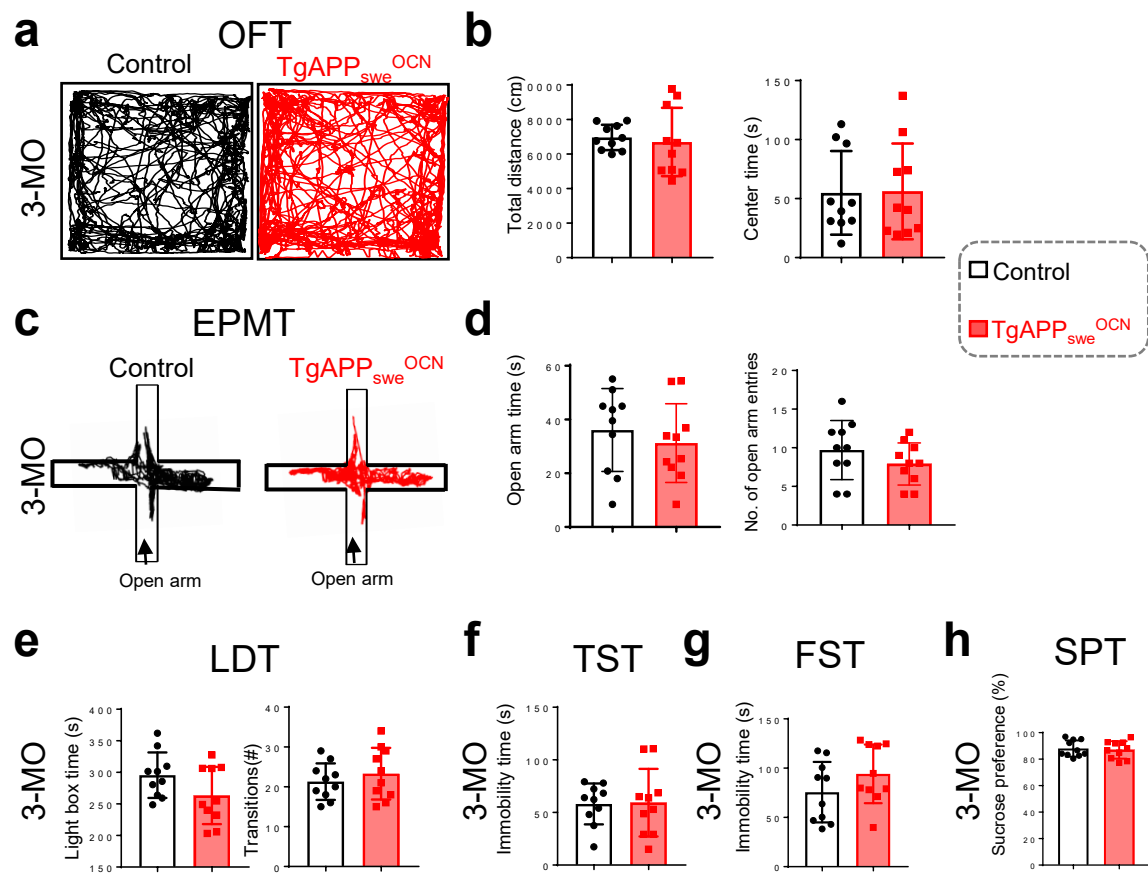

**Supplementary Fig. 7: Undetectable anxiety- and depression-like behaviors in 3-MO *TgAPP<sup>swe</sup><sup>OCN</sup>* mice.**

**(a-b)** OFT: Representative tracing images(**a**) and quantifications of total distance and center duration time (**b**). **(c-d)** EPMT: Representative tracing images (**c**) and quantifications of open arm duration time and entries (**d**). **(e)** **LDT**: Quantifications of the time spent in the light room and the number of transitions into the light room. **(f)** TST, **(g)** FST, and **(h)** SPT quantification data. In all tests, 3-MO control (*LSL-APP<sub>swe</sub>*) and *TgAPP<sub>swe</sub><sup>OCN</sup>* mice (males) were examined. All data were shown as mean  $\pm$  SD (n= 10 mice per genotype). No significant difference was detected by student's t test.

**a**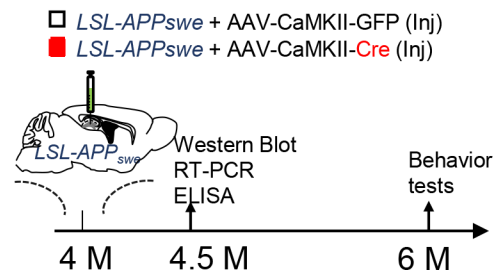**b**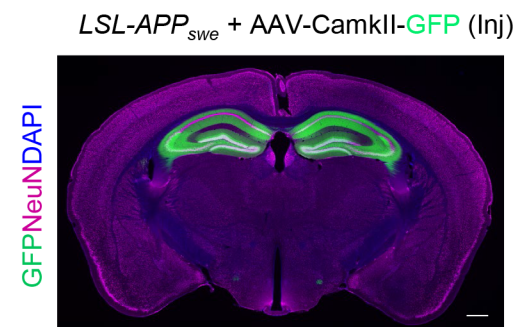**c**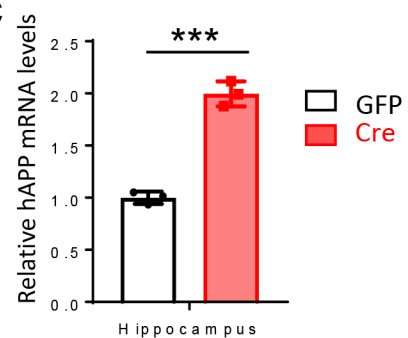**d**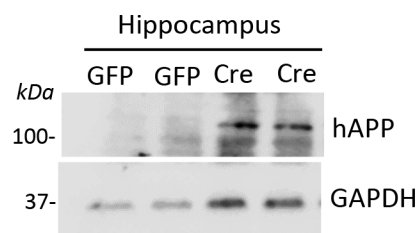**e**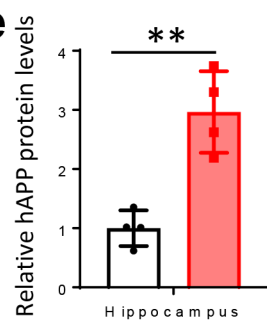**f**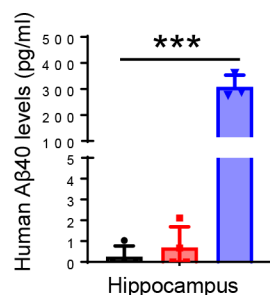**g**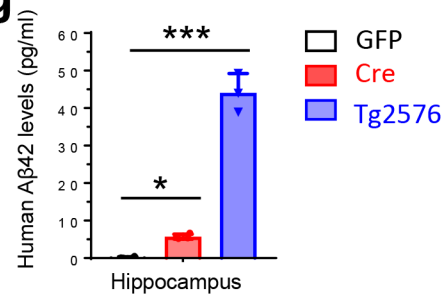**h**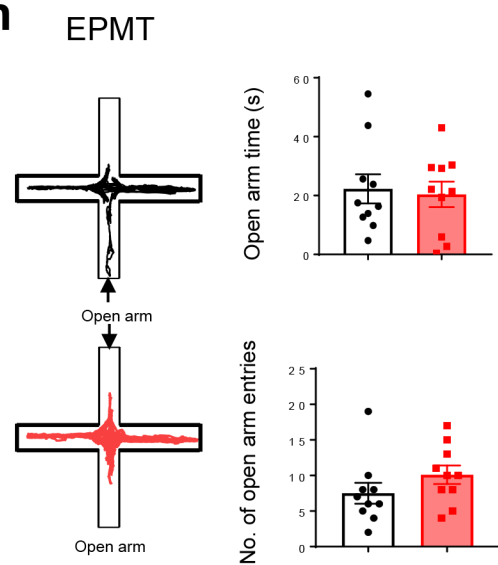**i**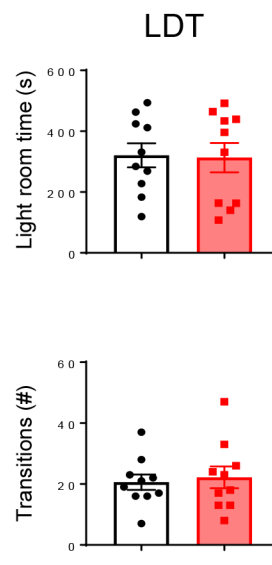**j**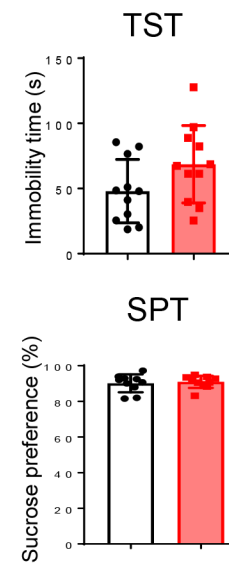**k**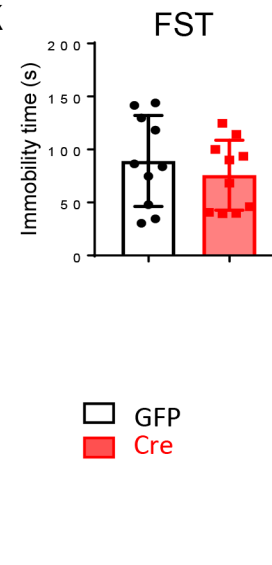**l**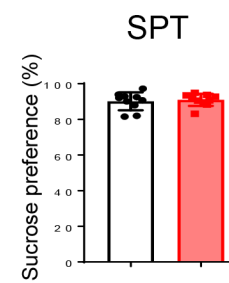

**Supplementary Fig. 8: A slight increase of A $\beta$ <sub>42</sub>, but undetectable anxiety- and depression-like behaviors in *LSL-APP<sub>swe</sub>* mice injected with AAV-CamkII-Cre into their dorsal DGs.**

**(a)** Schematic diagram of experimental design for western blot, RT-PCR, Elisa assay (2 week after injection) and behavioral tests (2 month after injection) in *LSL-APP<sub>swe</sub>* mice injected with AAV9-CamkII-GFP (as a control) or AAV9-CamkII-Cre. **(b)** Representative image of GFP expression in DG neurons in *LSL-APP<sub>swe</sub>* mice injected with AAV9-CamkII-GFP. Scale bar, 200 $\mu$ m. **(c)** Real-time PCR (RT-PCR) analysis of relative *hAPP* gene expression in hippocampus of indicated groups. \*\*\* $p < 0.001$ .  $n=3$ , Mann-Whitney U test. **(d)** Western blot analysis of hAPP expression in hippocampus from *LSL-APP<sub>swe</sub>* mice injected with AAV-CamkII-GFP or AAV-CamkII-Cre, GAPDH was used as a loading control. **(e)** Quantification analysis of the data in **d**, \*\* $p < 0.01$ .  $n=4$ , student's t test. **(f-g)** Measurement of human A $\beta$ <sub>40</sub> and A $\beta$ <sub>42</sub> levels in hippocampus (300 $\mu$ g in total protein) of *LSL-APP<sub>swe</sub>* mice injected with AAV9-CamkII-GFP or AAV9-CamkII-Cre or Tg2576 mice by Elisa assay. \* $p < 0.05$ , \*\*\* $p < 0.001$ ,  $n=3$ , one-way ANOVA followed by Tukey post hoc test. **(h)** EPMT: Representative tracing images and quantifications of the open arm duration time and entries,  $n=10$  mice. **(i)** LDT: Quantifications of the time spent in the light room and the number of transitions into the light room,  $n=10$ . **(j)** TST, **(k)** FST, and **(l)** SPT quantification analyses. All data were presented as mean  $\pm$  SD, and no significant difference was detected in **h-l** by student's t test.

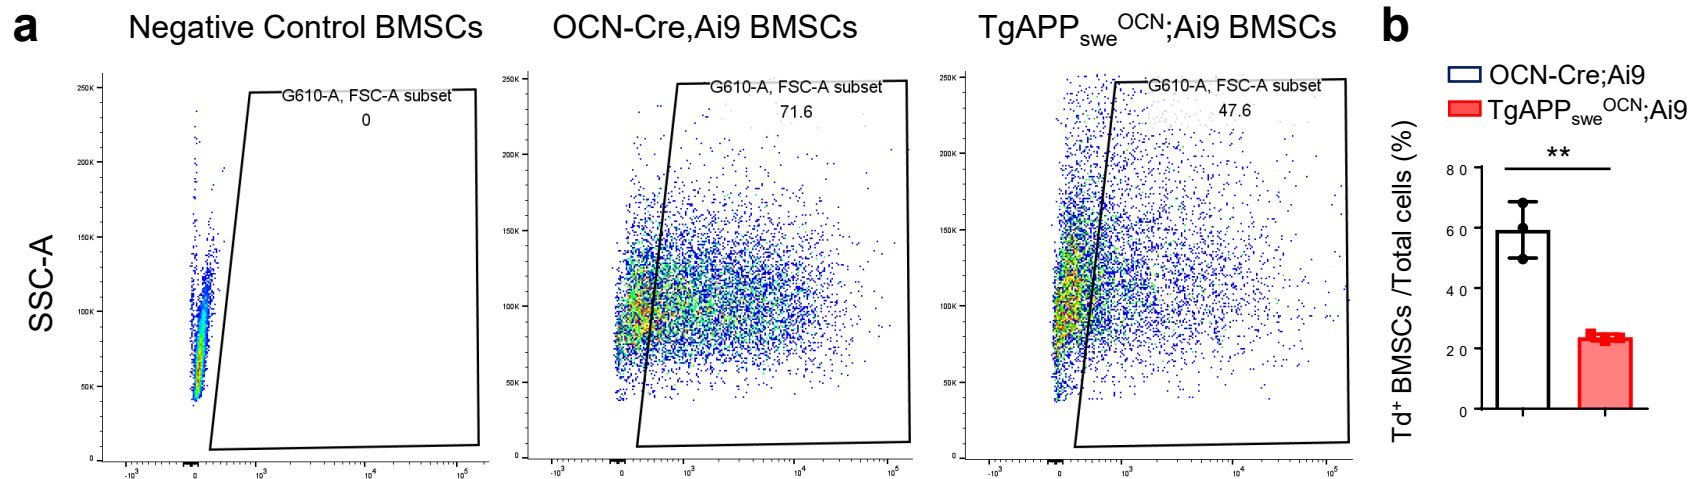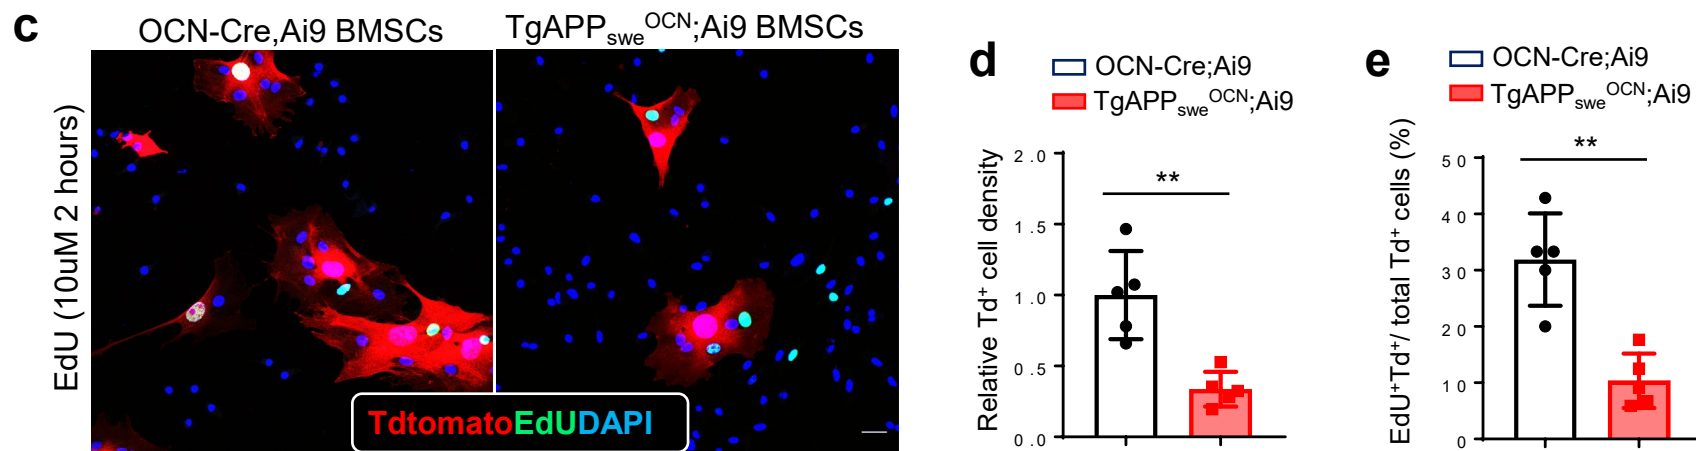

**Supplementary Fig. 9: Decreased proliferation in 6-MO  $TgAPP_{swe}^{OCN}$  OB progenitors.**

**(a-b)** FACS analysis of Tdtomato<sup>+</sup> (Td<sup>+</sup>) cells in cultured OB progenitors from 6-MO *OCN-Cre; Ai9*, and *TgAPP<sub>swe</sub><sup>OCN</sup>; Ai9* mice (6-MO). Representative FACS data were shown in **a**. The quantification analysis was presented in **b**. (Mean  $\pm$  SD,  $n = 3$  from 3 different cultures or mice.  $**P < 0.01$ ). **(c-e)** Reductions in OB-progenitor cell proliferation in *TgAPP<sub>swe</sub><sup>OCN</sup>* BMSC culture. BMSCs were incubated with EdU (10  $\mu$ M, 2 h) and then subjected to EdU kit staining. **c**, Representative images, Scale bar, 20  $\mu$ m. **d-e**, Td<sup>+</sup> cell density (**d**) and EdU<sup>+</sup> Td<sup>+</sup> cells over total Td<sup>+</sup> cells(**e**) were quantified (mean  $\pm$  SD,  $n = 5$  from 5 different cultures or mice),  $**p < 0.01$ , by student's t test.

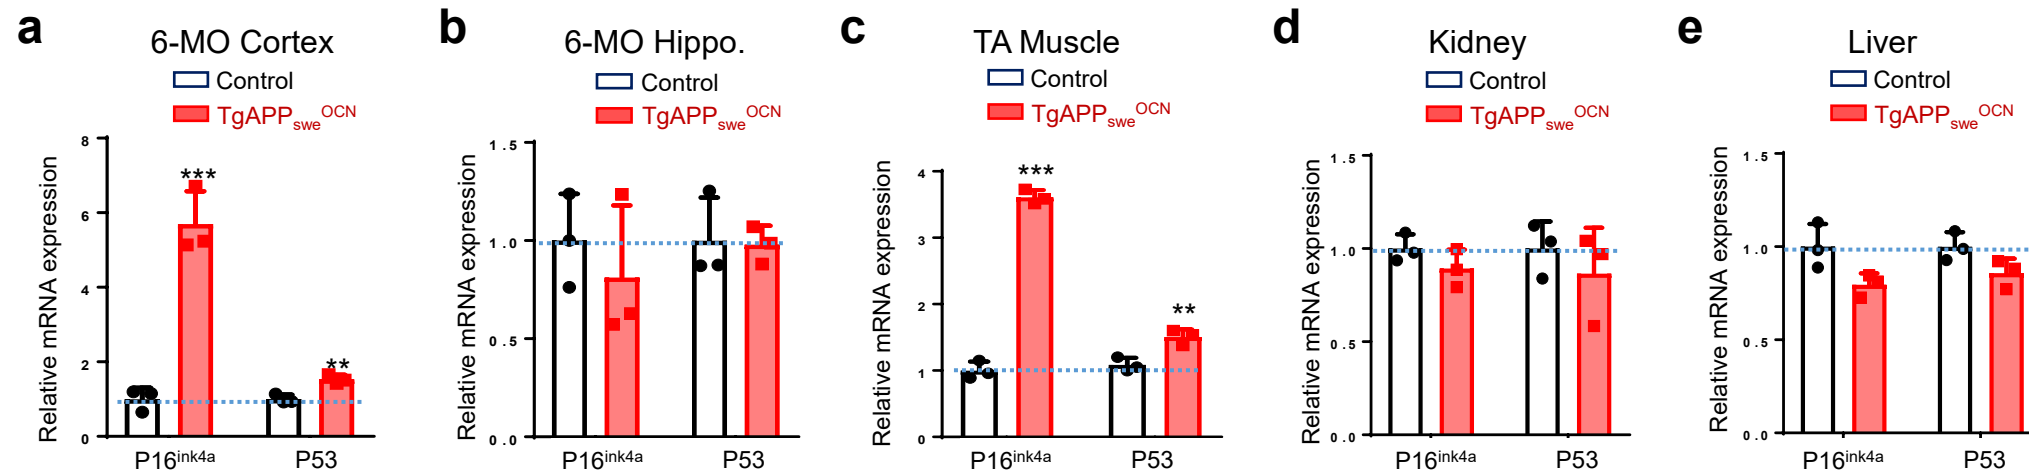

**Supplementary Fig. 10: Increased cellular senescence marker, P16<sup>Ink4a</sup> and P53, in muscle and cortex of 6-MO *TgAPP<sub>swe</sub><sup>OCN</sup>* mice.**

**(a-e)** RT-PCR analysis of P16<sup>Ink4a</sup>, P53 gene expression in the cortex(**a**), hippocampus (**b**), the TA (tibialis anterior) muscle(**c**), kidney (**d**) and liver (**e**) of 6-MO control (LSL-APP<sub>swe</sub>) and *TgAPP<sub>swe</sub><sup>OCN</sup>* mice. \*\*p<0.01, \*\*\*p < 0.001, n=3, Mann-Whitney U test.

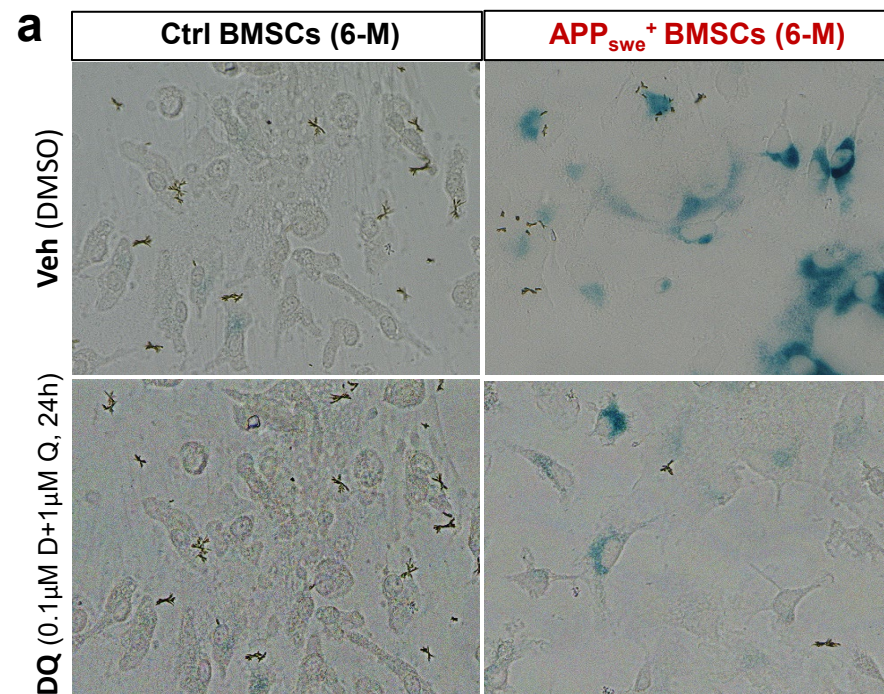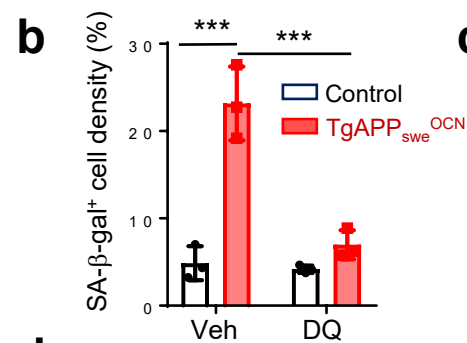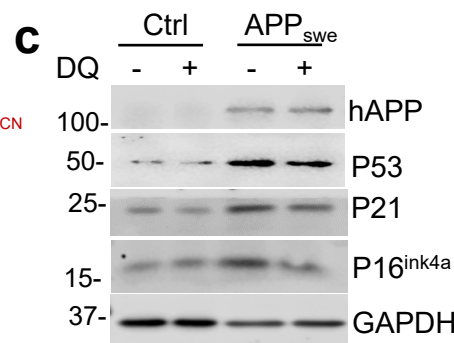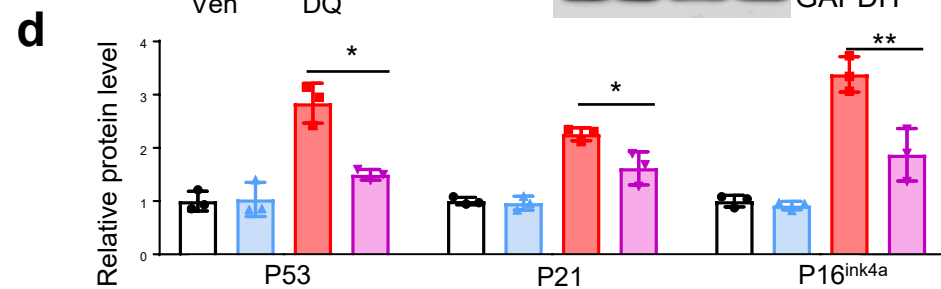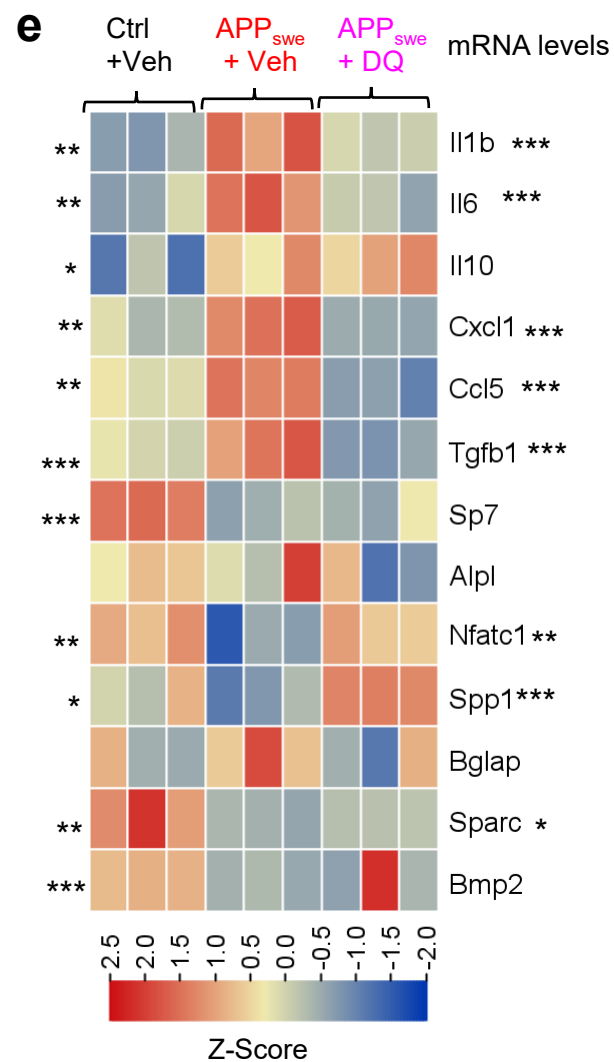

**Supplementary Fig. 11: Abolished increases of cellular senescence in 6-MO  $TgAPP_{swe}^{OCN}$  BMSCs by treatment with senescence inhibitors, D + Q.**

**(a)** SA- $\beta$ -gal staining of 6-MO control and  $TgAPP_{swe}^{OCN}$  BMSCs *with* vehicle (Veh-DMSO) treatment and 0.1  $\mu$ M Dasatinib(D) + 1  $\mu$ M Quercetin (Q) treatment respectively, scale bar, 20  $\mu$ m. **(b)** Quantification of SA- $\beta$ -gal<sup>+</sup> cell densities in **a** (mean  $\pm$  SD; n=3). **(c)** Western blot analysis of indicated protein expression in BMSCs from 6-MO control and  $TgAPP_{swe}^{OCN}$  with Veh or DQ treatment. **(d)** Quantification analyses of the data in **c**, \*p<0.05, n=3. **(e)** RT-PCR analysis of the indicated gene expression in control BMSCs with Veh treatment,  $TgAPP_{swe}^{OCN}$  BMSCs with Veh or DQ treatment. Left significance analyses were from comparison between control BMSCs with Veh treatment and  $TgAPP_{swe}^{OCN}$  BMSCs with Veh treatment. Right significance analyses were from comparison between  $TgAPP_{swe}^{OCN}$  BMSCs with Veh and  $TgAPP_{swe}^{OCN}$  with DQ treatment. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001. n=3, and data are presented as heatmap. Two-way analysis of variance test was used in **b** and **d**; one-way ANOVA followed by Tukey post hoc test was used in **e**. Data in **b** and **d** were shown as mean  $\pm$  SD.

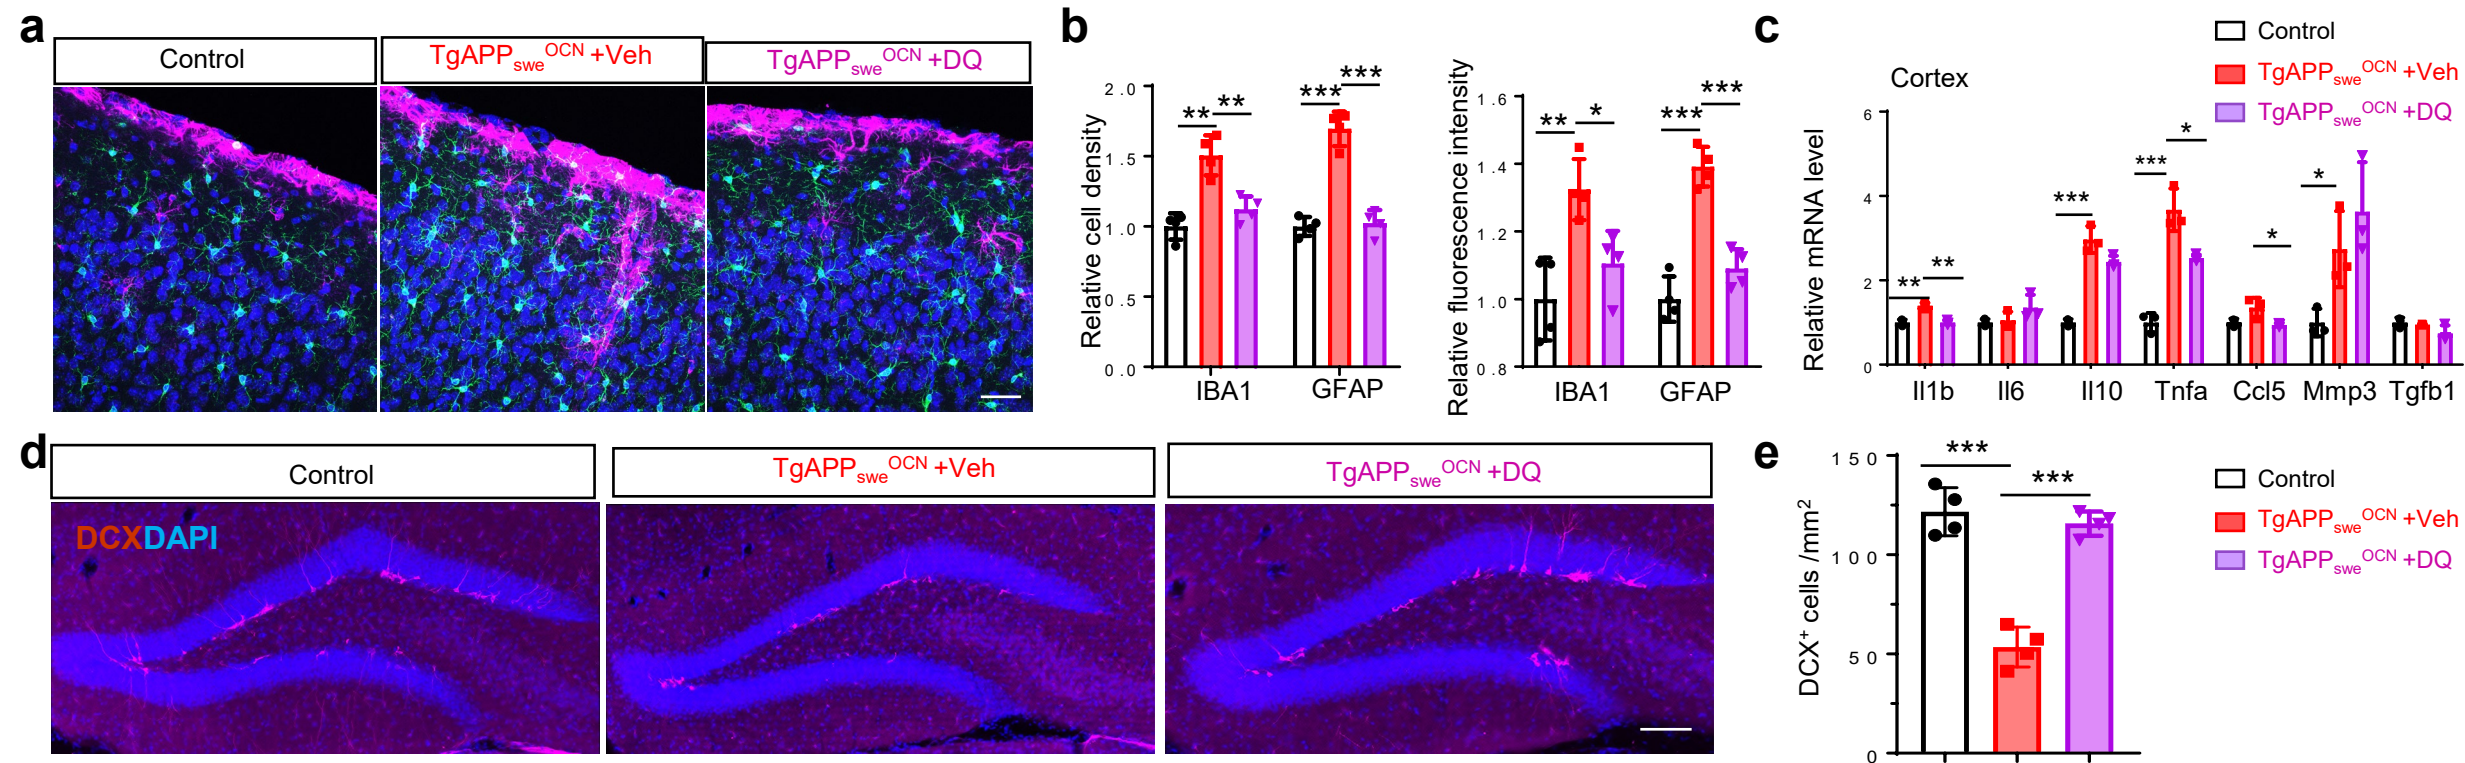

**Supplementary Fig. 12: Attenuated gliosis and neurogenesis deficit in  $TgAPP_{swe}^{OCN}$  mice treated with senescence inhibitor.**

**(a)** Representative images of cortical brain sections from 6.5-MO control ( $LSL-APP_{swe}$ ) and  $TgAPP_{swe}^{OCN}$  with Veh or DQ treatments coimmunostained with IBA1 (green), GFAP (magenta), and DAPI (blue). Scale bar, 20 $\mu$ m. **(b)** Quantification analyses of the GFAP and IBA1 fluorescence intensity and cell densities of data in **a**. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .  $n = 4$ . **(c)** RT-PCR analysis of indicated gene expression in the cortex of 6.5-MO control and  $TgAPP_{swe}^{OCN}$  mice with Veh or DQ treatments. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ,  $n = 3$  mice in each group. **(d)** Representative images of dorsal DG from 6.5-MO control and  $TgAPP_{swe}^{OCN}$  mice coimmunostained with DCX (magenta) and DAPI (blue). Scale bar, 100 $\mu$ m. **(e)** Quantification analyses of DCX<sup>+</sup> cell densities in dorsal DG of data in **d**,  $n = 4$ , \*\*\* $P < 0.001$ . All the data were presented as mean  $\pm$  SD, and one-way ANOVA followed by Tukey post hoc test.

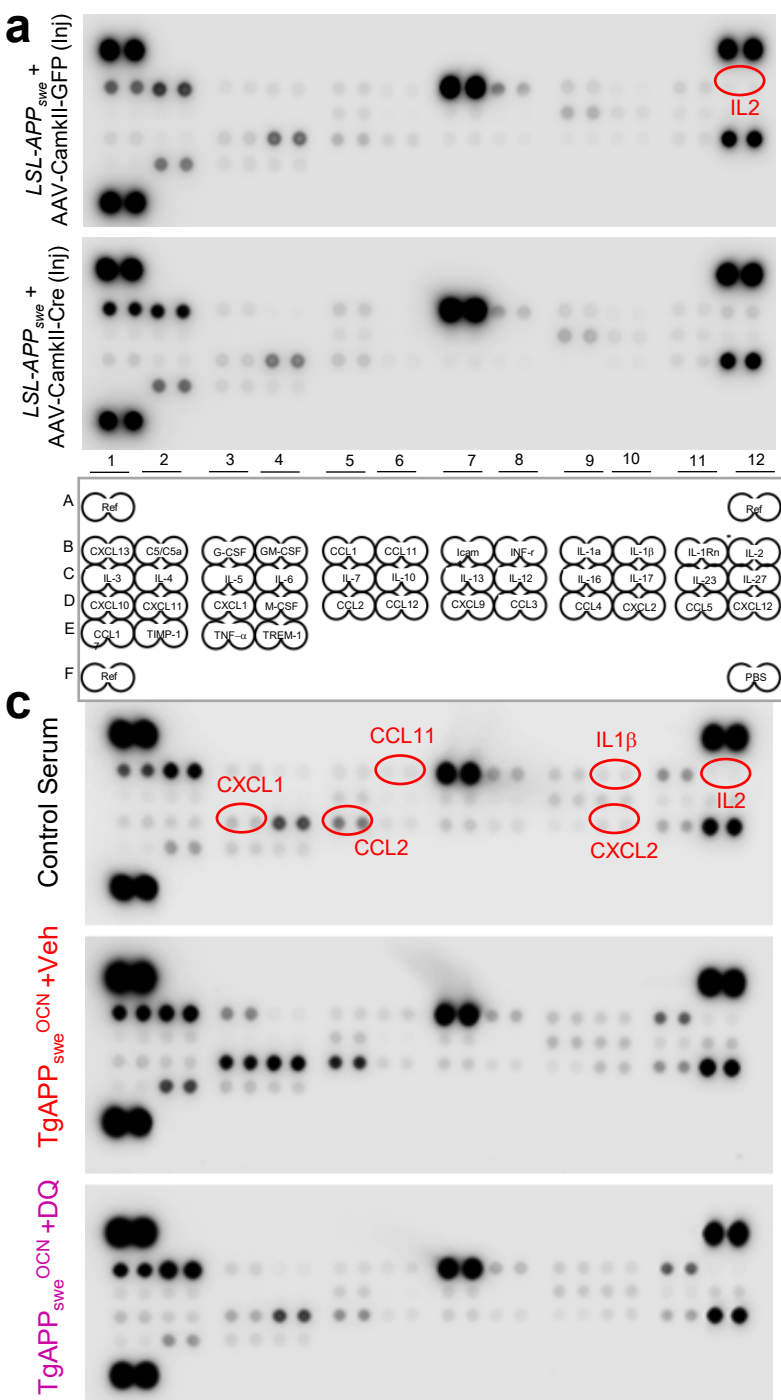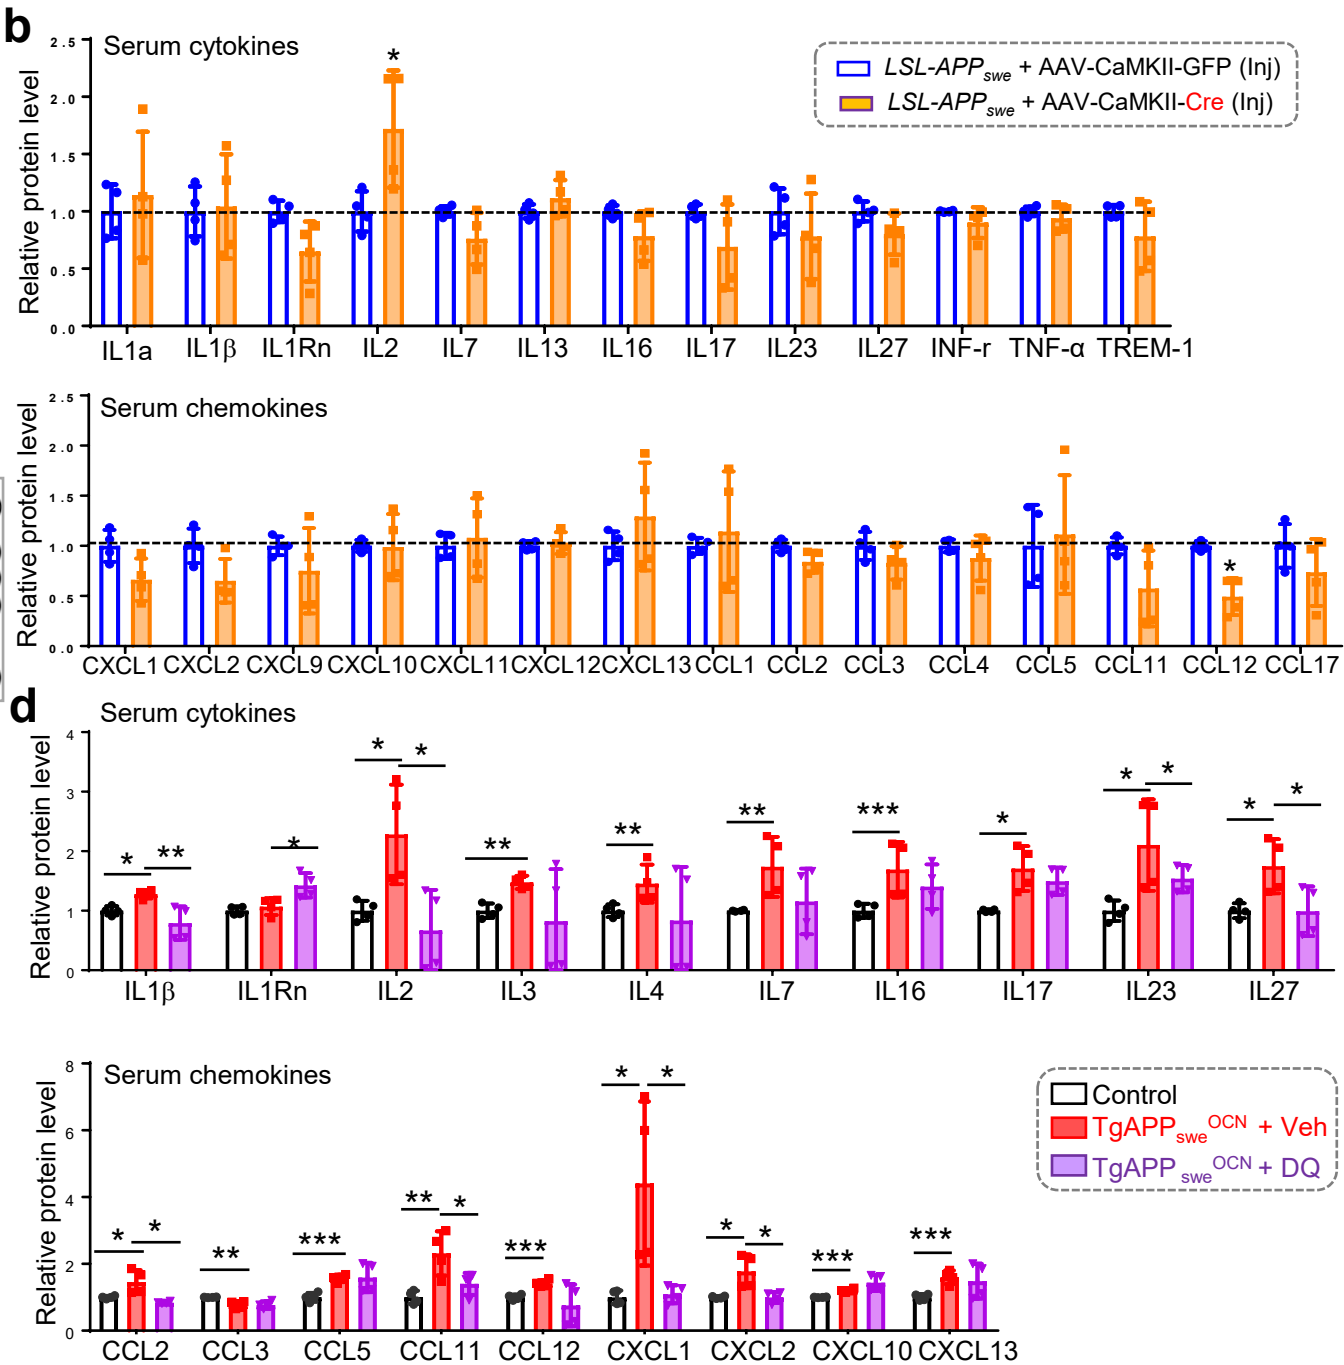

**Supplementary Fig. 13: Attenuated SASPs in  $TgAPP_{swe}^{OCN}$  mice treated with senescence inhibitors.**

**(a)** Proteome profile of Mouse Cytokine Array of  $LSL-APP_{swe}$  mice injected with AAV9-CamkII-GFP or AAV9-CamkII-Cre serum. **(b)** Quantification analyses of the data in **a**, \* $p < 0.05$ ,  $n = 4$ . **(c)** Proteome profile of Mouse Cytokine Array of 6.5-MO control and  $TgAPP_{swe}^{OCN}$  mouse (male) serum with Veh or DQ treatments. **(d)** Quantification analyses of the data in **c**, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .  $n = 4$ . The values were presented as mean  $\pm$  SD. One-way ANOVA followed by Tukey post hoc test.

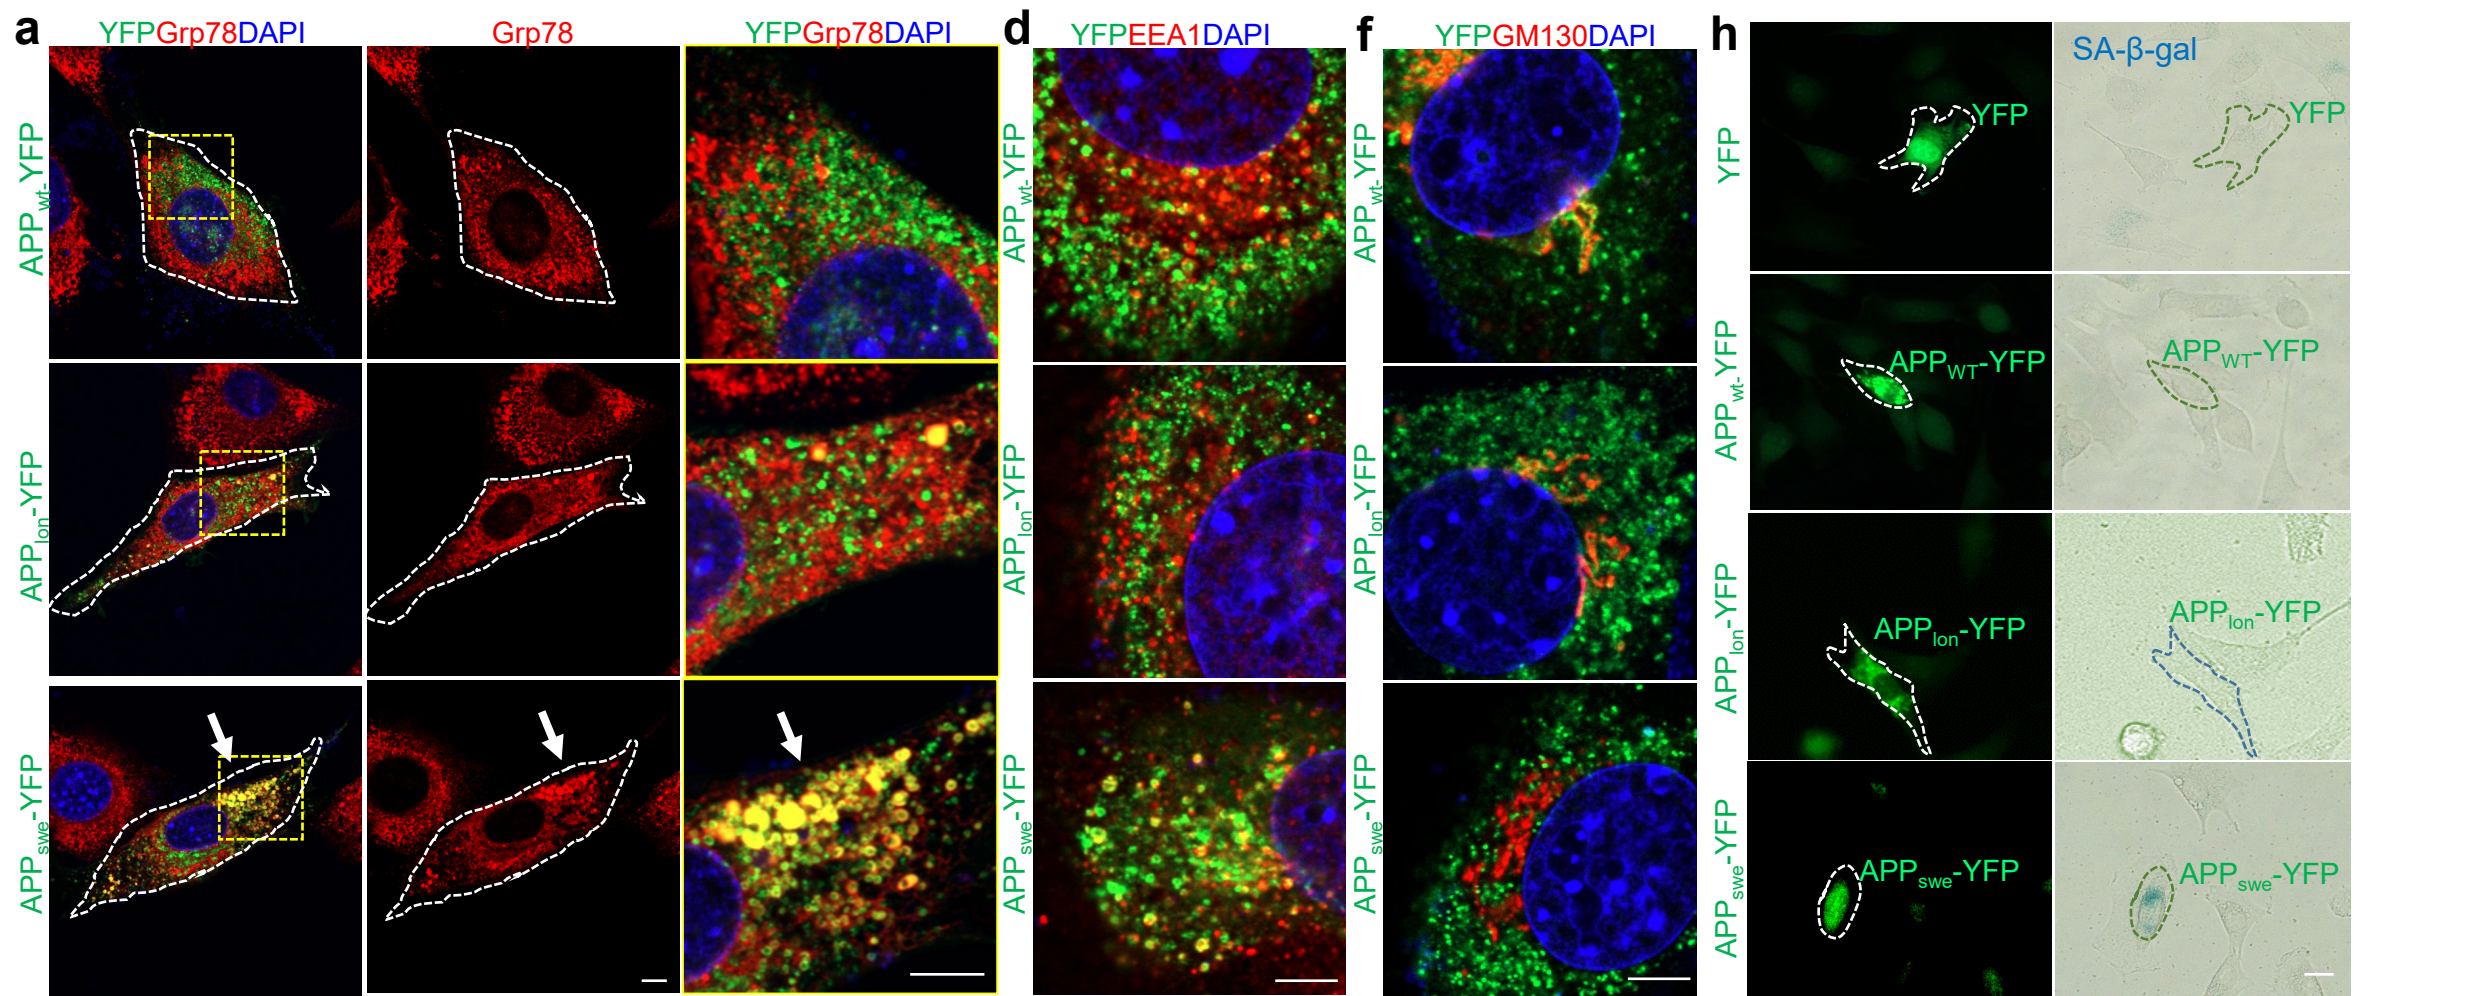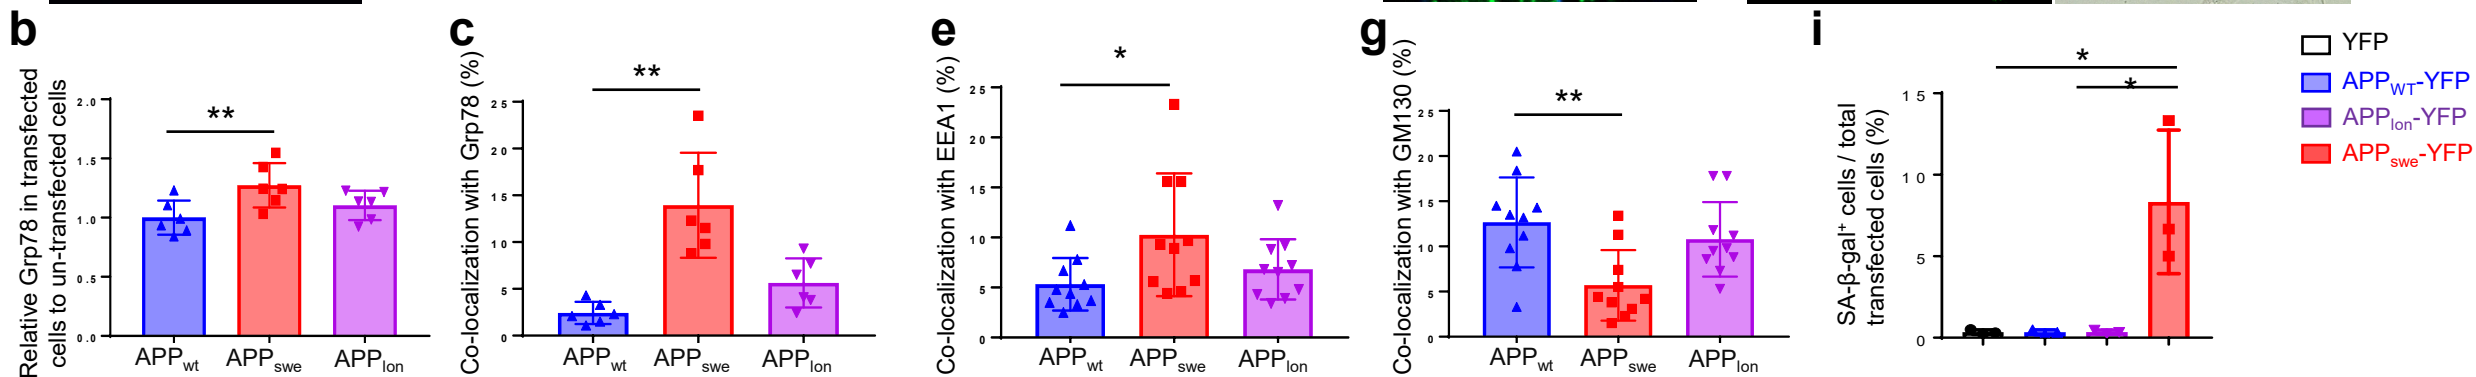

**Supplementary Fig. 14: Increased SA-β-gal staining in MC3T3 cells (an OB cell line) expressing APP<sub>swe</sub>-YFP, but not APP<sub>WT</sub>-YFP or APP<sub>lon</sub>-YFP.**

**(a)** Representative images of MC3T3 cells transfected with APP<sub>wt</sub>-YFP, APP<sub>swe</sub>-YFP and APP<sub>lon</sub>-YFP plasmids coimmunostained with Grp78(red) and DAPI (blue). Scale bar, 5μm. **(b-c)** Quantification analyses of relative Grp78 fluorescence intensity in transfected cells to un-transfected cells (fold over APP<sub>wt</sub>) **(b)** and percentage of YFP co-localization with Grp78 in total YFP**(c)**, \*\*p<0.01. **(d)** Representative images of MC3T3 cells transfected with APP<sub>wt</sub>-YFP, APP<sub>swe</sub>-YFP and APP<sub>lon</sub>-YFP plasmids coimmunostained with EEA1(red) and DAPI (blue). Scale bar, 5μm. **(e)** Quantification analyses of percentage of YFP co-localization with EEA1 in total YFP, \*p<0.05. **(f)** Representative images of MC3T3 cells transfected with APP<sub>wt</sub>-YFP, APP<sub>swe</sub>-YFP and APP<sub>lon</sub>-YFP plasmids coimmunostained with GM130(red) and DAPI (blue). Scale bar, 5μm. **(g)** Quantification analyses of percentage of YFP co-localization with GM130 in total YFP, \*\*p<0.01. **(h)** SA-β-gal staining of MC3T3 cells transfected with YFP, APP<sub>swe</sub>-YFP, APP<sub>WT</sub>-YFP and APP<sub>lon</sub>-YFP plasmids. Scale bar, 20μm. **(i)** Quantification of SA-β-gal<sup>+</sup> cell densities of data in **h** (n=3). \*p<0.05. All the data were presented as mean ± SD, and one-way ANOVA followed by Tukey post hoc test.

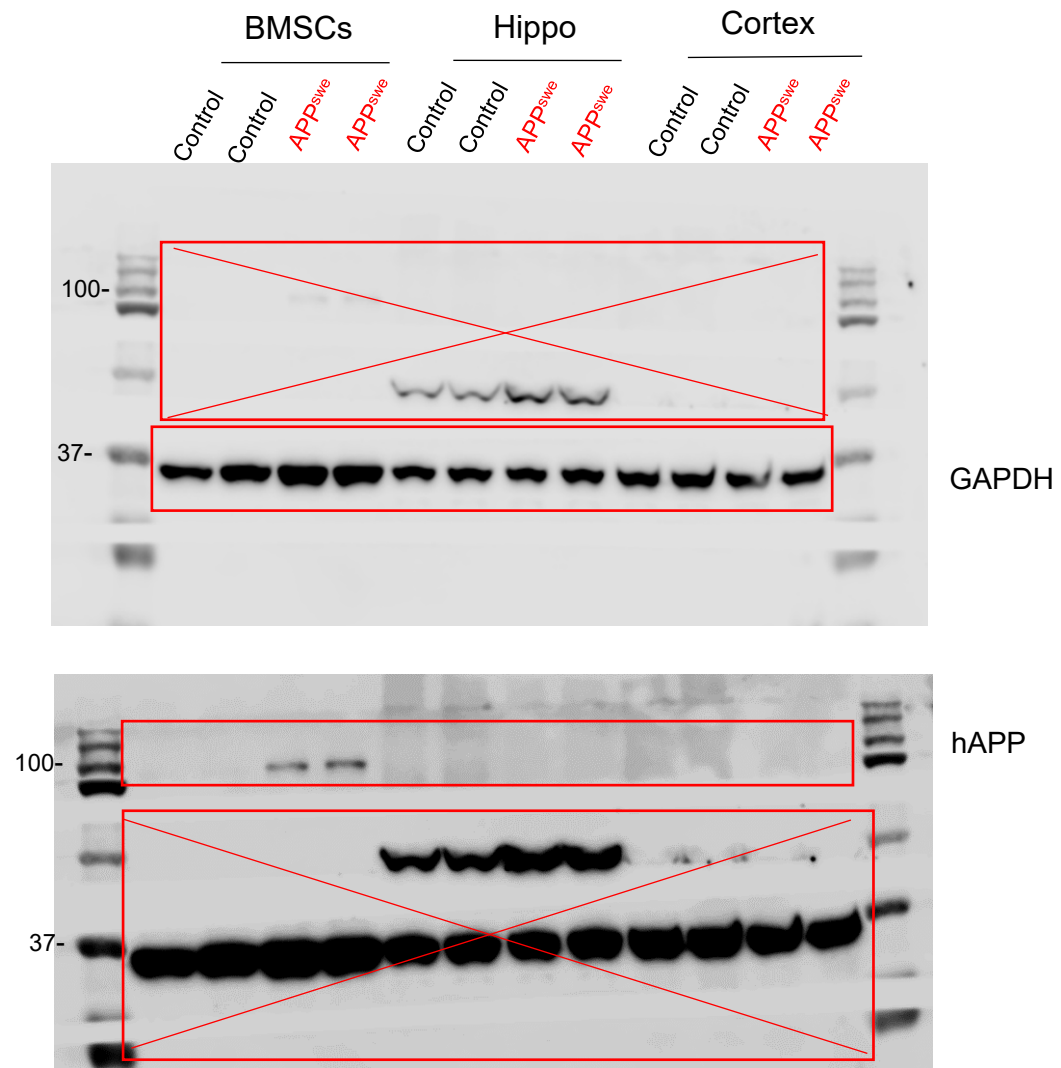

**Supplementary Fig. 15:** Uncropped blots referring to Fig. 1b.

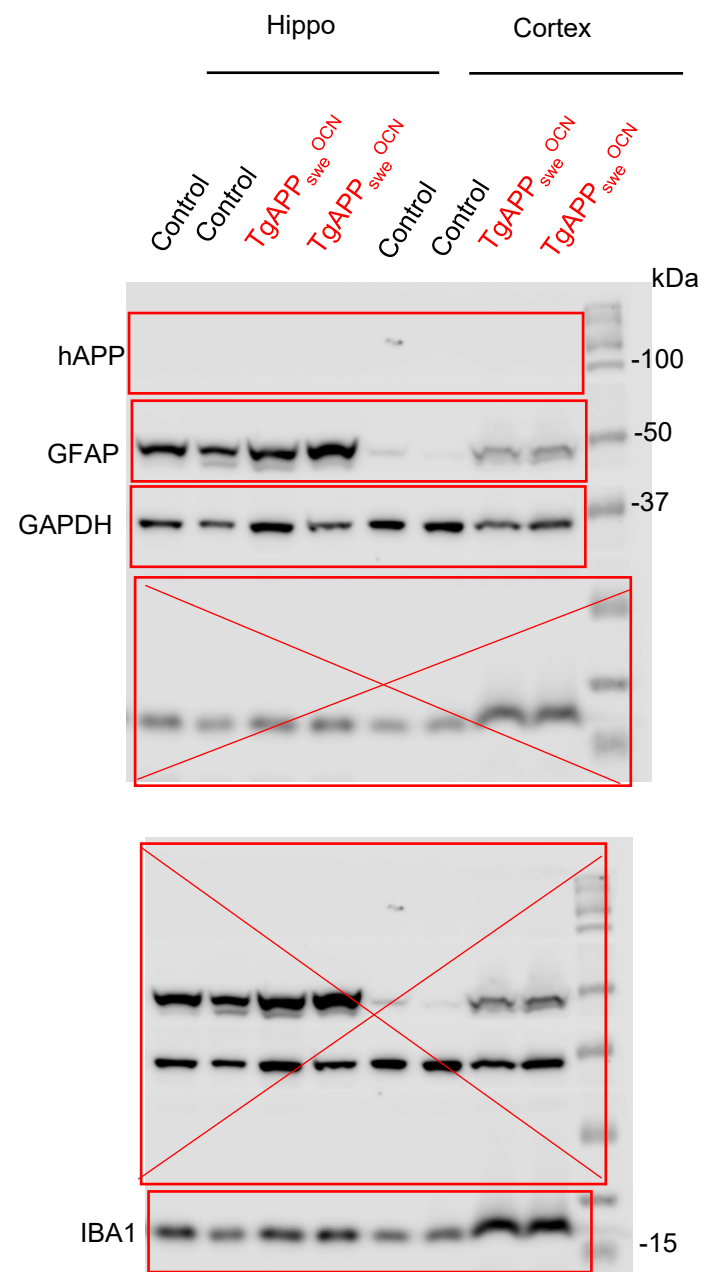

**Supplementary Fig. 16:** Uncropped blots referring to Fig. 2e.

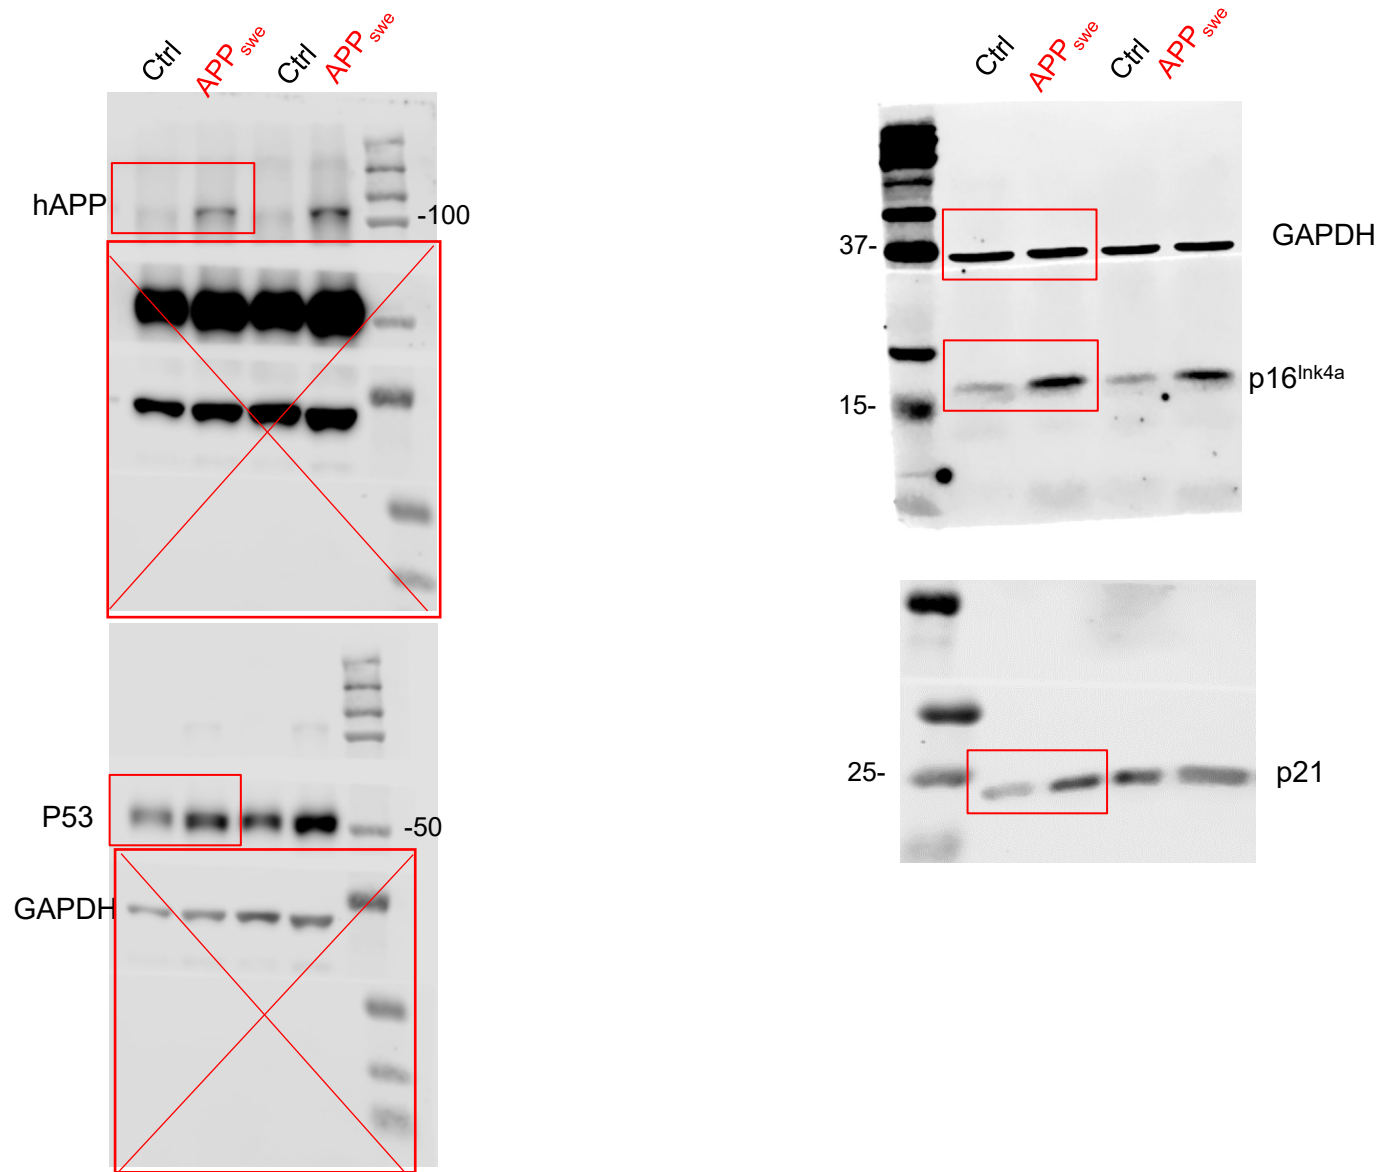

**Supplementary Fig. 17:** Uncropped blots referring to Fig. 6c.

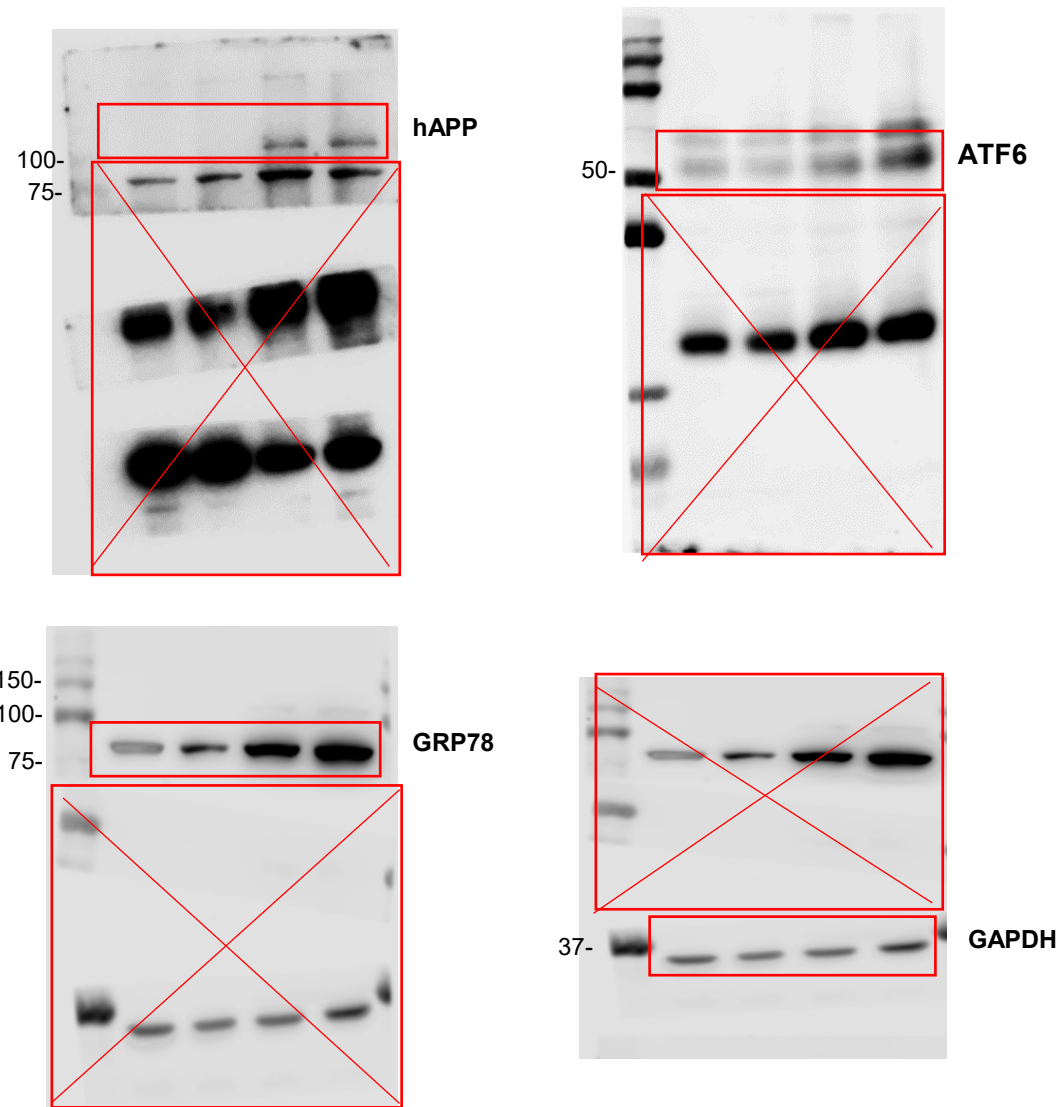

**Supplementary Fig. 18:** Uncropped blots referring to Fig. 9c.

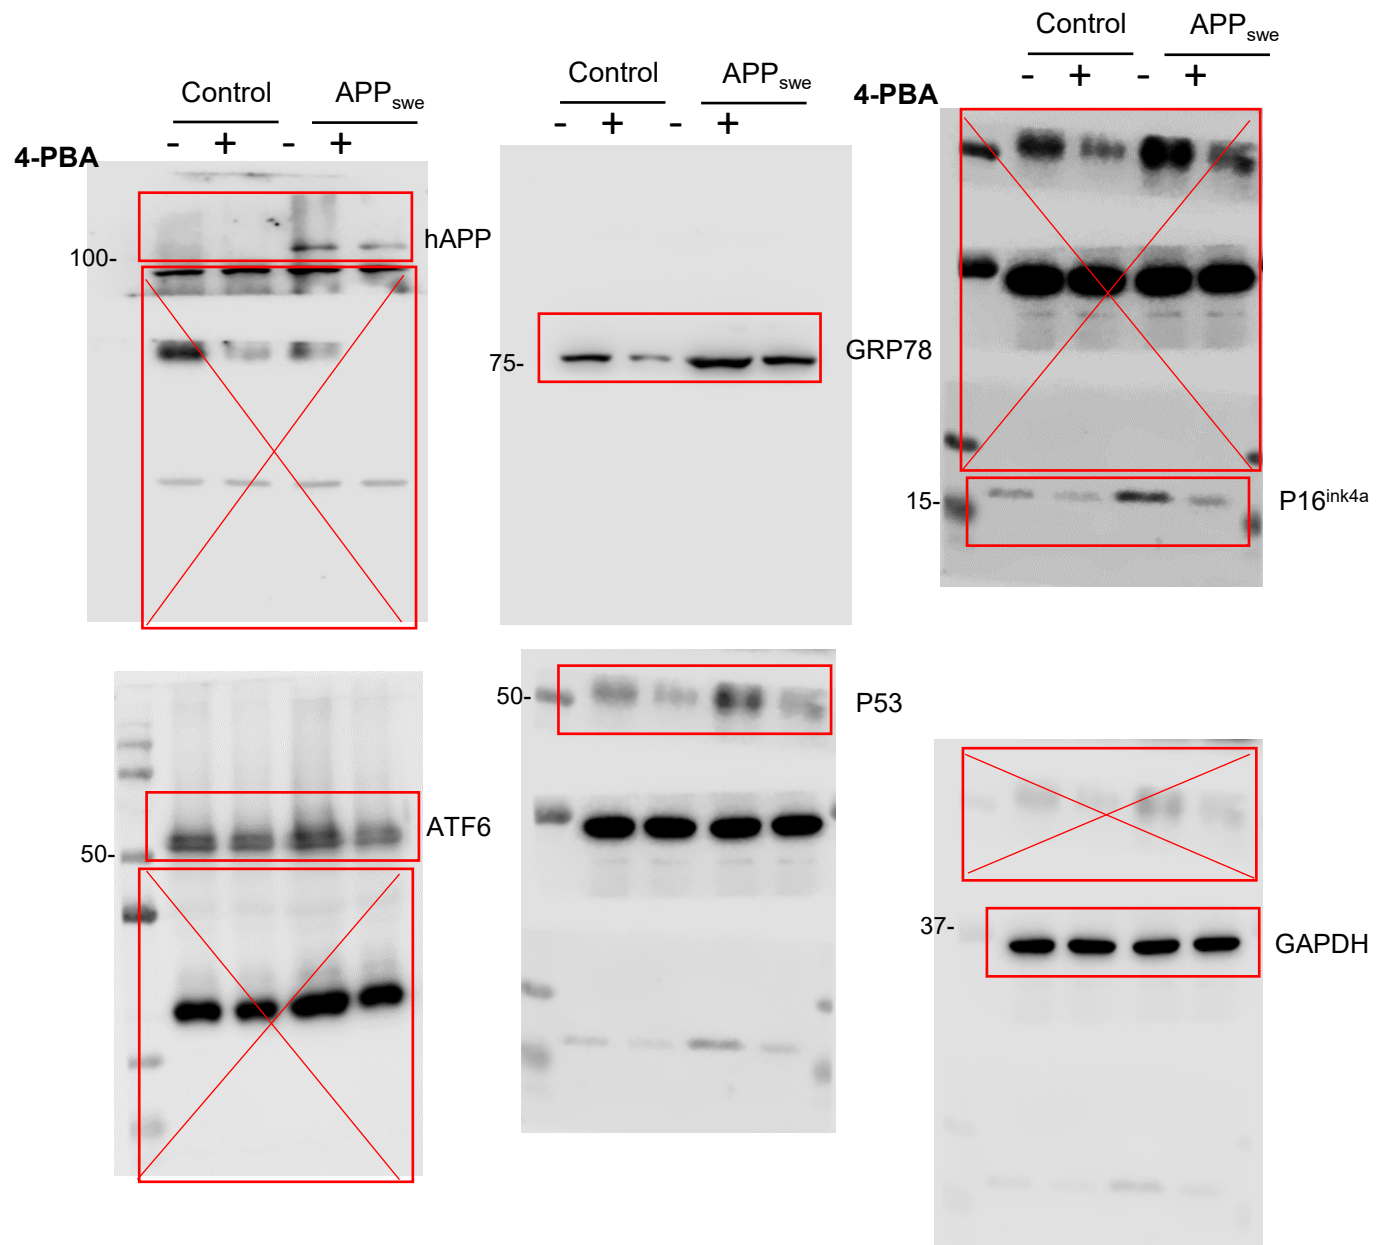

**Supplementary Fig. 19:** Uncropped blots referring to Fig. 9e.

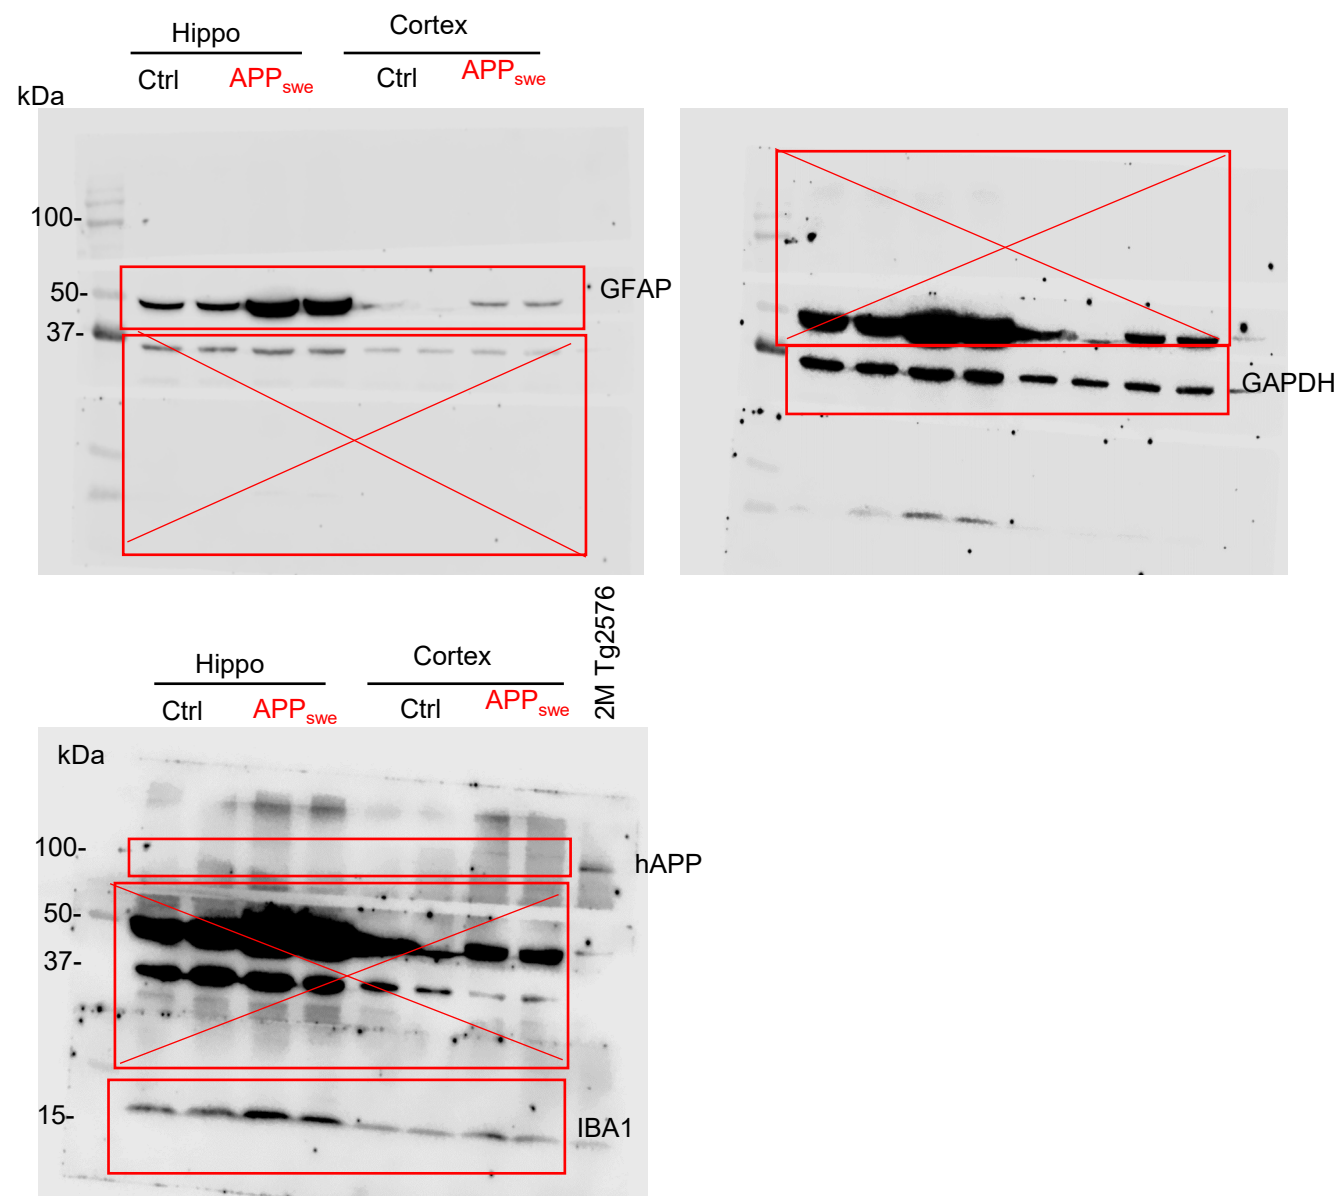

**Supplementary Fig. 20:** Uncropped blots referring to Supplementary Fig. 5e.

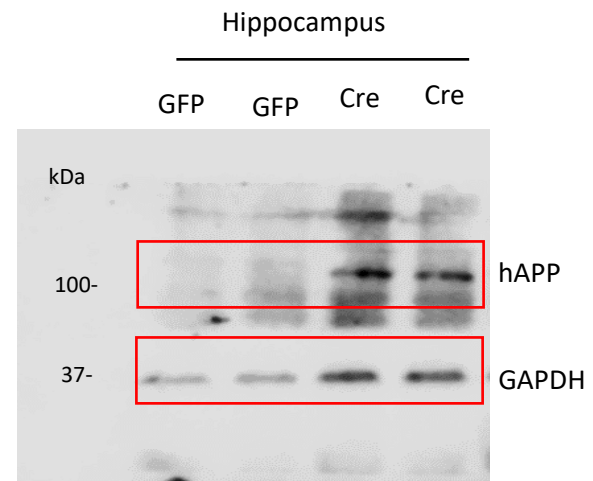

**Supplementary Fig. 21:** Uncropped blots referring to Supplementary Fig. 8d.

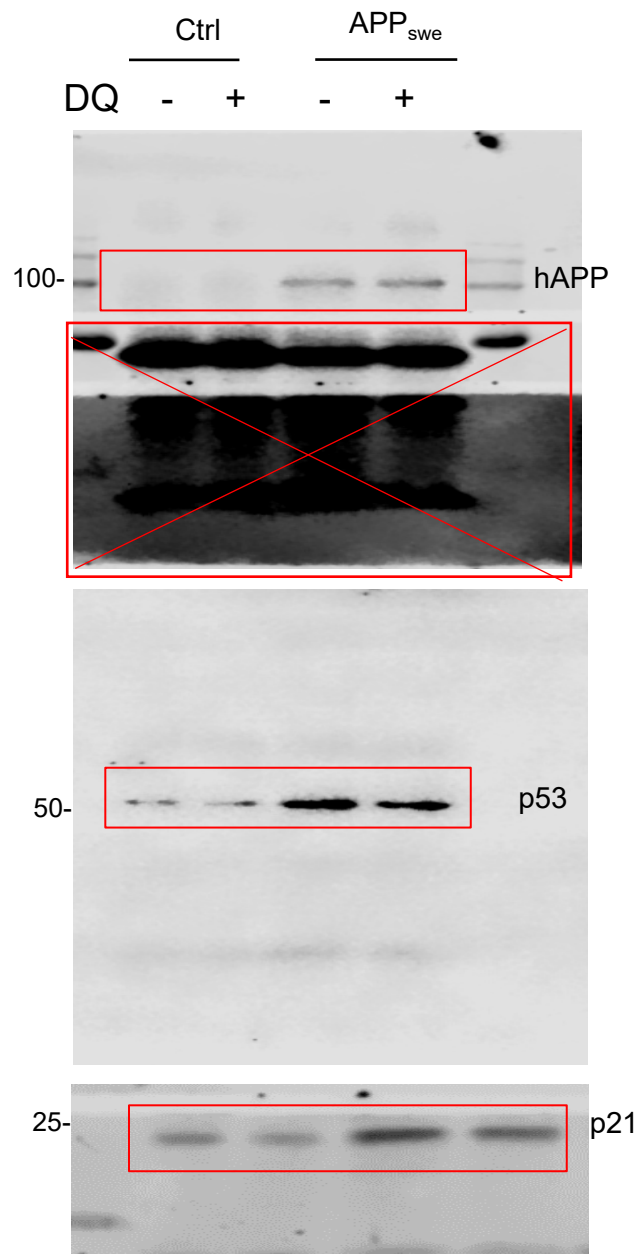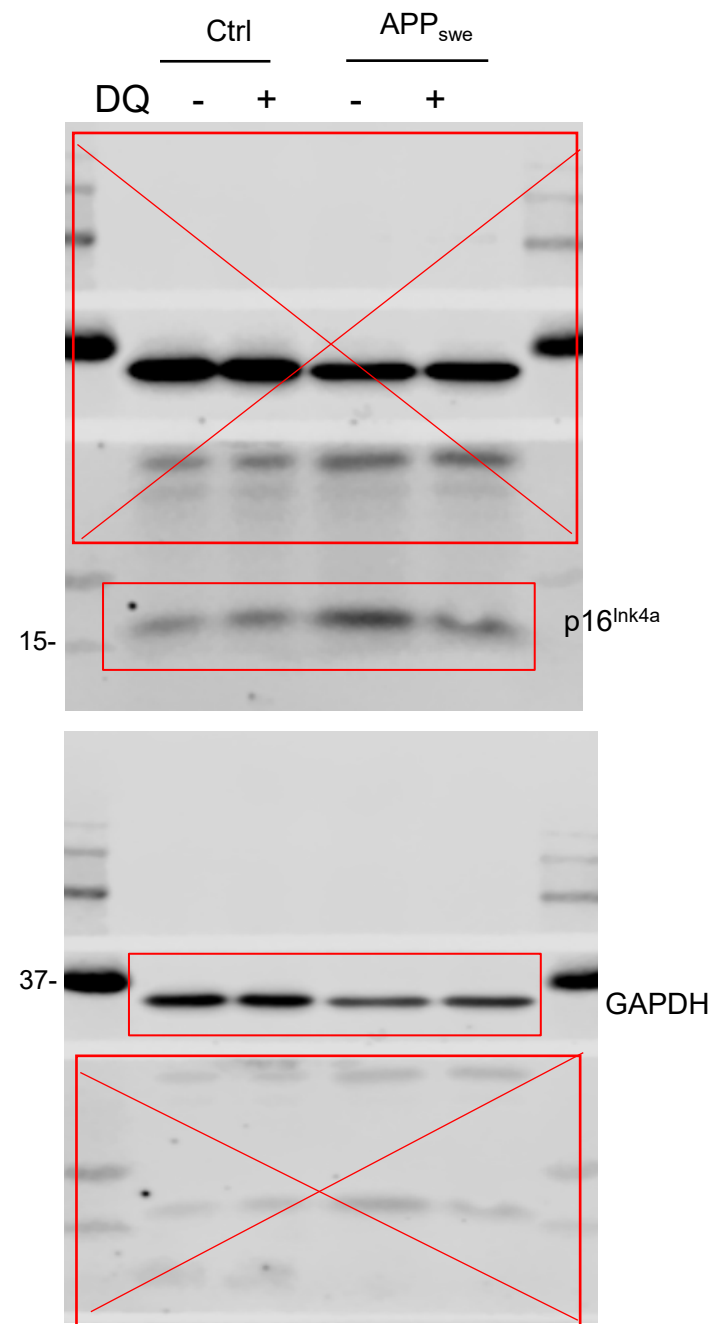

**Supplementary Fig. 22:** Uncropped blots referring to Supplementary Fig. 11c.

# Supplementary material for: Osteoblastic Swedish mutant APP expedites brain deficits by inducing endoplasmic reticulum stress-driven senescence
**Source:** Commun Biol. 2021 Nov 25;4:1326. doi: 10.1038/s42003-021-02843-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Source data underlying Figs. 1-9.

# Supplementary material for: Osteoblastic Swedish mutant APP expedites brain deficits by inducing endoplasmic reticulum stress-driven senescence
**Source:** Commun Biol. 2021 Nov 25;4:1326. doi: 10.1038/s42003-021-02843-2
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

- |                 |                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All images raw data were collected by image J software, Deseq2 and PossionDis algorithms were used to detect differential expression genes for RNA-seq. |
| Data analysis   | Graphs were generated by GraphPad 7.0, RNA-Seq data analysis by R version 4.0                                                                           |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

We declare that all data supporting the findings of this study are available within the article and its source data, RNA-seq data are included in source data file

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We used Power analysis to decide the sample size, If we have two different samples test statistics = $Z_a$ and $Z_b$ with a significance level of $\alpha = .05$ and standard deviation = $d$ and standard error = $s$ . We calculate sample size, $n$ , as:<br>$n = (s^2 (Z_a + Z_b)^2) / d^2$ |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                           |
| Replication     | All experiments were repeated multiple times (at least 3) and the results were found to be reproducible                                                                                                                                                                                         |
| Randomization   | Animals were randomized into the treatment groups                                                                                                                                                                                                                                               |
| Blinding        | Blinding was used in Animal behavior tests                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-hAPP (6E10, 803001, mouse) and anti-6E10(Alexa Fluor® 647 anti-β-Amyloid, 1-16 Antibody, cat#803021) from biolegend (San Diego, California, USA); Anti-Amyloid Fibrils OC antibody (AB2286, rabbit) from EMD Millipore(Temecula, California, USA); Anti-DCX (SC-8066, goat) from Santa Cruz Biotech (Santa Cruz, California, USA); Anti-Ctip2 (ab18465, Rat), anti-IBA1 (ab178846, rabbit and ab5076, goat), anti-P16ink4a (ab211542, rabbit), and anti-P53 (ab26, mouse) from Abcam (Cambridge, Massachusetts, USA); Anti-S100β (287004, Guinea pig) from Synaptic System (Göttingen, Germany); Anti-Olig2 (p21954, rabbit), anti-GRP78 (PA1-014A, rabbit) and anti-EEA1 (PA1-063A, rabbit) from Invitrogen (Carlsbad, California, USA); Anti-ATF6 (NBP1-40256, mouse) from Novus biologicals (Centennial, CO, USA); anti-GM130 (610822, mouse) from BD biosciences (San Jose, CA, USA) and Anti-P21 (2947S, rabbit), anti-NEUN (12943S, rabbit), anti-GFAP (12389S, rabbit), and anti-GAPDH (97166S, mouse) from cell signaling (Danvers, Massachusetts, USA). Secondary antibodies were purchased from Jackson ImmunoResearch Laboratories (West Grove, Pennsylvania, USA). |
| Validation      | Antibodies were used according to the manufacturers' specifications                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                   |
|-------------------------------------------------------------------|---------------------------------------------------|
| Cell line source(s)                                               | MC3T3 cell line was Mus musculus (mouse) calvaria |
| Authentication                                                    | MC3T3 cell line was purchased from ATCC           |
| Mycoplasma contamination                                          | All cell lines tested negative for mycoplasma     |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | N/A                                               |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                      |
|--------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | The LSL-APPswe mice were generated by our lab, The OCN-Cre mice were kindly provided by Tom Clemens (Johns Hopkins Medical School). Ai9 mice was purchase from the Jackson Laboratory, The Tg2576 mice were purchased from Taconic, Hudson, NY, USA. |
|--------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

5xFAD transgenic mice were obtained from The Jackson Laboratory (MMRRC stock #34 840-JAX). All mouse lines were backcrossed into C57BL/6 background and housed in a room with a 12 h light/dark cycle and ad libitum access to water and rodent chow diet (Harlan Tekled S-2335).

Wild animals

Study did not involve wild animals

Field-collected samples

Study did not involve samples collected from the field

Ethics oversight

All experimental procedures on mice were approved by the Institutional Animal Care and Use Committee at Case Western Reserve University (IACUC, 2017–0121), according to the United States National Institutes of Health guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

BMSCs were cultured of 6-MO OCN-Cre; Ai9 and TgAPPsweOCN; Ai9 mice, the attached Bone marrow cells were cultured with the growth medium for 7 days. These cells were then resuspended and plated at 100mm culture dishes, and cultured for another 3 days with the same growth medium. Then cells were detached from culture dishes by Trypsin solution. the detached adherent cells were centrifuged and the pellet cells were washed with 1 ml cold PBS, and finally resuspended in 0.5 ml PBS with 1% FBS for flow cytometry analysis.

Instrument

BD Biosciences Aria

Software

FACSDiva 8.0.1 software (BD)

Cell population abundance

30-80% cells in total cells were collected based on Tdtomato experssion

Gating strategy

Using Wild type BMSCs without Tdtomato-expression as negative control

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

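RNA-seq was measured in tdTomato+ OB progenitors sorted from BMSC cultures of 6-month-old OCN-Cre;Ai9 (control) and TgAPPsweOCN;Ai9 mice, with 3 libraries of each genotype. The authors sequenced the libraries on a DNBSEQ platform, removed rRNA, low-quality and adaptor reads, and mapped the clean reads with HISAT2. The authors deposited estimated counts, of which 13.3% to 14.4% of the genes per library held a fractional value. The authors also deposited FPKM values, rounded to 2 decimals, for the same genes. In a further table the authors deposited a log2 ratio of the genotypes' mean FPKM and a p-value for each of 15656 genes. For all of these genes the deposited log2 ratio equalled log2 of the ratio of mean FPKM, and the deposited p-value equalled that of an equal-variance comparison of FPKM values without adjustment. The methods of the paper name DEseq2, the PossionDis algorithms and Benjamini-Hochberg correction. The table left out 1810 genes with an FPKM of 0 in a whole genotype and 3 genes that shared a symbol. Tables were joined by Entrez identifier, since 24 gene symbols had turned into dates. The paper's text does not name the genome build or the annotation, so no coordinates were used.

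Estimated counts were rounded to whole numbers, although the test was planned on raw counts. They were compared in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM normalization, quasi-likelihood test) in a design of the 2 genotypes without a replicate block. Genes were called with a Benjamini-Hochberg adjusted p at or below 0.05 and a log2 fold change of at least 1 in either direction. With totals of 19340810 to 22037840 estimated counts per library, the smallest level taken as detectable was 3 counts, or 0.136 to 0.155 CPM. The biological coefficient of variation was 9.85%. The first principal component held 84% of the variance. Gene sets were tested with camera in limma 3.58.1 at a preset correlation of 0.01 between genes, on log2 CPM with a prior count of 2. The sets were the 1457 mouse Reactome sets of the fgsea 1.28.0 package, of which 838 had 10 to 500 tested genes. For 8 sets the p was adjusted over those 8. Serum array values and RT-PCR values were taken from the paper and compared by gene symbol, and the array overlap was tested with Fisher's exact test. Tables were prepared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

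The genes named in the text follow a rule. They are every gene the paper names or shows for these data, the genes of its senescence markers, written lists of myeloid, stromal and sex-linked marker genes, and the 5 largest rises and falls. The rises and falls were taken among called genes with at least 10 counts in every library and no overlap between the genotypes. The 5 genes with the largest share of control counts complete the list. Csf3, Cxcl13, Cxcl2, Hgf and Tnfsf12 lie outside the rule and were named after their values were seen. A few genes under the rule are left out of the text and the plots. The pairing of libraries for the replicate block came from the replicate numbers in the sample labels, and the libraries of a pair come from different animals.

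Alternatives were DESeq2 1.42.0, RLE size factors, scaling by library size only, no filter beyond 1 count in any library, and a filter of at least 10 counts in every library. Further alternatives were a replicate block, removal of a trend on gene length (lowess span 0.3) with and without the block, and limma on log2 FPKM with a pseudocount of 1 or 0.1. The others were the per-gene comparison of FPKM values, an unadjusted p, no fold change threshold, camera with an estimated correlation, and leaving out each library in turn. Gene length was inferred from the ratio of counts to FPKM. Marker lists were compared with 10000 random lists of genes matched in expression. The procedure was tested on simulated data with 200 changed genes. There edgeR called 192 of the 199 changed genes it tested in the right direction and 0 unchanged genes. The simulated changes all exceeded the fold change threshold and were drawn without preference of direction. In the deposited data 8129 genes passed the adjusted p. The simulation therefore cannot tell how the normalization or the calls near the threshold behaved there. Databases of secreted proteins and Gene Ontology terms were not used here.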

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

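Of the tests below, the comparison of the myeloid marker list was chosen after its result was seen. Among the genes named by the rule, 11 up-regulated genes are not named or shown by the paper for these data, and each lay above its level in the control libraries. The log2 fold changes were 7.73 for Cd209f, 7.46 for Raver2, 7.31 for Slc13a3, 6.94 for Bcl2a1a, 6.805 for Lcn2 and 6.25 for Lum. They were 2.04 for Aif1, 1.89 for Adgre1, 1.26 for Itgam, 1.22 for Fth1 and 1.11 for Fcer1g. The control libraries held 0, 1 and 0 counts of Lum, all under 3 counts, so Lum was at least 11.6-fold higher in TgAPPsweOCN;Ai9 libraries.

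Reads shared between gene copies were weighed through the estimated counts. Those of 3 genes (Cd209f, Raver2 and Bcl2a1a) were fractional in some library, so for these 3 the rise cannot be told apart from reads shared between copies. With library size only, the median log2 fold change of all tested genes moved from -0.0192 to -0.234. Under it 1 gene, Fcer1g, which lay near the fold change threshold, fell below it with a log2 fold change of 0.90. That restates the shift of all genes, so it cannot tell whether the normalization was shifted by a few abundant genes. Of the 11 genes, 8 were called under every edgeR, DESeq2 and limma alternative and every fit that left out a library. The exceptions were Fcer1g, Fth1 and Lum. Fth1 had an adjusted p of 0.0798 in limma on log2(FPKM + 1) without a filter (1.00), with adjusted p from 2.61e-51 to 0.0798 over its alternatives. Lum had too few counts for the filter of at least 10 counts and a log2 fold change of 0.80 in limma on log2(FPKM + 1).

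Adgre1, Aif1, Fcer1g and Itgam came from the list of myeloid marker genes. Of the 15 genes of that list, 7 were called, these 4 up and Mrc1 (-2.38), Csf1r (-1.49) and Cd68 (-1.26) down. The list as a whole had a median log2 fold change of -0.156, at percentile 1.28 of 10000 matched random lists. Its median FPKM was already 205 to 243 times that of the stromal list in the control libraries. If myeloid cells made up most of the control cells, a larger share could hardly raise the list. A larger share alone would also not raise some genes of the list and lower others. The falls of Mrc1, Csf1r and Cd68 therefore argue against it for these 4 rises. A change in the kind of myeloid cells cannot be ruled out for these 4 genes. APPswe expression is the biological explanation that the design offers for the 11 rises. A variant of one mouse strain against the reference, or an effect at the site of a transgene, was not tested, so genotype remains a hypothesis for these genes.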

How the results depend on the processing

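The alternatives were chosen before the data were examined, except the per-gene tests on FPKM. The one with unadjusted p was prompted by Supplementary Data 1, which holds values of the same libraries. The one with adjusted p was chosen after seeing the data and gave 814 up- and 1630 down-regulated genes. Leaving out each of the 6 libraries in turn gave 1103 to 1150 up- and 1125 to 1262 down-regulated genes. The numbers of genes up-regulated moved past 1.5 times to 593 in limma on log2(FPKM + 1), 589 without a filter on that scale, and 4122 without the fold change threshold. Down-regulated genes moved to 1824 in the per-gene test on FPKM with unadjusted p and to 4007 without the fold change threshold. Up-regulated genes numbered 811 to 1318 under the alternatives other than those 3. Down-regulated genes numbered 845 to 1732 under those other than the per-gene test with unadjusted p and no fold change threshold.

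Scaling moved all genes together. The median log2 fold change of all tested genes was -0.0192 with TMM, -0.234 with library size only, -0.161 in limma on log2(FPKM + 1) and -0.219 in limma on log2(FPKM + 0.1). Relative to these medians, each gene listed next for library size only and for log2(FPKM + 0.1) lay above the median of all genes. For log2(FPKM + 1) with the filter, Ppp1r15a and Col6a1 lay below it. Without the filter the median was -0.0413, and of the genes listed for that scale only Atf4 and Uty lay above it. With library size only, the log2 fold change reversed for Atp6ap2 (-0.13), Cdkn2a (-0.18), Col6a1 (-0.18), Eif2a (-0.13), Gdnf (-0.16), Pdgfra (-0.0601), Ppp1r15a (-0.19), Uty (-0.00501) and Xbp1 (-0.13). In limma on log2(FPKM + 1), with and without a filter, it reversed for Atf4 (-0.012), Atp6ap2 (-0.13), Cdkn2a (-0.16), Col6a1 (-0.20), Eif2a (-0.12), Gdnf (-0.0524), Pdgfra (-0.0478), Ppp1r15a (-0.18), Uty (-0.020) and Xbp1 (-0.14). With a pseudocount of 0.1 it reversed for Atf4 (-0.012), Atp6ap2 (-0.13), Cdkn2a (-0.17), Col6a1 (-0.21), Eif2a (-0.13), Gdnf (-0.18), Pdgfra (-0.0877), Ppp1r15a (-0.19), Uty (-0.021) and Xbp1 (-0.14). Removing the trend on gene length reversed Cdkn2a (-2.8e-05) and Ddx3y (0.00485). With the replicate block added to that, the reversed genes were Cdkn2a (-0.00431), Ddx3y (0.00728) and Kdm5d (0.0107). The replicate block alone reversed Kdm5d (0.00585). Of these reversed genes, Ppp1r15a had adjusted p of 0.00551 to 0.00952 in the settings that reversed it, within 0.00551 to 0.893 over its edgeR, DESeq2 and limma alternatives. Eif2a had 0.0488 in limma on log2(FPKM + 1) with no filter, within 0.0488 to 0.428. The per-gene test on FPKM reversed both as well, with adjusted p of 0.00156 for Ppp1r15a (-0.191) and 0.0445 for Eif2a (-0.128).

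Across the 6 fits that each left out a library, log2 fold changes with a change of sign ran from -0.0687 to 0.158 for Cdkn2a, from -0.16 to 0.21 for Col6a1, and from -0.0981 to 0.0346 for Ddx3y. They ran from -0.25 to 0.28 for Gdnf, from -0.24 to 0.0764 for Glb1, from -0.16 to 0.70 for Ibsp, and from -0.21 to 0.11 for Kdm5d. They ran from -0.37 to 0.0141 for Lyz2, from -0.12 to 0.39 for Pdgfra, and from -0.0747 to 0.24 for Xbp1. Beyond the shift of all genes, the cause was not tested. Of the 113 named genes tested, 79 kept direction and side of the adjusted p threshold under the edgeR, DESeq2 and limma alternatives. Over 1914 values, 24 were weaker, 46 stronger and 64 reversed. The per-gene tests on FPKM are not among these values. With an adjusted p they moved Atf6 to 0.0829 and Psen2 to 0.0754. Adjusted p ran from 0.000483 to 0.19 for Sirt2 and from 0.00234 to 0.117 for Sirt4. Ctnnb1 rose above the threshold when some libraries were left out. Col1a1 and Runx2 passed it in limma on log2(FPKM + 1) with the filter, but not without it. Col1a1 also passed the threshold with library size only, in limma on log2(FPKM + 0.1) and without TgAPPsweOCN replicate 2. Ern1 passed it with the replicate block and with the gene length trend removed, with and without the block. Ern1 did so too without control replicate 3 and without TgAPPsweOCN replicate 1. Among called genes, P4hb (0.81), Hsp90aa1 (0.98) and Fcer1g (0.90) fell below the fold change threshold with library size only and in limma on log2 FPKM. Hspa2 (0.98) and Lum (0.80) did so in limma on log2(FPKM + 1), and P4hb (0.95) without TgAPPsweOCN replicate 1.

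Signaling by Interleukins was no longer past the threshold with at least 10 counts in every library (median log2 fold change 0.244, adjusted p 0.0528) or with an estimated correlation (0.26, adjusted p 0.473). Its adjusted p over the alternatives ran from 0.0106 to 0.473. Cellular Senescence passed the threshold with no filter beyond 1 count (-0.22, adjusted p 0.0397) and in limma on log2(FPKM + 1) with no filter (-0.298, adjusted p 0.0174), within a range from 0.0174 to 0.473. The other 6 sets fixed beforehand stayed above the threshold under each alternative. The median of DNA Replication changed sign, to as low as -0.198 with library size only, that of the Unfolded Protein Response (UPR) reached -0.00142 in limma on log2(FPKM + 0.1), and that of the SASP set 0.00598 without TgAPPsweOCN replicate 3. With an estimated correlation, 0 Reactome sets were raised and 0 lowered, with 27 raised and 6 lowered at an unadjusted p. Lowered sets moved from 38 to 74 in limma on log2(FPKM + 1) with no filter. Leaving out a library gave 122 to 128 raised and 37 to 42 lowered sets. Under every alternative that kept the preset correlation, the same 102 sets were raised and the same 31 lowered. The cause was not tested for these changes of gene sets.

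Raised serum proteins with an up-regulated gene numbered 8 to 15 over the alternatives, with Fisher's exact p from 0.469 to 1. A replicate block had little to remove, since the deviations of same-numbered libraries correlated at 0.034 over 12701 genes. With the block, 1109 up- and 1137 down-regulated genes were shared with the fit without it. Depth limits the results at the low end. Il6, Mmp3 and Cxcl3 dropped out when at least 10 counts in every library were required, and 7 bone mass regulators were below the filter.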

Differences from the paper's values

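With edgeR, 1169 genes were down-regulated against the paper's 1825. Among the alternatives set before the data were examined, those within 1.5 times of the paper's number were library size only (1732), limma on log2(FPKM + 0.1) (1510), the fit without TgAPPsweOCN replicate 2 (1262) and no filter beyond 1 count in any library (1253). DESeq2 (1096), RLE size factors (1149), at least 10 counts in every library (984), the replicate block (1147), removal of the gene length trend (1161, with the block 1148), limma on log2(FPKM + 1) (845, without a filter 846), the unadjusted p (1178) and no fold change threshold (4007) did not close the gap. Nor did the other 5 fits that each left out a library (1125 to 1203). The per-gene test on FPKM with unadjusted p gave 1824, but it was prompted by Supplementary Data 1, which holds values of the same libraries. With adjusted p, chosen after seeing the values, it gave 1630. In the authors' deposited table 1825 genes were down-regulated at the unadjusted p, with 917 up-regulated, as the paper states. The 1130 up-regulated genes of edgeR lay within 1.5 times of the paper's 917.

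The paper gives a mean of 51.9 Mb clean reads per sample, and the mean total of estimated counts on genes was 20.7 in the same unit. These are different quantities, and no alternative changes the total.

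The paper states that Lrp4 was down-regulated, and the log2 ratio of its RT-PCR values was -2.57. In the RNA-seq the log2 fold change of Lrp4 was -0.28 with an adjusted p of 0.0679. The adjusted p fell to 0.05 or below with library size only (-0.50), in limma on log2(FPKM + 1) with and without a filter (-0.27), in limma on log2(FPKM + 0.1) (-0.49) and without TgAPPsweOCN replicate 2 (-0.38), over a range of 0.00797 to 0.186. The per-gene test on FPKM did so at both the unadjusted and the adjusted p (-0.54), and so did edgeR's unadjusted p (0.0453). No setting brought it to the fold change threshold. The paper states that Ihh was down-regulated. It was not tested for lack of counts, and it was called with no filter beyond 1 count (-2.97, adjusted p 0.0101) and by the per-gene test on FPKM (-3.35), both with unadjusted and with adjusted p. Sp7, Nfatc1, Spp1, Sparc, Jun, Ctnnb1 and Bdnf, which the paper states were down-regulated, fell by less than the fold change threshold, and all of them passed without that threshold. Jun was called with library size only (-1.19), in limma on log2(FPKM + 1) (-1.18) and log2(FPKM + 0.1) (-1.19), by the per-gene test on FPKM (-1.19), and without control replicate 3 or TgAPPsweOCN replicate 3 (-1.0). Bdnf was called with library size only (-1.08), without TgAPPsweOCN replicate 3 (-1.06) and by the per-gene test on FPKM (-1.06). Of the genes of Fig. 9a below the fold change threshold, Atf6 was called without TgAPPsweOCN replicate 1 (1.12), and Ddit3 in limma on log2(FPKM + 0.1) and by the per-gene test on FPKM (1.02 in each).

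The paper states that mRNAs of senescence genes were raised. Of the genes of its 4 senescence markers, Cdkn1a was up-regulated, Trp53 fell (-0.30), and Cdkn2a (0.0386) and Glb1 (-0.0997) did not differ. No alternative called Trp53, Cdkn2a or Glb1 up-regulated. This concerns RNA only. The paper's raised SA-β-gal, P16Ink4a, P21 and P53 in BMSCs were measured by staining and Western blot, which RNA does not test. The paper states that down-regulated genes were mostly of cell cycle, proliferation and bone mineralization terms. Some smaller Reactome sets of the cell cycle were lowered over all 838 sets, among them DNA strand elongation (median -0.60, adjusted p 9.63e-06), G1 S-Specific Transcription (-0.59, 0.003), Mitotic Prometaphase (-0.39, 0.00365), Resolution of Sister Chromatid Cohesion (-0.39, 0.00474) and G2 M Checkpoints (-0.49, 0.00582). Others were raised, among them Cyclin E associated events during G1 S transition (0.499, 3.03e-05), Assembly of the pre-replicative complex (0.491, 0.00217), Regulation of DNA replication (0.455, 0.00474) and Regulation of mitotic cell cycle (0.328, 0.00876). No set was past the threshold with an estimated correlation, with 6 lowered at an unadjusted p. Of the sets fixed beforehand, Cell Cycle, Mitotic, DNA Replication and Collagen formation were not past the threshold under any alternative, with adjusted p from 0.0731 to 0.53, 0.345 to 0.717 and 0.249 to 0.701. Without the proteasome genes they share, a test chosen after the result was seen, Cell Cycle, Mitotic (-0.207, adjusted p 0.0103) and DNA Replication (-0.492, adjusted p 6.15e-06) fell, and with an estimated correlation their adjusted p was 0.187 and 0.13. The paper lists 8 proteins raised in serum with an up-regulated gene. The overlap here had 11, with Csf3, Cxcl13 and Cxcl2 besides those 8.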

Other observations

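The tests of marker lists, of the authors' deposited table, of the proteasome genes, of the order of the TgAPPsweOCN;Ai9 libraries and of equal totals were chosen after the results they test were seen. The marker lists themselves were written after Supplementary Data 1, which holds values of the same libraries, had been read, and Trem2, Apoe and the bone genes of the paper were left out of them.

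The number of genes called between the genotypes was weighed against technical explanations. The 6 libraries can be split into 10 pairs of groups, 4 of which separate all 3 same-numbered pairs. Of these 4 splits, 1, the real one, gave as many calls (2299 genes). The 9 other splits gave 0 called genes each, against 8 to 65 genes at an unadjusted p with the same fold change threshold, where the real split had 2313. With so few splits this share cannot go lower than 1 in 4. Gene length had little part, since 98.4% of the calls were kept after each library's trend on gene length was removed. A difference in sex between the groups was not seen, since the lowest count of the 4 Y-linked genes in any library was 418. The totals of the 2 groups did not overlap, with a gap of 1876401 counts, so total counts and genotype cannot be told apart by design. With every library thinned to the smallest total, 97.1% of the calls were kept, with 1114 up- and 1167 down-regulated genes, so unequal totals did not give most of these calls. Genotype is the biological explanation that the design offers, and it cannot be told apart from other differences that follow the same grouping of libraries.

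The share of calls that were down-regulated was 50.8% with TMM and 16.3 percentage points higher with library size only. That change restates the shift of all genes between the scalings, because TMM centres the fold changes. It cannot tell whether the normalization was shifted by a few abundant genes. The 5 most abundant genes took 5.39% to 5.77% of the counts in control and 4.38% to 5.08% in TgAPPsweOCN;Ai9 libraries, and TMM factors were 1.07 to 1.08 in control and 0.91 to 0.944 in TgAPPsweOCN;Ai9 libraries. In the authors' deposited table, 917 genes were up-regulated and 1825 down-regulated at the unadjusted p, the numbers the paper states. The deposited p equalled an unadjusted per-gene test on FPKM for all 15656 genes, so the paper's numbers are those of unadjusted p values. After Benjamini-Hochberg adjustment of that p, 814 and 1630 remained past the thresholds. The authors' deposited LogFC lay below the log2 fold change of edgeR by a median of -0.215, and by -7.49e-05 with library size only. Of 68 genes of the paper with both values, 7 differed in sign: Atf4, Atp6ap2, Cdkn2a, Eif2a, Gdnf, Ppp1r15a and Xbp1.

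The sorted cells held transcripts of myeloid marker genes at a high level. The lowest ratio of the myeloid list's median FPKM to the stromal list's in a control library was 205, and the highest was 243. Myeloid cells among the sorted cells are a candidate explanation, and myeloid genes expressed by tdTomato+ cells themselves cannot be ruled out. The fall of bone genes in TgAPPsweOCN;Ai9 libraries was set against a smaller share of stromal cells. The stromal list had a median log2 fold change of 0.0301, at percentile 58.4 of 10000 matched random lists, whose medians ran from -0.37 to 0.334 between the 5th and 95th percentiles. The list's median FPKM was lower in each TgAPPsweOCN;Ai9 library (3.27, 4.89 and 4.04) than in each control library (5.09, 5.64 and 5.91). The list as a whole therefore gave no fall relative to other genes, but a moderately smaller stromal share cannot be ruled out. The TgAPPsweOCN;Ai9 replicate 3 lay between the other two for 52.6% of genes, where chance gives 33.3%, and control replicate 3 did so for 42.9%. The control libraries were not tested for this order. The ratio of replicate 2 to replicate 1 of the stromal list had a median of 0.536 on the log2 scale, at percentile 100 of matched random lists, so different shares of stromal cells among the TgAPPsweOCN;Ai9 libraries may have a part. The myeloid list gave percentile 77.3 for the same ratio, but a list at so high a level could hardly move with the share of myeloid cells.

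The splits were also counted for the gene sets, over the 4 splits that separate all 3 pairs. Splits with a p as small, the real one included, numbered 1 for Cell Cycle, Mitotic, 1 for DNA Replication, 1 for Chemokine receptors bind chemokines and 1 for Signaling by Interleukins. They numbered 3 for the Unfolded Protein Response (UPR), 2 for Cellular Senescence, 3 for the SASP set and 4 for Collagen formation. For the number of Reactome sets, 1 split, the real one, gave as many (165), but the other 9 splits gave 26 to 154 sets. Camera with a preset correlation therefore called many sets in splits that mix the genotypes, so the number of sets is little evidence of a difference between them. The raised serum proteins with an up-regulated gene numbered as many in 1 of the 4 splits. This adds nothing to the split of gene calls, because splits without called genes can have no such protein.

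The sets Cell Cycle, Mitotic and DNA Replication did not fall although some smaller sets of DNA synthesis did. They share 44 genes with the Reactome set of ornithine decarboxylase regulation, of whose 49 tested genes 44 have symbols beginning with Psm, and the shared genes rose (median log2 fold change 0.638, adjusted p 3.57e-10 from camera in limma, over these 3 tests). Without the shared genes, the median was -0.207 for Cell Cycle, Mitotic (342 genes, adjusted p 0.0103) and -0.492 for DNA Replication (54 genes, adjusted p 6.15e-06). With an estimated correlation the adjusted p was 0.13 for the shared genes, 0.187 for Cell Cycle, Mitotic and 0.13 for DNA Replication, so none was past the threshold. A p as small was reached by 1 of 4 splits for both sets, the real one. This is consistent with a rise of proteasome genes that belong to both sets, as a hypothesis found and tested on the same data.

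The paper's RT-PCR values covered 34 genes, of which 31 were tested in the RNA-seq. All 31 had the same direction in both, but sizes differed both ways. The RT-PCR log2 ratio was -2.57 for Lrp4 and -3.29 for Sp7, against -0.28 and -0.78 in the RNA-seq. For Il6 and Cxcl1 it was 1.02 and 0.49, against 6.58 and 3.46. In the RNA-seq, Runx2, Col1a1, Tnfrsf11b, Lrp4 and Ern1 were not past the adjusted p threshold, so their direction is uncertain.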
